# Eplerenone, a mineralocorticoid receptor inhibitor, reduces cirrhosis associated changes of hepatocyte glucose and lipid metabolism

**DOI:** 10.1186/s12964-024-01991-2

**Published:** 2024-12-20

**Authors:** Mohammad Mohabbulla Mohib, Sindy Rabe, Alexander Nolze, Michael Rooney, Quratul Ain, Alexander Zipprich, Michael Gekle, Barbara Schreier

**Keywords:** Cirrhosis, Mineralocorticoid receptor, Hypoxia, Metabolism

## Abstract

**Background:**

Recent studies suggest a contribution of intrahepatic mineralocorticoid receptor (MR) activation to the development of cirrhosis. As MR blockade abrogates the development of cirrhosis and hypoxia, common during the development of cirrhosis, can activate MR in hepatocytes. But, the impact of non-physiological hepatic MR activation is unknown. In this study, we investigate the impact of hypoxia-induced hepatocyte MR activation as a relevant factor in cirrhosis.

**Methods:**

RNA sequencing followed by gene ontology term enrichment analysis was performed on liver samples from rats treated for 12 weeks with or without CCl_4_ and for the last four weeks with or without eplerenone (MR antagonist). We investigated if these changes can be mimicked by hypoxia in a human hepatocyte cell line (HepG2 cells) and in primary rat hepatocytes (pRH). In order to evaluate the functional cellular importance, hepatocyte lipid accumulation, glucose consumption, lactate production and mitochondrial function were analyzed.

**Results:**

In cirrhotic liver tissue genes annotated to the GOterm “Monocarboxylic acid metabolic process” (PPARα, PDK4, AMACR, ABCC2, Lipin1) are downregulated. This effect is reversed by the MR antagonist eplerenone in vivo. The alterations are partially mimicked by hypoxia in rat and human hepatocytes in tissue culture. Furthermore, the reduction of mRNA and protein expression of PPARα, PDK4, AMACR, ABCC2 and Lipin1 during hypoxia is prevented by eplerenone in rat and human hepatocytes. Aldosterone, the endogenous MR agonist, did not affect the expression of those proteins in hepatocytes. As those proteins are key regulators of hepatocyte energy homeostasis, we analyzed if hypoxia affected glucose consumption, lactate production and lipid accumulation in HepG2 cells in a MR-mediated manner. All three parameters were affected by hypoxia and were partially normalized by eplerenone.

**Conclusion:**

Our findings suggest that non-physiological MR activation plays a role in the dysregulation of glucose and lipid metabolism in hepatocytes. This leads to an increase in apoptosis, probably resulting in a proinflammatory micromilieu of the hepatic tissue. The enhanced deposition of extracellular matrix contributes to the development of cirrhosis. Therefore, MR antagonists may have therapeutic potential in the treatment of early stages of liver disease due to their direct action in the liver.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-024-01991-2.

## Background

About 2 million people per year die worldwide due to liver diseases [1, 2]. Cirrhosis is the end-stage of chronic liver diseases and the ninth most common cause of death with rising numbers in Europe [2]. Cirrhosis leads to disturbed liver architecture due to fibrosis [3] and to the development of portal hypertension as the main driver for other complications like variceal bleeding and ascites [4]. The reversibility of fibrosis has been demonstrated in nearly all chronic liver diseases after cessation of the causative agent [5], leading to a significant increase in 10-year survival. Therefore, termination of progression of fibrosis most likely has important implications for the patient outcome [6]. This rational lead to the recommendation of the Baveno conferences to explore antifibrotic strategies to prevent decompensation in cirrhosis [7, 8]. Amongst others, the renin–angiotensin–aldosterone system (RAAS) becomes dysregulated during cirrhosis [9] and is considered as an area for further investigations [7, 8].

One of the effectors of the RAAS is aldosterone [10]. Under physiological conditions this steroid hormone binds to its canonical receptor - the mineralocorticoid receptor (MR) - thereby increasing renal and enteric sodium as well as water reabsorption. Thus, aldosterone contributes to extracellular volume and blood pressure balance [10–12]. In non-epithelial cells MR mediates fibrosis, hypertrophy and remodelling initiated by inflammation [13]. MR increases reactive oxygen species formation itself but is also activated by oxidative stress [10]. These pathological effects of MR are at least partially independent of its classical ligand aldosterone [14]. In the healthy liver the MR is mainly expressed in hepatocytes [15, 16].

At present, RAAS inhibitors are widely used in patients with predisposing conditions to prevent the development of cardiac and renal fibrosis, but no antifibrotic treatment in liver fibrosis is established [17]. Animal studies showed, that administration of MR blockers prevent the progression of fibrosis while administration of aldosterone supported the development of liver fibrosis [18, 19]. One antagonist of the MR is eplerenone [20]. In CCl_4_ treated rats with liver fibrosis we were able to demonstrate that treatment with eplerenone, although continuing the CCl_4_ application, was able to reduce fibrosis development, spleen weight and increase liver weight [16]. We identified the hepatocytes as the main cell type expressing the MR under physiological conditions. This is of interest as hepatocytes are at the center of initial damage and vice versa liver regeneration [21]. Analyzing the MR expression in rats with or without liver cirrhosis revealed that MR mRNA as well as MR protein are reduced. Further analysis disclosed that MR protein reduction in hepatocytes was more pronounced than mRNA reduction, indicating a transcriptional effect on MR expression as well as effects affecting protein abundance [16]. As hypoxia induces a translocation of the MR from the cytosol to the nucleus, we concluded that the reduction in MR protein amount is at least partially a consequence of the previous activation [16]. We also demonstrated that hypoxia leads to an increase in NF-κB-response element activity in the presence of aldosterone and reduces GRE-response element activation in the absence of aldosterone by the MR [16]. For humans two different promoters of the MR [22] have been described and different promoters are at least assumed in the rat [23]. Therefore, we focused in this study on the effects of the MR protein in hepatocytes. Identifying factors altering the transcription of the MR is beyond the scope of this study.

Several micromileu factors change during the development of liver fibrosis including the oxygen content of the tissue due to structural remodeling. The aim of this study was to exclude tissue acidosis or inflammation [3] as MR activators which coincide with hypoxia during cirrhosis [3, 24, 25]. Additionally, we aimed to characterize the impact of MR activation in hepatocytes under hypoxic conditions as they occur in liver cirrhosis. Herein we demonstrate that hepatocyte MR is activavted by hypoxia but not by lipopolysaccharide or acidosis. Using a CCl_4_ model of cirrhosis development, we performed RNAseq on rat livers from control, cirrhosis and cirrhosis & eplerenone treated groups. The results indicate that MR activity influences carbohydrate metabolism and lipid accumulation. We confirmed these findings in a human hepatocyte cell line (HepG2) on protein level and demonstrate that under hypoxic conditions eplerenone can partially normalize glucose metabolism as well as lipid accumulation in these cells, which can not be explained by a change in mitochondrial function. Trying to mimick the in vivo situation, we found that in the presence of free fatty acids the inhibition of the MR in reoxygenated hepatocytes leads to a reduction in apoptosis. In conclusion, the MR in hepatocytes aggravates metabolic imbalance in liver cirrhosis and promotes thereby the progression of cirrhosis.

## Methods

If not stated otherwise all chemicals were purchased by Merck, Darmstadt, Germany.

### Induction of cirrhosis

All animal experiments were conducted in accordance with the german law (Tierschutzgesetz) and the directive 2010/63/EU. They were ethically and legally approved by the governmental, local animal committees (42502-2-1123 MLU, Landesverwaltungsamt Sachsen-Anhalt or TWZ 16-2021, Jena University hospital). All animal studies were conducted in compliance with the ARRIVE guidelines [26] and the National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals. The rats were kept in a specific pathogen-free environment, with *ad libitum* access to water and standard rodent diet at constant temperature of 22 ± 2 °C with a 12/12 h light-dark cycle. Animals were housed in groups of three if applicable and randomly assigned to the experimental groups. Rats were exposed to carbon tetrachloride (CCl_4_) via inhalation for 3 to 4 min, three times a week. According to Sakata et al. [27] this will result in a concentration of about 180 ppm CCl_4_. Phenobarbital (0.35 g/L) was added to their drinking water (*ad libitum*) to induce cirrhosis. The treatment was administered for 12 weeks in age-matched, male Wistar rats (purchased from Charles River) with an initial weight of 75–100 g as described before [16, 28–31]. The treatment combination of CCl_4_ and phenobarbital will be abbreviated as CCl_4_. Eplerenone treatment (Inspra, Pfizer Pharma PFE GmbH, Berlin, Germany, 100 mg kg^-1^ BW) per os (hazelnut spread, 5 g/day) was initiated after eight weeks of CCl_4_ inhalation, which marks a time point of established cirrhosis without ascites, and continued until 12 weeks of CCl4 inhalation, at which point the rats not receiving eplerenone had developed cirrhosis with ascites. Livers were isolated 7–10 days after the last dose of CCl_4_.

At the end of the experiment, the animals were anesthetized with ketamine/xylazine (100/5 mg/kg i.p.; Ketaset 100 mg/ml, Zoetis, 2% Rompun, Bayer Healthcare) and euthanized by exsanguination while in deep narcosis. Cells or organs were harvested as described previously [16, 32, 33].

### RNA sequencing

RNA sequencing was performed as described before [34]. The quality of the RNA samples was assessed using a 2100 Bioanalyzer (Agilent Technologies). All samples had an RNA Integrity Number (RIN) above 7 (with 10 as the maximal possible value). Novogene Co., Ltd. (Cambridge, UK) carried out the sequencing, libraries preparation (poly(A) enrichment), and the paired-end sequencing (2 × 150 bp) runs on a NovaSeq6000 Illumina system. Adaptor clipping and data quality control were provided by the service company as well.

Read mapping to the rat genome rn6 was performed with HISAT2 (v. 2.1.0) [35], and featureCounts (2.0.0, –M –t exon) [36] was used to count the mapped reads. Gene annotation was performed using BiomaRt (v.2.44.4) [37] to access the Ensembl archive v101.

### Differential expression analysis and functional analysis

Differential expression analysis was performed as described before [34] using edgeR (3.30.3) [38] and DESeq2 (1.28.1) [39]. Significantly “differentially expressed genes” (DEG) were defined as genes with a false discovery rate (FDR) below 0.05 in both DESeq2 and edgeR outputs (overlap of the respective results). Only protein coding genes were considered for further analysis.

Gene ontology (GO) term enrichment analysis was performed with g:Profiler [40] using either all or only down or up-regulated eplerenone sensitive genes against the whole genome first. GO terms were defined as significantly enriched if the adjusted p-value ≤ 10^− 6^. AmiGO (2.5) [41] was used to visualize the gene ontology trees for up- or downregulated genes. Further analysis are based on the datasets available on the 25th of May, 2022. Additionally, we performed GO term enrichment analysis with g:Profiler for the all eplerenone sensitive, protein coding genes as well as separately for up- and downregulated genes. The results are given in supplementary excel file 1.

In the results section the detailed strategy to identify eplerenone sensitive genes in cirrhosis is described. Additionally, we employed the following strategy, to identify eplerenone-sensitive genes in cirrhosis: (1) At least in one group the mean abundance has to be > 3 FPM. (2) |log2FC| > 1 for the comparison control vs. cirrhosis. (3) 95% confidence intervals of the control samples and the cirrhosis samples do not overlap. (4) The confidence intervals for cirrhosis and cirrhosis & eplerenone do not overlap. (5) The confidence intervals for control and cirrhosis & eplerenone do overlap. The strategy is depicted in the flow chart in supplementary figure S1. 

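The strategy was applied to the counts that the authors deposited, expressed as FPM over the counted reads of each sample. The group means printed in Supplementary excel file 2 lay within 1% of the means of FPM over TMM library sizes in control replicates 2 to 5, cirrhosis replicates 1 to 4 and cirrhosis & eplerenone replicates 1, 2, 4 and 5 for 100% of its genes, so these 4 samples per group were used. The paper's text does not name the samples. A mean above 3 FPM in at least 1 group was found for 10986 protein coding genes. Of these, 2708 had an absolute log2FC above 1 between control and cirrhosis. The intervals of control and cirrhosis did not overlap for 2510 of them, and for 1400 the intervals of cirrhosis and cirrhosis & eplerenone did not overlap either. The intervals of control and cirrhosis & eplerenone overlapped for 753 of the last group, 560 of them upregulated and 193 downregulated in cirrhosis. Scaling to TMM library sizes gave 815 genes, 390 upregulated and 425 downregulated. With all 14 samples of the deposited table in place of 4 per group, 93 genes met the criteria. The intervals assume normally distributed means, and with the quantile of the t distribution, which allows for so few samples, 267 genes met them.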

By this strategy we identified 631 genes to be eplerenone-sensitve. Of those genes 337 were downregulated and 294 were upregulated. About 80% of those genes have been identfied before (Supplementary figure S2). 

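Of the 753 genes found here by the confidence intervals, 248 were also eplerenone sensitive by differential expression with edgeR and DESeq2 over all 14 samples, a share of 32.9%. The share was 53.8% among the genes that the intervals gave over the same 14 samples. It was 38.4% when FPM were scaled to TMM library sizes.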

We included the respective results in the supplementary ecxel file 2 and added a supplementary figure S3 showing the confidence intervalls for investigated genes.

### Cell culture

Cells were maintained in a standard cell incubator at 37 °C, 5% CO_2_, 70% humidity. The isolation of rat primary hepatocytes (pRH) was performed as described by Graupera et al. (2005) [33]. Cells were kept in hepatocyte growth medium (HGM), supplemented with fetal calf serum (FCS, PAN-Biotech and 1% P/S [42]. HepG2 cells (ATCC, Manassas, Virginia, USA) were grown in RPMI 1640 (PAN-Biotech) medium supplemented with 10% FCS.

Prior to experiments, cells were incubated for 24 h in serum free conditions buffered with NaHCO_3_, 10mM morpholinoethanesulfonic acid and 10mM HEPES with a pH adjusted to 7.4. For acidosis the pH of serum free medium was adjusted to 6.6 with 1 N HCl. Hypoxia was induced in a hypoxia chamber (HypoxyLab) at 0.2% O_2_ (pO_2_ = 1.5 mmHg) for HepG2 and 1% O_2_ (pO_2_ = 7.4 mmHg) for pRH as reported before [16]. To mimick bacterial translocation hepatocytes were incubated with 1 µg/mL or 10 µg/mL lipopolysaccharides from *Escherichia coli* (Sigma, O111:B4) dissolved in water. Experimental incubation was carried out for 24 h if not stated otherwise.

HepG2 cells were treated with free fatty acids, either under normoxic or hypoxic conditions with or without eplerenone. Sodium oleate and sodium palmitate (each 100 µM) were added to fatty acid free bovine serum albumin (Capricorn Scientific GmbH) before introducing the solution into media. Glucose consumption, lactate production, oxygen consumption rate (OCR) and lipid accumulation were measured after 4-hour. Lipid accumulation, lactate dehydrogenase activity and caspase activity were measured after 24-hours.

### Quantitative PCR

Total RNA was isolated as described before [16] using Trizol (Invitrogen) or BlueZol (SERVA Electrophoresis GmbH) according to the manufacturer’s instructions. Genomic DNA was eliminated by digestion of one µg RNA with 2 units of DNase I (RNase-free; New England Biolabs, Frankfurt, Germany) at 37 °C for 10 min, followed by enzyme inactivation at 75 °C for 10 min. The DNase I-treated total RNA was subjected to reverse transcription (RT) reaction with random primers, using SuperScript II reverse transcriptase (Invitrogen, Massachusetts, USA). The RT reaction was carried out with the following program: 5 min at 25 °C, 30 min at 42 °C, and 5 min at 95 °C.

qRT-PCR was performed using the AriaMx real-time PCR system (Agilent Technologies). To determine the differential expression of genes, the expression levels were normalized to the levels of eukaryotic 18 S rRNA and HPRT and to the control group. Data is given as percent of control. The primer sequence, annealing temperature and RefSeq accession number/id are given in supplementary table S1 (rats) or in supplementary table S2 (human).

### Western blot analysis

Western blot analysis was performed as described before [16]. The following antibodies were utilized in this study: anti-MR (1:500; rMR 1–18 6G1) [43]; anti-PPAR alpha (1:2000, ab126285; Abcam); anti-PDK4 picoband (1:2000, PB9773, Boster Bio); anti-MRP2/ABCC2 (1:1000; #4446; Cell Signaling Technology); anti-Lipin 1 (1:1000; #5195; Cell Signaling Technology); anti-AMACR (1:2000; #3207, Cell Signaling Technology) ); anti-HSP90 (1:2000; #4874; Cell Signalling Technology). Horseradish peroxidase conjugated secondary IgG (anti-mouse, 1:1000, 7076P2, horse origin; Cell Signaling Technology; anti-rabbit, 1:2000, 7074P2, goat origin; Cell Signaling Technology) and the ECL system (Biorad) were used for visualisation. Density of protein bands was quantified using ImageLab 6.1 (Biorad) and normalized to HSP 90 expression or whole protein stained by Ponceau staining.

### Determination of glucose consumption, lactate production and lipid accumulation and oil red O staining

Analysis of glucose consumption and lactate production were performed as described before [44].

After 24 h of pretreatment with hypoxia or normoxia treatment with free fatty acid containing media (100µM sodium oleate & sodium palmitate each and 16.5 µM fatty acid free bovine serum albumin; Capricorn Scientific GmbH, Ebsdorfergrund, Hessen, Germany) was performed. The supernatant from HepG2 cells was removed and Oil red O staining was performed as described by Kraus et al. (2016) [45]. Briefly, 0.5% w/v Oil red O stock solution in 2-propanol was prepared. For use stock solution was diluted 2:3 with distilled water, resulting in a concentration of 0.2% oil red O in 40% 2-propanol. For each replicate 2 × 200 µl were transferred to a 96-well plate. Absorption was measured at 510 nm in an Infinite M200 (Tecan). The values were normalized to the total protein amount in the sample. Protein content was determined described by Sadick et al. [46] using the BCA assay (Thermo Fisher Scientific) according to the manufacturer’s instructions.

### Caspase activity

For the caspase-3 activity assay, HepG2 cells were lysed with MOPS-Triton lysis buffer (30 µl/cm2, 30 min, 4 °C) followed by centrifugation at 13,000×g for 5 min at 4 °C. Cleared lysates (40 µl) were then incubated with DEVD-AFC (40 µM) in caspase reaction buffer (50 mM PIPES, 10 mM EDTA, 0.5% CHAPS, pH 7.4; 120 min, 37 °C). AFC fluorescence (excitation: 400 nm; emission: 505 nm) was measured using a plate reader (Infinite M200, Tecan, Crailsheim, Germany). Cleaved AFC levels were quantified via a calibration curve and normalized to the protein content of each sample.

### Lactate dehydrogenase (LDH) activity

The LDH assay was conducted to measure the enzyme activity in both media and cell lysates using established procedures [47]. Supernatants and lysates from HepG2 cells were treated with LDH substrate buffer (Hepes-Ringer buffer + NADH + Pyruvate), and the turnover of LDH substrate was monitored at 334 nm (NADH) for 30 min at 37 °C. Relative LDH release was determined by correlating the measured activity with the total cellular LDH content.

### Oxygen consumption rate (OCR)

The Oxygen Consumption Rate (OCR) was determined in HepG2 cells cultured in 96-well Seahorse XF96 V3 PS Cell Culture Microplates (Agilent Technologies, Waldbronn, Germany). Real-time OCR was assessed using the Seahorse XF Cell Mito Stress Test Kit and Seahorse XFe96 Analyzer (Agilent Technologies, Waldbronn, Germany), following the manufacturer’s instructions.

The mitochondrial stress test involved measuring OCR under basal conditions, followed by the sequential addition of inhibitors. Oligomycin (2 µM) was first added to inhibit complex V (ATP Synthase) of the electron transport chain (ETC). Subsequently, FCCP (4 µM) was introduced to collapse the proton gradient and disrupt the mitochondrial membrane potential. Finally, rotenone and antimycin A (0.5 µM each) were injected to inhibit complexes I and III, respectively. Hoechst 33,342 (6 µM) was added during the final injection to normalize OCR to the cell number, and its induced nuclear staining was detected using digital fluorescence microscopy (Cytation3, BioTek, Bad Friedrichshall, Germany).

From these measurements, the following parameters were calculated: non-mitochondrial respiration (NMOC, OCRmin_Rotenone/AntimycinA), basal respiration rate (OCRinitial value - OCRmin_Rotenone/AntimycinA), mitochondrial ATP production-linked oxygen consumption rate (OCRinitial value - OCRmin_Rotenone/AntimycinA), proton leak (OCRmin Oligomycin- OCRmin_Rotenone/AntimycinA) and coupling efficiency (((basal respiration + NMOC)-(proton leak + NMOC))/(basal respiration + NMOC)).

### Statistical analysis

Data are given in boxplots depicting median and standard deviation. Either Grubbs outlier tests (cut off criterion *P* < 0.05) or Iglewicz and Hoaglin’s robust test for multiple outliers with a modified Z-score ≥ 3.5 were performed. Data analysis was conducted by SigmaPlot 12.5. Shapiro-Wilks test was performed for testing of normal distribution of the data. According to those results differences between groups were assessed by Two-way ANOVA, two-tailed Students T-test or Mann-Whitney Rank Sum Test as applicable. A p-value < 0.05 was considered significant. N = number of animals or independent experiments, n = number of biological replicates.

## Results

### Hypoxia but not LPS or acidosis lead to enhanced MR activation in hepatocytes

Among the micromilieu factors changing during the development of liver fibrosis are the oxygen content of the tissue due to structural remodeling, the translocation of bacteria and with this inflammation [3], resulting in tissue acidosis. We already demonstrated that lack of oxygen induces MR activation without further addition of its ligand aldosterone [16]. To exclude bacterial proinflammatory substances (LPS) or tissue acidosis as factors increasing MR activation we incubated pRH as well as HepG2 cells with either LPS (1–10 µg), acidosis (pH 6.6) or hypoxia (0.2% or 1% oxygen) for 24 h. We demonstrated that MR activation leads to nuclear shuttling of the MR and transcriptional changes followed by degradation of the MR, as demonstrated before [16]. Therefore, in a steady state activation of the MR will lead to a reduced protein content, which would be pronounced by a reduced transcription. Under these disease associated conditions we again found that hypoxia induces a down regulation in MR protein, whereas LPS treatment or acidosis showed no effect on MR expression in HepG2 cells or pRH (Fig. 1). This would indicate a steady state condition of MR protein. Under normoxic conditions activation of the MR by aldosterone enhanced the expression of SGK-1, PAI-1, MCP-1, Fn-1 and α-SMA in pRH (Supplementary table S3) as well as SGK-1, PAI-1 and TGF-β in human HepG2 cells (Supplementary table S4). Those effects could be inhibited by simultaneous incubation with aldosterone and eplerenone under normoxic conditions. Hypoxia alone altered the expression of SGK-1, Fn-1, TGF-β and α-SMA in pRH as well as SGK-1, PAI-1 and TGF-β in HepG2 cells in comparison to normoxia. Activation of MR by aldosterone under hypoxic conditions had no major effect on gene expression compared to hypoxia alone (pRH: Supplementary table S3, HepG2: Supplementary table S4). Under hypoxic conditions eplerenone had only an inhibitory effect on the expression of α-SMA in pRH, while it had no effect on the other aforementioned genes. In HepG2 cells, eplerenone reduced the expression of SGK-1, PAI-1 and TGF-β under hypoxic conditions. In summary, these findings indicate, that the genotropic effect of the mineralocorticoid receptor is altered under hypoxic conditions.

**Fig. 1:**
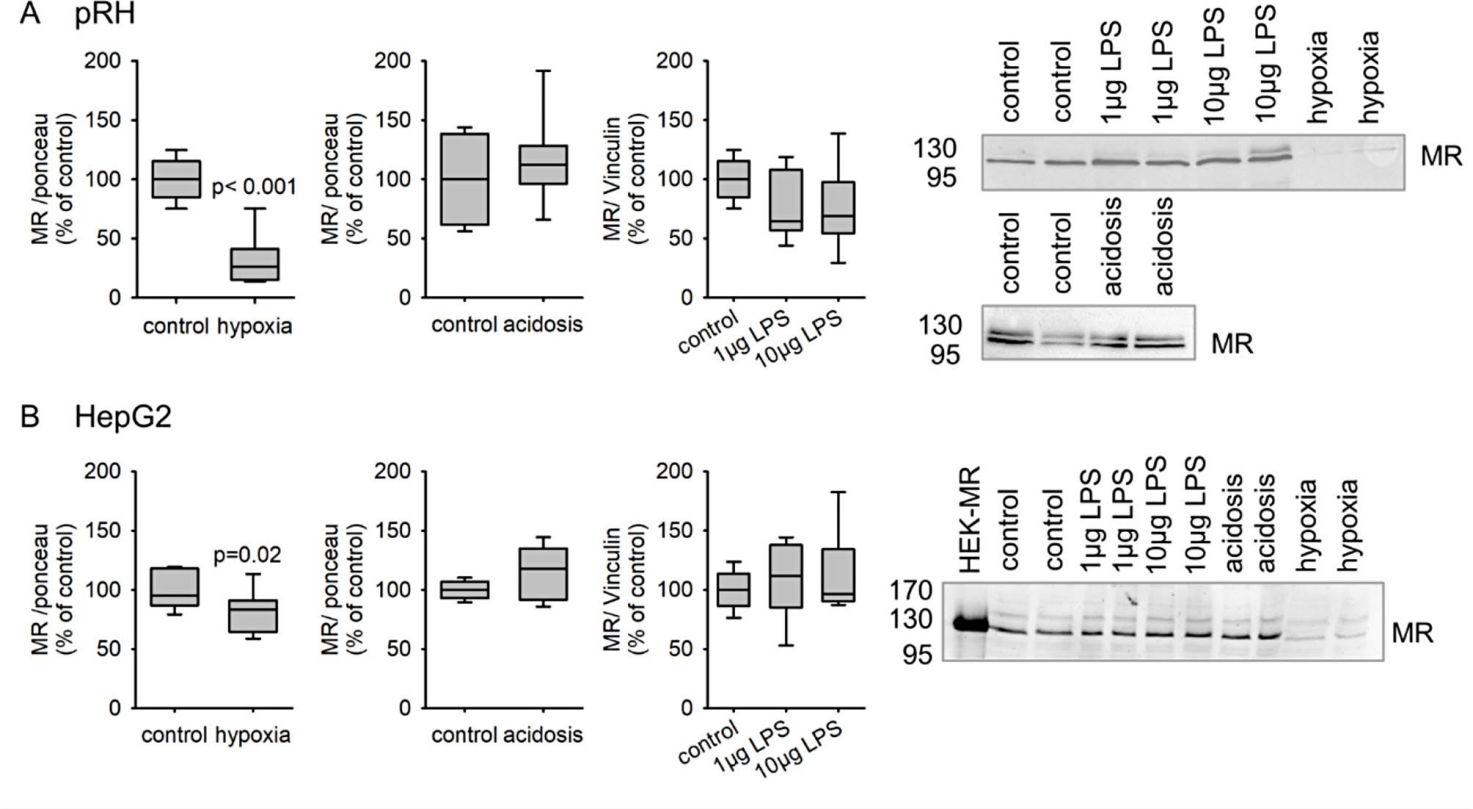
Protein expression of the mineralocorticoid receptor in primary rat hepatocytes (**A**; *N* = 3–5 experiments, *n* = 8–10 petri dishes) and a human hepatocyte cell line (HepG2, **B**; *N* = 4 experiments, *n* = 8–10 petri dishes) 24 h after incubation either with hypoxia (0.2% oxygen), acidosis (pH 6.4) or lipopolysaccharides (LPS, 1–10 µg/L). p-values are given for the comparison vs. control if the p-value was below 0.05.On the right side representative Western blots for the MR from primary rat hepatocytes or HepG2 cells are presented

### RNAseq reveals that under cirrhotic conditions eplerenone mainly impacts downregulated genes

To identify MR responsive genes in the cirrhotic liver, we performed RNA sequencing on whole RNA from livers of either control treated or CCl_4_ treated rats for 12 weeks to induce cirrhosis. 

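Male Wistar rats inhaled CCl4, which injures hepatocytes, and received phenobarbital (0.35 g/L) in the drinking water. The paper describes control rats as not treated, so a change against control mixes cirrhosis with phenobarbital. Eplerenone, which blocks the MR, was given at 100 mg/kg body weight from week 8 to week 12. The livers were taken 7 to 10 days after CCl4 was stopped. The paper states that rats were picked for sequencing by how well cirrhosis induction and/or eplerenone treatment had worked. Differences between the groups are therefore not those of unselected rats. Poly(A) RNA was sequenced with reads of 150 bp from both ends. The authors counted the reads on each gene of rn6 and deposited the counts without normalization, with 5 rats per group in the sample labels. The table used here holds 32623 genes and 14 samples: control replicates 2 to 5, 5 cirrhosis samples and 5 cirrhosis & eplerenone samples. Control replicate 1 was not analysed here. Between 16157491 and 21574767 reads per sample were counted on genes, with a median of 18825190 in control, 18103732 in cirrhosis and 17605049 in cirrhosis & eplerenone. A gene with 3 counts, taken as the smallest amount that a sample can show, corresponds to 0.139 to 0.186 FPM. This floor covers counting error only. Reads that map to several places were counted at each of them. Genes with near-identical copies, among them genes of ribosomal proteins, therefore share reads, and overlapping or antisense genes are uncertain because the paper does not state whether the strand was used. Library sizes were scaled by TMM, with factors of 0.847 to 0.877 in control, 0.968 to 1.21 in cirrhosis and 0.925 to 1.40 in cirrhosis & eplerenone. One model over the 3 groups was fitted with edgeR and one with DESeq2. A gene was called differentially expressed (DEG) when its FDR was below 0.05 in both, and log2FC are those of edgeR. The animal labels begin with 13 or 16 for control rats and with 15 or 20 for CCl4-treated rats. The paper does not state what these prefixes stand for, and a batch that follows them cannot be told apart from the CCl4 treatment.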

The CCl_4_ treated rats were divided in two subgroups with or without oral eplerenone supplementation starting after 8 weeks of CCl_4_ treatment (schematic treatment plan see supplementary figure S4) as described before [16]. Five samples of each group were sequenced. 

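Log2 FPM of the 500 most variable genes were used for a principal component analysis of 14 samples. The first component held 66.6% of the variance and the second 7.81%. Control replicates 2 to 5 lay between 44.3 and 50.6 on the first component, each at a distance of 2.48 to 5.94 from the mean of the other controls on both components. The fifth control, replicate 1, was not analysed here. Cirrhosis replicates 1 to 4 lay between -47.7 and -38.0 on the first component. Cirrhosis replicate 5 lay at 13.0, further from the other cirrhosis samples than these were from one another. The cirrhosis & eplerenone samples spread from -42.6 for replicate 3 to 26.8 for replicate 2, with replicates 5, 1 and 4 at -18.5, -4.49 and 12.1. The ranges of cirrhosis and cirrhosis & eplerenone overlapped on this component.

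**Figure D1:**
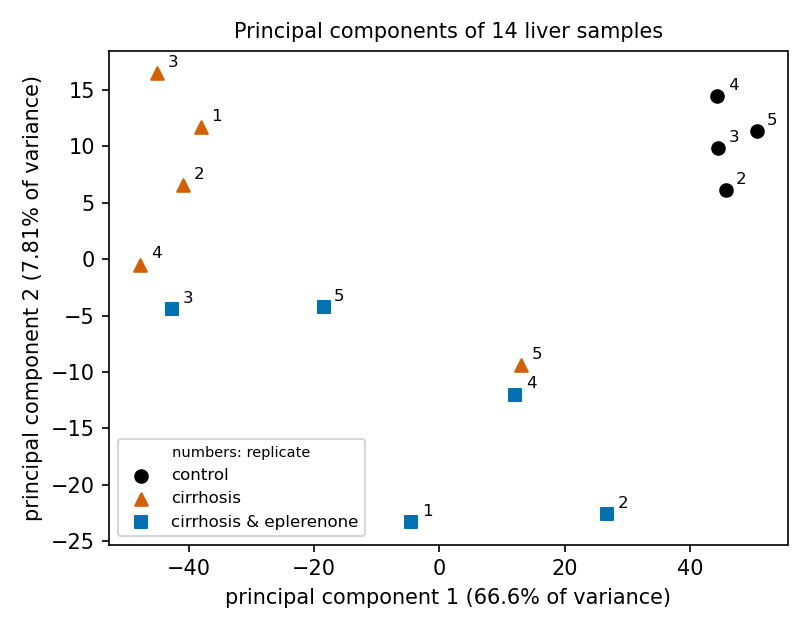
Scores of the 14 liver samples on the first (x axis, 66.6% of the variance) and second principal component (y axis, 7.81%) of log2 FPM of the 500 most variable genes. Circles are control, triangles cirrhosis and squares cirrhosis & eplerenone samples, with the replicate number beside each symbol, and cirrhosis replicate 5 at 13.0 sits among the cirrhosis & eplerenone samples.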

Principal component analysis indicated that one sample of the control group was different from the four others and was excluded from further analysis. 

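No count was found in any of the 14 samples for 11341 of the 32623 genes listed, and 21282 genes had at least 1 count. The filter of edgeR (filterByExpr), which asks for about 10 counts in as many samples as the smallest group holds, kept 14417 genes. Of these, 13628 were annotated as protein coding. When at least 10 counts were required in every sample, 11199 genes were left, 10853 of them protein coding. All genes of the mitochondrial chromosome are listed at 0 in every sample.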

Of 14,417 genes detected in total, 13,628 were protein coding genes. In the following we performed DESeq2 and edgeR analysis. The results for the differential expression analysis are given in supplementary figure S5. 

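By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2809 protein coding genes had an FDR below 0.05 between control and cirrhosis, 1888 of them higher and 921 lower in cirrhosis. Between control and cirrhosis & eplerenone there were 729, with 613 higher and 116 lower. Between cirrhosis and cirrhosis & eplerenone there were 2, both higher with eplerenone, while 1971 genes had an unadjusted p under 0.05. DESeq2 gave 3847 genes, 1476 genes and 67 genes for the same comparisons. The comparison of cirrhosis and cirrhosis & eplerenone moved most when cirrhosis replicate 5 and cirrhosis & eplerenone replicate 3 were left out as in Supplementary excel file 2, with 1236 genes by edgeR. Leaving out other pairs of samples from these groups gave at most 138. Among genes with an FDR below 0.05 by edgeR whose groups did not overlap and whose mean was at least 1 FPM in both groups, Lcn2 (ENSRNOG00000013973, chromosome 3) rose most in cirrhosis. It had 1.29 ± 0.675 FPM (SD, n = 4) in control, 106 ± 88.8 FPM (SD, n = 5) in cirrhosis and 31.4 ± 39.8 FPM (SD, n = 5) in cirrhosis & eplerenone. Its log2FC in cirrhosis was 6.35 (standard error 1.14, adjusted p = 0.00257 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), followed by Cyp2b1 (6.06) and Bok (5.64). By the same limits the largest decreases were those of Stac3 (-5.52), Cyp4a2 (-4.24) and Aox3 (-4.20). AABR07048487.2 fell further (-7.37) but had a mean of 0.393 FPM in cirrhosis. DESeq2 gave no p for Cyp2b1, Stac3 and Aox3 because of a single outlying count, so these 3 were not DEG by both tools. That was the case for 6 of the genes that edgeR called in this comparison. For Stac3 and Aox3, cirrhosis replicate 5 lay far above the other cirrhosis samples. For Cyp2b1, cirrhosis replicate 4 had 1067 FPM against 14.4 to 45.2 FPM in the others. With each sample left out in turn, the log2FC of Cyp2b1 in cirrhosis ranged from 3.03 to 6.38, so its rank above Bok was not stable. As the CCl4-treated rats also received phenobarbital, no change against control can be credited to cirrhosis alone. In cirrhosis & eplerenone against control, by the same limits, Lcn2 (4.60), Ccl21 (4.38) and Cyp26a1 (3.66) rose most, and AABR07048487.2 (-4.88), Dnase2b (-2.48) and Srd5a1 (-2.42) fell most. AABR07048487.2 had an FDR of 0.183 by DESeq2 in this comparison, so it was not DEG by both tools. Its FDR by edgeR stayed below 0.05 in 7 of 14 fits that each left out a sample.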

Only genes differentially expressed in both DESeq2 and edgeR analysis were further considered and the distribution is depicted in the Venn diagram (Fig. 2A). In summary, 3493 genes were differentially expressed in all three comparisons (Fig. 2A). 

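The overlap of edgeR and DESeq2 held 2802 genes for control against cirrhosis, 2 for cirrhosis against cirrhosis & eplerenone and 726 for control against cirrhosis & eplerenone, or 2849 genes in at least 1 comparison. In the Venn diagram of these genes, 2121 belonged only to control against cirrhosis and 47 only to control against cirrhosis & eplerenone. Both of these comparisons shared 679 genes. The 2 genes of the third comparison, Gemin6 and Ehd3, were also DEG between control and cirrhosis. Gemin6 (ENSRNOG00000027332, chromosome 6) had 16.7 ± 6.26 FPM (SD, n = 4) in control, 3.12 ± 0.684 (SD, n = 5) in cirrhosis and 12.9 ± 3.27 (SD, n = 5) in cirrhosis & eplerenone. Its log2FC with eplerenone was 2.04 (standard error 0.26, adjusted p = 0.0153 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each sample left out in turn it stayed between 1.90 and 2.14, with an FDR below 0.05 in 11 of 14 fits. Ehd3 (ENSRNOG00000007744, chromosome 6) had a log2FC of 1.39 (standard error 0.19, adjusted p = 0.0172 from edgeR's same quasi-likelihood test), with an FDR below 0.05 in 8 of 14 such fits.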

For further analysis we considered only genes with an absolute Ilog2FCI ≥ 1 in the comparison between control and CCl_4_-treated animals (*cirrhosis sensitive genes*) as relevant. 

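An absolute log2FC of at least 1 was found for 2024 of the DEG between control and cirrhosis. Upregulated genes made up 76.5% of them, with 1549 genes, and 475 were downregulated. With each sample left out in turn, the number lay between 1171 and 2981 and the upregulated share between 64.3% and 83.4%. It was lowest among the other settings with at least 10 counts required in every sample, at 1224 genes. The mean fold change against control, over genes, was 9.74 in cirrhosis and 5.13 in cirrhosis & eplerenone, and the medians were 3.39 and 2.41.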

Cirrhosis induced the regulation of 2439 genes (Fig. 2B), the majority being upregulated (1790 genes, 73%). As reported before, eplerenone reduces the clinical signs of cirrhosis in this model [16]. Therefore, we aimed to identify eplerenone sensitive genes in cirrhosis. Accordingly, we identified genes that were differentially expressed when comparing the control and cirrhosis group (Ilog2FCI ≥ 1 in control vs. cirrhosis, prerequisite 1), but that were no longer differentially expressed (i.e. “normalized”) comparing control and cirrhosis & eplerenone animals (not identified as differential expressed by DESeq2 & edgeR & Ilog2FCI ≤ 1 in the comparison control vs. cirrhosis & eplerenone, prerequisite 2). Genes that met both criteria were termed “*eplerenone sensitive genes”*. 

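Both criteria were met by 666 genes, 32.9% of the cirrhosis sensitive genes. Each of them moved back toward control with eplerenone, which the criteria require, by a median of 54.1% of its log2FC in cirrhosis. Of the other 1358 cirrhosis sensitive genes, 87.6% moved back, by a median of 21.3% over all of them. Both log2FC use the same cirrhosis samples, and the genes were chosen for a large change in them. Part of the movement back, and of the unadjusted p below, may come from this choice. How large that part is was not computed. The criteria do not test cirrhosis against cirrhosis & eplerenone directly. In that comparison 359 of the 666 genes had an unadjusted p under 0.05, and 2, Gemin6 and Ehd3, had an FDR below 0.05 by edgeR's quasi-likelihood test. By DESeq2, 33 of the 666 had an FDR below 0.05 there. The number of eplerenone sensitive genes rose to 1687 with 4 samples per group as in Supplementary excel file 2, which held 627 of the 666. Without the limit on the log2FC in control against cirrhosis & eplerenone it was 1403.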

Of the cirrhosis sensitive genes, a slightly bigger fraction were eplerenone sensitive (58%). Interestingly, from the genes that were downregulated by cirrhosis, 84% (547 genes) were eplerenone sensitive and only 16% were not eplerenone sensitive. 

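Eplerenone sensitive genes made up 342 of the 475 downregulated genes (72.0%) and 324 of the 1549 upregulated genes (20.9%), a difference of 51.1 percentage points. The downregulated genes also changed less in cirrhosis, with a median absolute log2FC of 1.40 against 2.15 for the upregulated genes. In 393 pairs of a down- and an upregulated gene matched on absolute log2FC and mean expression, 71.5% of the downregulated and 45.8% of the upregulated genes were eplerenone sensitive. With each sample left out in turn, the share lay between 54.5% and 79.5% for downregulated and between 14.6% and 35.0% for upregulated genes.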

Indicating a higher impact of eplerenone under cirrhotic conditions on downregulated genes.

**Fig. 2:**
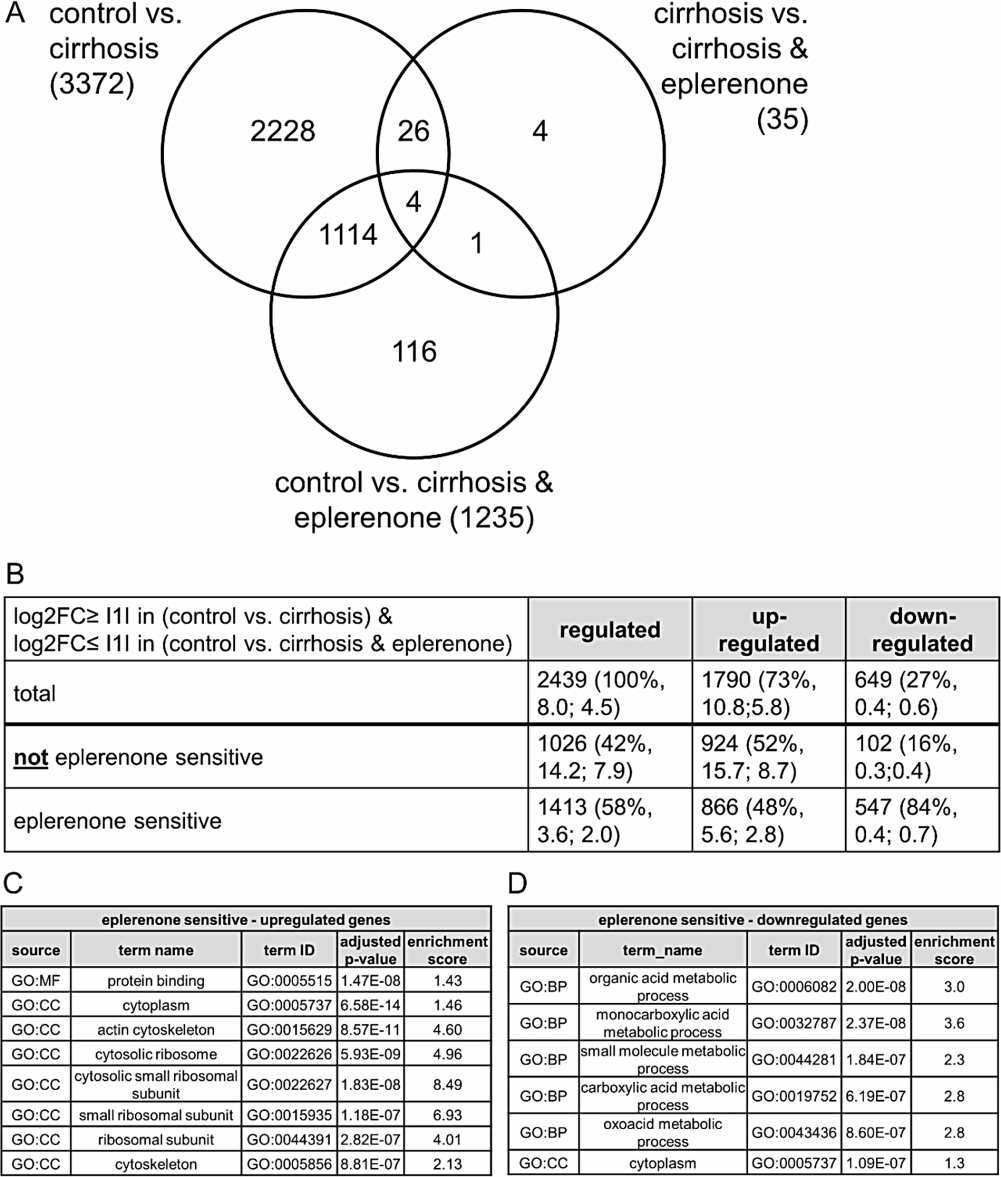
Bioinformatic analysis of RNA-seq data. (**A**) Venn diagram showing the distribution of the differentially expressed genes detected. Table (**B**) showing the distribution of eplerenone sensitve and not eplerenone sensitve genes in cirrhosis. In brackets the percentage of regulated genes is given as well as the mean fold-change of the respective genes for the comparison control vs. cirrhosis and control vs. cirrhosis & eplerenone. Differentially expressed genes were used for GO term enrichment analysis. The results are depicted in the lower tables separately for up- (**C**) and downregulated (**D**), eplerenone sensitive genes in liver cirrhosis. Only GO: terms with an adjusted p-value ≤ E-07 were taken into account. Enrichment scores are given

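For upregulated eplerenone sensitive genes, the mean fold change against control was 2.68 in cirrhosis and 1.60 in cirrhosis & eplerenone. For the 342 downregulated ones it was 0.381 in cirrhosis and 0.707 in cirrhosis & eplerenone. Upregulated genes that were not eplerenone sensitive had a mean fold change of 15.25 in cirrhosis and 7.81 in cirrhosis & eplerenone. Downregulated genes that were not eplerenone sensitive had 0.278 and 0.367. From the larger eplerenone sensitive share among the genes downregulated by cirrhosis, the paper reasons that eplerenone had a higher impact on downregulated genes.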

We performed gene ontology enrichment analysis separately for up- and downregulated eplerenone sensitive genes. GO terms were filtered for the adjusted p-value and only GO terms with an adjusted p-value ≤ 1E^− 7^ were considered. The list of the respective GO terms is given in Fig. 2C for the genes upregulated and in Fig. 2D for the genes downregulated by cirrhosis. Based on the tree-like organization of gene ontology, the common child term significantly enriched was identified for up- and downregulated genes. 

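The enrichment in g:Profiler was not rerun here, and genes of the small ribosomal subunit were taken by their symbols. They were examined because the paper names this term as enriched among eplerenone sensitive genes of these same samples. The tests below are therefore not independent of how the set was chosen. Of the 31 such genes tested, 31 were higher in cirrhosis than in control, with a median log2FC of 0.80. With eplerenone 1 of the 31 was higher than in cirrhosis and the median log2FC was -0.66. Their mean log2 FPM per rat was 7.11 ± 0.186 (SD, n = 4) in control, 7.87 ± 0.476 (SD, n = 5) in cirrhosis and 7.25 ± 0.317 (SD, n = 5) in cirrhosis & eplerenone. The difference between control and cirrhosis was 0.76 (exact two-sided permutation test, p = 0.0317, adjusted p = 0.0595 over 3 comparisons). The difference between cirrhosis and cirrhosis & eplerenone was -0.63 (p = 0.0397 from the same exact permutation test, adjusted p = 0.0595). Cirrhosis & eplerenone differed from control by 0.13 (exact permutation p = 0.508). The smallest p that these group sizes allow is 0.00794. The camera set test gave p = 7.23e-09 for cirrhosis against control and p = 7.956e-16 for eplerenone with its preset correlation of 0.01 between genes. With the correlation estimated from the samples it gave p = 0.208 and p = 0.0892. Adjusted over all genes, 0 of the 31 genes had an FDR below 0.05 with eplerenone (28 had an unadjusted p under 0.05), and adjusted over the 31 genes alone there were 28. Among the 324 upregulated eplerenone sensitive genes there were 9 of the 31, against 0.737 by chance from 13628 protein coding genes (Fisher's exact test, p = 2.763e-08). That test takes genes as independent, which genes with shared reads are not, and it repeats the paper's own selection of the term. The number depends on the log2FC threshold, with 21 of the 31 genes being DEG and at or above 0.5, 9 at or above 1 and 0 at or above 1.5. Scaled to total counts in place of TMM, the median of all genes shifted by 0.24 between control and cirrhosis, and the ribosomal genes still rose by a median of 1.04 and changed by -0.61 with eplerenone. Between control and cirrhosis & eplerenone, the median of all genes shifted by 0.27 over total counts. The ribosomal median was 0.46 higher there, with 31 of the 31 genes higher. Over TMM library sizes it was 0.15 higher, with 24 of the 31 genes higher. The return to control thus depends on the scaling. The drop in the mean score with eplerenone lay mostly in 1 label prefix, with a difference of -1.14 among the 5 CCl4-treated rats of prefix 15 and of -0.10 among the 5 of prefix 20 (exact permutation within prefixes, p = 0.09). Reads from ribosomal pseudogenes and paralogs are shared with these genes in the authors' counting.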

For the upregulated genes this was cytosolic small ribosomal subunit (GO:0022627) and actin cytoskeleton (GO:0015629, the respective tree is given in supplementary figure S6). 

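Supplementary excel file 1 lists 21 of the 34 genes that it counts under monocarboxylic acid metabolic process, and these 21 were examined. They are the paper's own calls on these samples. Their fall in cirrhosis and their return towards control with eplerenone both follow from how they were chosen, so neither direction is a test. Their median log2FC was -1.36 in cirrhosis against control, between -2.49 and -1.05. With eplerenone 21 of the 21 were higher than in cirrhosis, with a median log2FC of 0.82, between 0.25 and 2.17. By edgeR's quasi-likelihood test, 0 of them had an FDR below 0.05 in that comparison and 13 had an unadjusted p under 0.05. Adjusted over the 21 genes alone, 2 had an FDR below 0.05. By the criteria above, 12 of the 21 were eplerenone sensitive here. The median log2FC with eplerenone lay between 0.62 and 1.09 with each sample left out in turn.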

For the downregulated genes this was monocarboxylic acid metabolic process (GO:0032787, tree is given in supplementary figure S7). We repeated the analysis with the expressed genes as background (Supplementary excel file 1). Although the adjusted p-values were reasonably higher still virtually the same Go terms were significantly enriched. For further analysis we concentrated on genes annotated in the GO terms cytosolic small ribosomal subunit and monocarboxylic acid metabolic process. 

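Rps15 (ENSRNOG00000024603, chromosome 7) had 213.5 ± 38.4 FPM (SD, n = 4) in control, 428 ± 203 FPM (SD, n = 5) in cirrhosis and 233 ± 61.1 FPM (SD, n = 5) in cirrhosis & eplerenone. Its log2FC in cirrhosis was 1.00 (standard error 0.31, adjusted p = 0.0365 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with eplerenone -0.88 (standard error 0.29, adjusted p = 0.312 from the same test). Its FDR in cirrhosis stayed below 0.05 in 8 of the 14 fits that each left out a sample. For Rps15a, Rps28, Rpsa and LOC108352650 the log2FC in cirrhosis was 1.10, 1.07, 1.12 and 1.14, and with eplerenone it was -0.66, -0.80, -0.85 and -0.92. Their FDR in cirrhosis stayed below 0.05 in 11, 14, 8 and 14 of the 14 fits. These are genes with near-identical copies, whose counts are uncertain.

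Amacr (ENSRNOG00000018662, chromosome 2) had 525 ± 80.5 FPM (SD, n = 4) in control, 161 ± 82.4 FPM (SD, n = 5) in cirrhosis and 393 ± 375 FPM (SD, n = 5) in cirrhosis & eplerenone, where replicate 2 lay far above the others. Its log2FC in cirrhosis was -1.70 (standard error 0.56, adjusted p = 0.0435 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with eplerenone 1.28 (standard error 0.53, adjusted p = 0.316 from the same test). Without that replicate the log2FC with eplerenone was 0.52. Abcc2 had a log2FC of -1.59 in cirrhosis and 1.26 with eplerenone, and Cyp1a2 had -2.42 and 2.11. With each sample left out in turn, the log2FC with eplerenone ranged from 0.57 to 1.49 for Abcc2 and from 1.16 to 2.42 for Cyp1a2. The FDR in cirrhosis stayed below 0.05 in 4, 7 and 8 of the 14 fits for Amacr, Abcc2 and Cyp1a2. Lpin1 had -1.51 in cirrhosis (standard error 0.51, adjusted p = 0.0496 from edgeR's same quasi-likelihood test) and 2.29 with eplerenone, and control replicate 3 lay far above the other controls. The FDR of Lpin1 in cirrhosis stayed below 0.05 in 3 of the 14 fits. Its log2FC in cirrhosis ranged from -1.97 to -0.81 over these fits, so it did not always reach the limit of 1. LOC108348175 had a log2FC of -1.58 in cirrhosis (standard error 0.56, adjusted p = 0.0561 from edgeR's same quasi-likelihood test) and 1.38 with eplerenone. Ppara had -2.03 in cirrhosis (standard error 0.45, adjusted p = 0.00784 from edgeR's same quasi-likelihood test) and 1.91 with eplerenone, and Pdk4 had -2.92 (standard error 0.77, adjusted p = 0.0178 from edgeR's same quasi-likelihood test) and 2.49. Their FDR in cirrhosis stayed below 0.05 in 14 and 13 of the 14 fits. Over these fits the log2FC of Pdk4 with eplerenone ranged from 1.42 to 2.86. In cirrhosis & eplerenone, the score of hepatocyte marker genes was highest in replicate 2 (0.436) and lowest in replicate 3 (-1.455). Amacr, Abcc2 and Cyp1a2 were highest and lowest in the same rats. Lpin1, LOC108348175, Ppara and Pdk4 did not follow the score in both. Cell composition was not tested as an explanation for any of these falls and returns. In the direct comparison of cirrhosis and cirrhosis & eplerenone, none of these 12 genes had an FDR below 0.05 by edgeR with all 14 samples, and the FDR lay between 0.312 and 0.316. By DESeq2 the FDR in that comparison was 0.00305 for Lpin1 and 0.0101 for Ppara, and above 0.05 for the others. With 4 samples per group as in Supplementary excel file 2, 11 of the 12 had an FDR below 0.05 by edgeR's quasi-likelihood test in that comparison. This rests on which samples were left out. That pair gave 1236 genes by edgeR, where the other possible pairs had a median of 0 and at most 138.

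**Figure D2:**
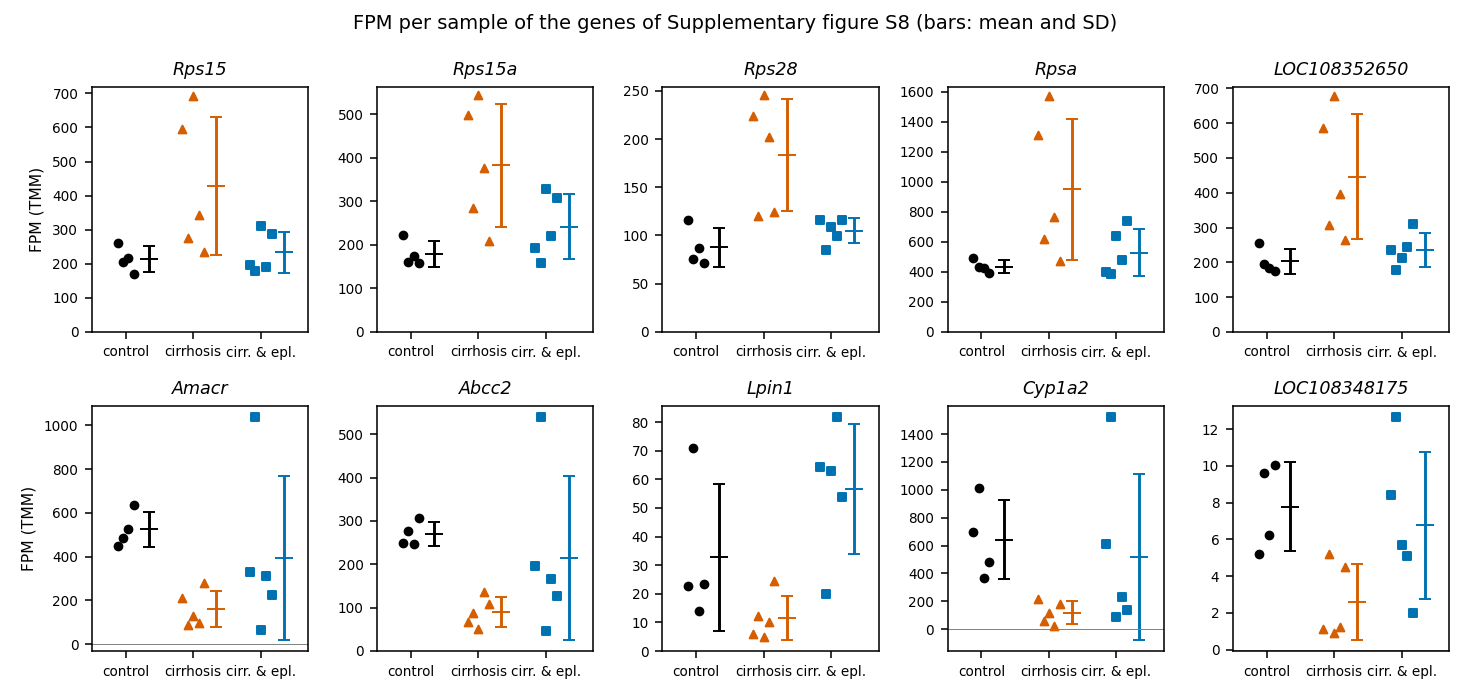
FPM scaled by TMM (y axis) of 10 genes in each sample of the control, cirrhosis and cirrhosis & eplerenone groups (x axis), with bars for the mean and SD. The upper panels show genes of the small ribosomal subunit, such as Rps15 with a mean of 428 in cirrhosis, and the lower panels genes that fell in cirrhosis, where a single cirrhosis & eplerenone sample of Amacr lies far above the others.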

The RNA sequencing results for a selection of genes included in the respective GO terms are given in supplementary figure S8A for upregulated genes and in supplementary figure S8B for downregulated genes.

### Eplerenone treatment inhibited downregulation of monocarboxylic acid metabolic process related genes in cirrhotic rat livers

As a subgroup of the animal samples were selected for RNA sequencing by phenotypical success of cirrhosis induction and/or eplerenone treatment, we analyzed in a next step the expression of selected genes in livers from all experimental rats.

For validation, we chose four eplerenone sensitive upregulated genes from the GO term cytosolic small ribosomal subunit (GO:0022627) and seven eplerenone sensitive downregulated genes from the GO term monocarboxylic acid metabolic process (GO:0032787). In the extended cohort we could not confirm that any of the selected genes annotated in the GO term cytosolic small ribosomal subunit were upregulated in livers from animals with cirrhosis compared to control (Fig. 3A). In contrast to the RNA sequencing results, eplerenone was not able to reduce the expression of the four genes compared to cirrhosis. Regarding the expression of the genes annotated in the term monocarboxylic acid metabolic process a downregulation for AMACR, ABCC2, Lipin1, Cyp1a2, QK1 (LOC108348175), PPARα and PDK4 was confirmed in the extended cohort. Eplerenone treatment increased the expression of those genes compared to animals of the cirrhosis group, thereby achieving similar levels to that of the control animals (Fig. 3B).

**Fig. 3:**
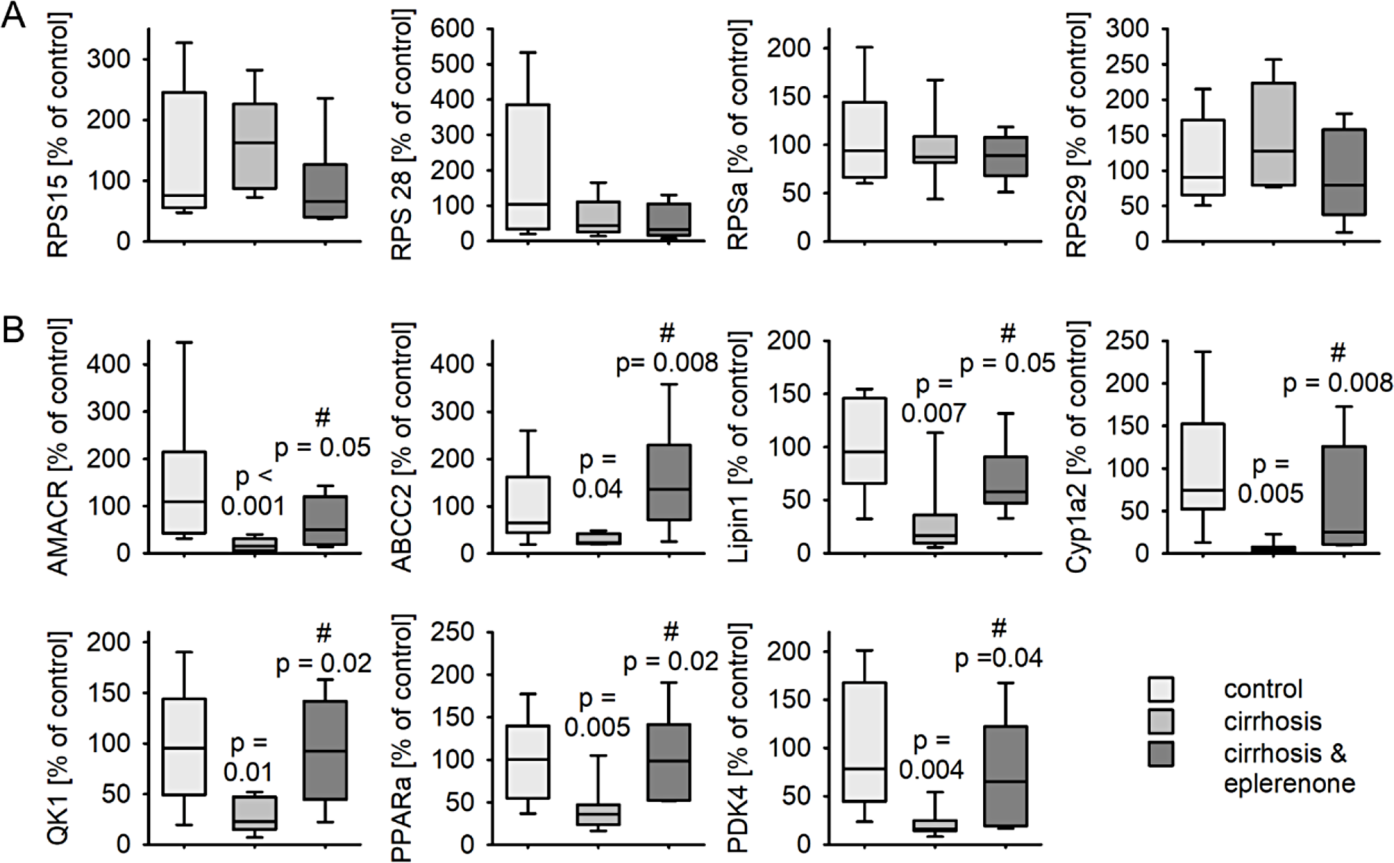
Expression of representative, differentially expressed genes identified by RNA sequencing in an extended cohort of liver samples. qRT-PCR of RNA from rat livers either from not treated (control) rats or from animals after 12 weeks of CCl_4_ & phenobarbital treatment (cirrhosis) or after 12 weeks of CCl_4_ & phenobarbital treatment accompanied by eplerenone treatment for the last four weeks (cirrhosis & eplerenone). *N* = 6–8 animals/ group, when below 0.05 p-values are given for the comparison vs. control. # indicates the p-value for the comparison vs. cirrhosis

### Hypoxia induces MR-dependent downregulation of genes involved in lipid and glucose metabolism in hepatocytes

In our previous publication we demonstrated that the main cell type expressing the MR under control conditions are the hepatocytes and that hypoxia induced the activation and translocation of the MR into the nucleus [16]. Consequently, we incubated freshly isolated hepatocytes from healthy rats for 24 h with 1% O_2_, 5% CO_2’_ at 37 °C and 100% humidity. We analyzed if hypoxia reduces the expression of the genes annotated in the GO term “cytosolic small ribosomal subunit”. The expression did not change with hypoxia or with hypoxia & eplerenone treatment (Fig. 4A). In contrast, hypoxia reduced the expression of the eplerenone-sensitive genes ABCC2, PPARα, PDK4, Lipin1, Cyp1a2 and AMACR but not of QKI (Fig. 4B). Eplerenone inhibited the reduction of expression at least partially in primary rat hepatocytes. To ensure that this effect is reproducible in cells of human origin, we treated HepG2 cells for 24 h with 0.2% of oxygen with or without 5 µM eplerenone. In HepG2 cells, hypoxia did not increase the expression of RPSa (Fig. 4C) but reduced the expression of PPARα, PDK4, Lipin1, Cyp1a2 and AMACR but not of QKI (Fig. 4D). This effect was at least partially reversed by treatment with eplerenone. Together this indicates that hypoxia activates the MR and influences thereby lipid and glucose metabolism in hepatocytes. Before hypoxia treatment, the cells were starved for 24 h hours, therefore the natural ligands of the MR - glucocorticoids or mineralocorticoids - should not be present in the medium. Under normoxic conditions eplerenone had no effect on the expression of the respective genes (HepG2: Supplementary figure S9; pRH: Supplementary figure S10). Additionally, dexamethasone (100 nM, Supplementary table S5) under normoxic conditions had no significant effect on the expression of the respective genes, while RU-487 (1 µM, glucocorticoid receptor antagonist) increased the expression of ABCC2 and PDK4 (Supplementary figure S11).

**Fig. 4:**
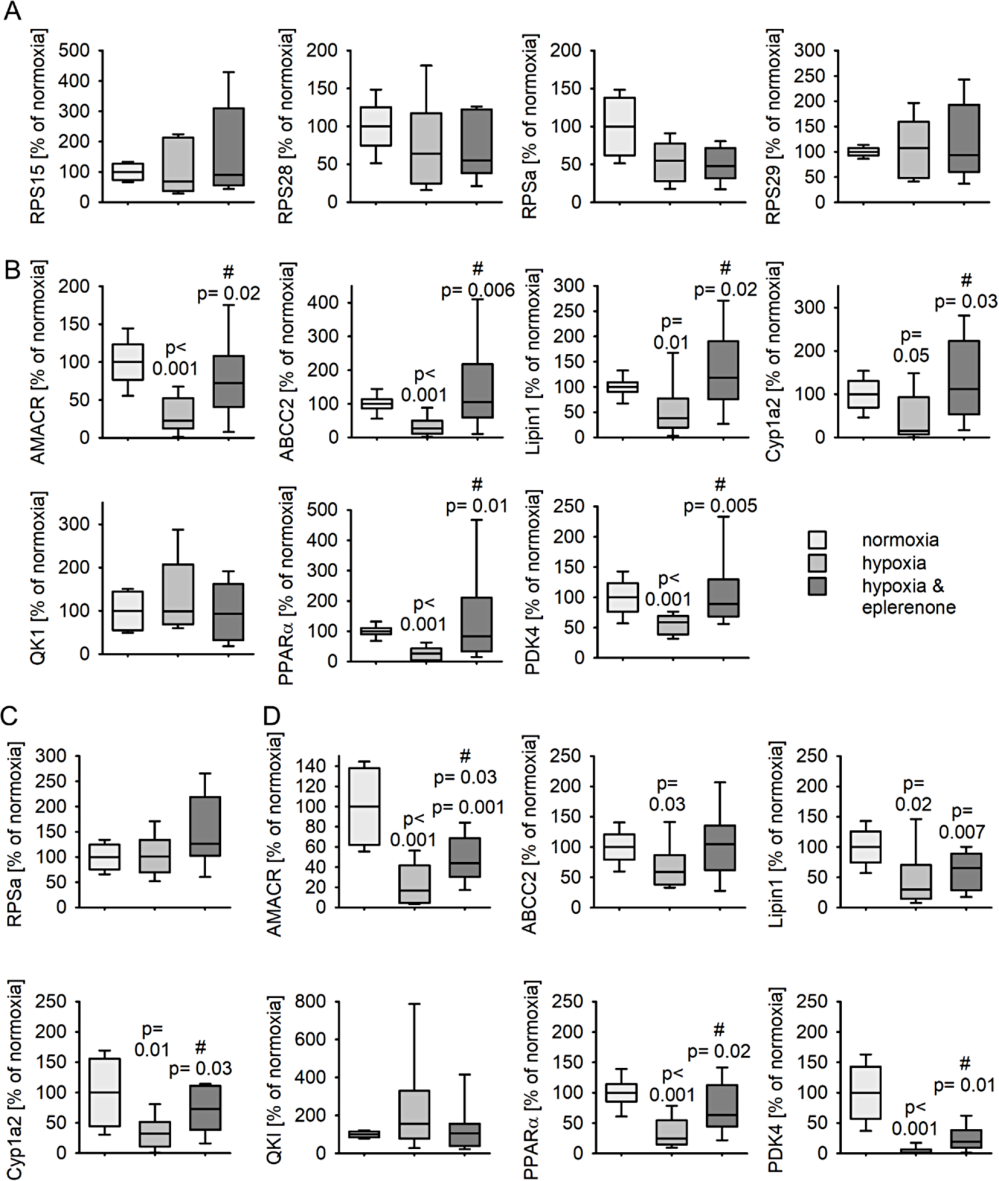
Change of expression of representative, differentially expressed genes identified by RNA sequencing from cirrhotic rat livers in primary rat hepatocytes or HepG2 cells upon treatment with hypoxia. **A & B**) Primary rat hepatocytes were treated for 24 h either under normoxic (16% oxygen) or hypoxic (1% oxygen) conditions with or without eplerenone (5µM). *N* = 4 experiments, *n* = 9–10 petri dishes/group. **C & D**) HepG2 cells were treated for 24 h either under normoxic (16% oxygen) or hypoxic (0.2% oxygen) conditions with or without eplerenone (5µM). *N* = 5 experiments, *n* = 9–10 petri dishes/group, when below 0.05 p-values are given for the comparison vs. normoxia, control. # indcates the p-value for the comparison vs. hypoxia, control

To ensure that the changes in mRNA amount translate into changes in protein content, we performed Western blot analysis (Fig. 5). Eplerenone under normoxic conditions did not alter the protein expression of ABCC2, PPARα, Lipin-1, PDK4 or AMACR. After 24 h of hypoxia, the protein content of all five proteins reduced significantly. This effect was partially inhibited by eplerenone for ABCC2, PPARα and PDK4. Lipin-1 and AMACR protein amount was not increased by eplerenone.

**Fig. 5:**
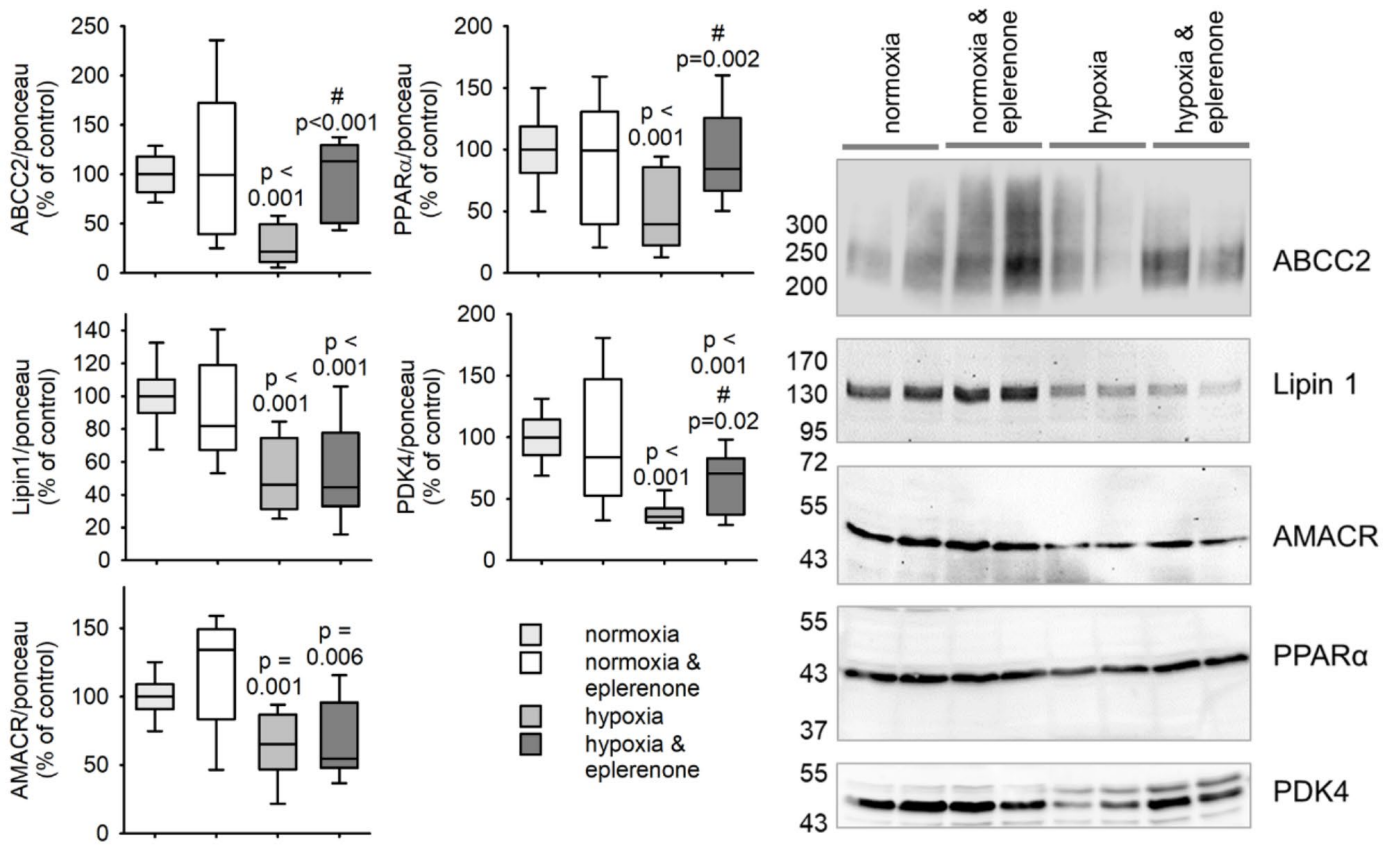
Change in protein expression of representative proteins annotated in the GO term “monocarboxylic acid metabolism” in human HepG2 cell line upon treatment with hypoxia. HepG2 cells were treated for 24 h either under normoxic (16% oxygen) or hypoxic (0.2% oxygen) conditions with or without eplerenone (5µM). *N* = 5 experiments, *n* = 9–10 petri dishes/group, when below 0.05 p-values are given for the comparison vs. normoxia, control. # indcates the p-value for the comparison vs. hypoxia, control

### Under hypoxic conditions MR increases glucose consumption and lipid accumulation in hepatocytes

As the eplerenone regulated genes under hypoxic conditions are related to cellular glucose and lipid metabolism we tested if eplerenone leads to an altered glucose metabolism in HepG2 cells. Hypoxia (24 h, 0.2% oxygen) does not lead to a significantly reduced protein concentration/well (Supplementary figure S12). As demonstrated in Fig. 6 under normoxic conditions, eplerenone has no effect on glucose consumption or lactate production of HepG2 cells over 24 h. As expected, under hypoxic conditions HepG2 cells consume more glucose. This effect is partially attenuated by eplerenone. Under hypoxic conditions acetyl-CoA cannot be used in the TCA cycle for ATP production. Therefore, an increased amount of lactate is produced in the cells. Lactate production is reduced by eplerenone under hypoxic conditions but not under normoxic conditions. From one glucose molecule only two lactate molecules can be produced. Under hypoxic conditions the lactate/glucose ratio increases to values ~ 3.5 (Fig. 6). This might indicate an increased utilization of alternative carbon sources, like glutamate, for energy supply in the HepG2 cells. The effect is attenuated by eplerenone under hypoxic conditions.

**Fig. 6:**
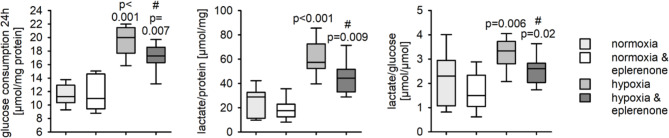
Impact of hypoxia and eplerenone on glucose metabolism in HepG2 cells. HepG2 cells were incubated for 24 h under normoxic (16%) or hypoxic (0.2%) conditions with or without eplerenone (5µM). *N* = 7 experiments, *n* = 13–14 petri dishes/group, p-values are given for the comparison vs. normoxia, control. # indcates the p-value for the comparison vs. hypoxia, control

To test if eplerenone influences the intracellular lipid accumulation in hepatocytes we incubated HepG2 cells for 24 h under hypoxic conditions and subsequently added, under normoxic conditions, free fatty acid containing medium to allow lipid accumulation. While eplerenone under normoxic conditions had no effect on lipid accumulation, increased intracellular lipid accumulation after hypoxia was partially reversed by eplerenone in HepG2 cells (Fig. 7).

**Fig. 7:**
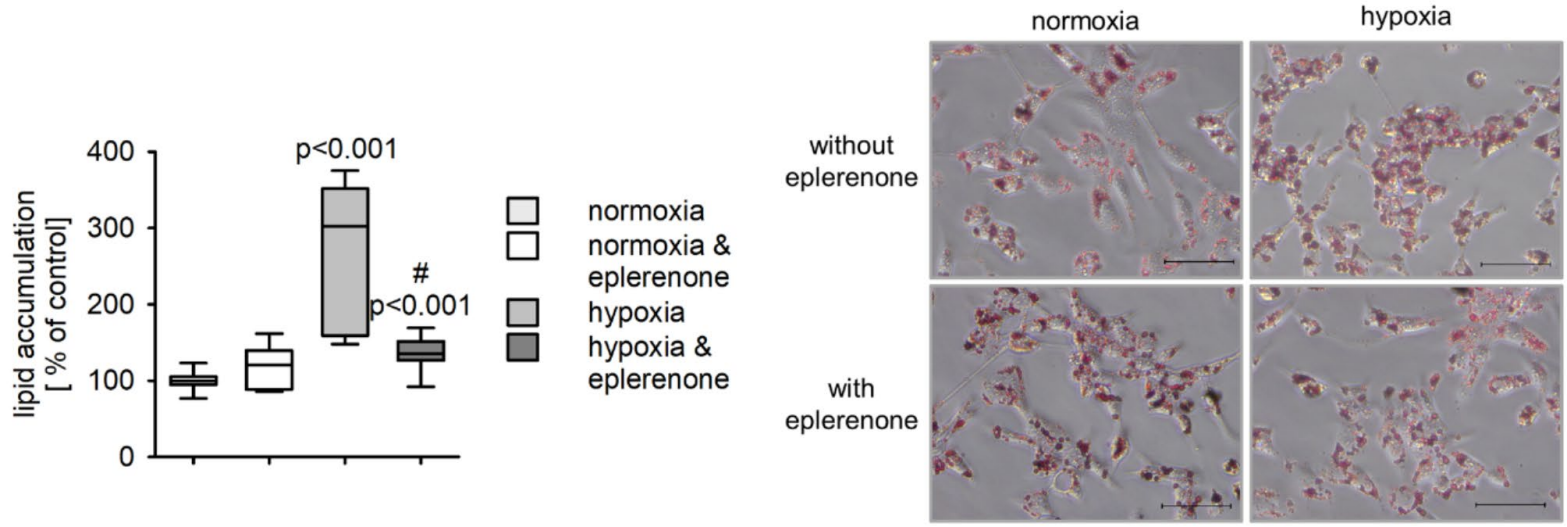
Impact of hypoxia and eplerenone on lipid accumulation in HepG2 cells. HepG2 cells were incubated for 24 h under normoxic (16%) or hypoxic (0.2%) conditions with or without eplerenone (5µM) and subsequently with free fatty acid containing cell culture media. *N* = 6 experiments, *n* = 11–12 petri dishes/group, When below 0.05 p-values are given for the comparison vs. normoxia, control. # indcates the p-value for the comparison vs. hypoxia, control

### MR effect on oxygen consumption rate, apoptosis and LDH activity in HepG2 cells

We analyzed if eplerenone affects mitochondrial function explaining the improved cellular glucose and lipid metabolism in hepatocytes. HepG2 cells were incubated as described before and oxygen consumption rate (OCR) was measured 4 h after oxygen levels were normalized. In cells exposed to normoxia alone, eplerenone reduces basal respiration and ATP-production linked respiration, leading to a reduced coupling efficiency (Fig. 8A). Even four hours after reoxygenation OCR attributable to basal respiration, ATP-production linked oxygen consumption, proton leak and non-mitochondrial oxygen consumption of HepG2 cells is reduced. Eplerenone does not alter the mitochondrial OCR of the reoxygenated cells but leads to an additional reduction of non-mitochondrial oxygen consumption (Fig. 8A).

As MR under hypoxic conditions influences the expression of genes related to glucose and lipid metabolism in hepatocytes we incubated the HepG2 cells after hypoxia treatment with or without lipids for 4 h (Fig. 8B). In normoxia pretreated HepG2 cells addition of lipids per se reduced basal respiration, non-mitochondrial oxygen consumption and ATP-linked oxygen consumption, as reflected by the reduced coupling efficiency (Fig. 8B). When lipids were added to HepG2 cells pretreated with hypoxia than the NMOC was increased. As basal respiration was altered by the previous availability of oxygen, we calculated the percentage of proton leak of the respective basal respiration. Lipids increased the proton leak independent of the previous oxygen tension (Fig. 8B).

**Fig. 8:**
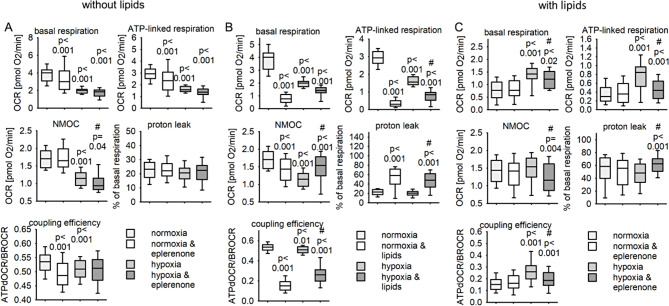
Impact of hypoxia, eplerenone and free fatty acids on mitochondrial oxygen consumption in HepG2 cells. (**A**) HepG2 cells were incubated for 24 h under normoxic (16%) or hypoxic (0.2%) conditions with or without eplerenone (5µM). Oxygen consumption rate was meaured 4 h after reoxygenation. (**B**) HepG2 cells were incubated for 24 h under normoxic (16%) or hypoxic (0.2%) conditions. After this incubation time free fatty acids were added to the supernatant under normoxic (16% O_2_) conditions for additional 4 h. Oxygen consumption rate was measured. (**C**) HepG2 cells were incubated for 24 h under normoxic (16%) or hypoxic (0.2%) conditions with or without eplerenone (5mM). After this incubation time free fatty acids were added to the supernatant under normoxic (16% O_2_) conditions for additional 4 h. Oxygen consumption rate was measured. *N* = 4 experiments, *n* = 56–73 wells/group, p-values are given for the comparison vs. normoxia, control. # indcates the p-value for the comparison vs. hypoxia, control

Addition of eplerenone was not able to impede the lipid effect in HepG2 cells that were incubated the whole time under normoxic conditions (Fig. 8C). In cells treated with eplerenone and hypoxia lipids still reduced basal respiration, ATP-production linked respiration as well as the non mitochondrial oxygen consumption, leading to a reduced coupling efficiency (Fig. 8C). In summary, we exclude that the beneficial effects of eplerenone on glucose metabolism and lipid accumulation under hypoxic conditions is due to a change of mitochondrial function.

Additionally, we analyzed in HepG2 cells if inhibition of MR under normoxic or hypoxic conditions has an impact on apoptosis (caspase-3 activity) or necrosis (LDH release). There was no impact of eplerenone on caspase-3 activity after 24 h of hypoxia or normoxia preincubation in the absence of free fatty acids for additional four hours after reoxygenation (Fig. 9). Addition of free fatty acids for 24 h increased caspase-3 activity in normoxic as well as in reoxygenated HepG2 cells. In cells treated under normoxic conditions alone eplerenone could not impede the effect of lipids on apoptosis. In contrast, in HepG2 cells treated for 24 h under hypoxic conditions before addition of lipids eplerenone inhibited caspase-3 activation. Neither hypoxia, eplerenone nor the addition of lipids had a major effect on the release of LDH into the media. In summary, treatment with eplerenone under hypoxic conditions in the presence of lipids leads to a slight reduction of apoptosis in HepG2 cells.

**Fig. 9:**
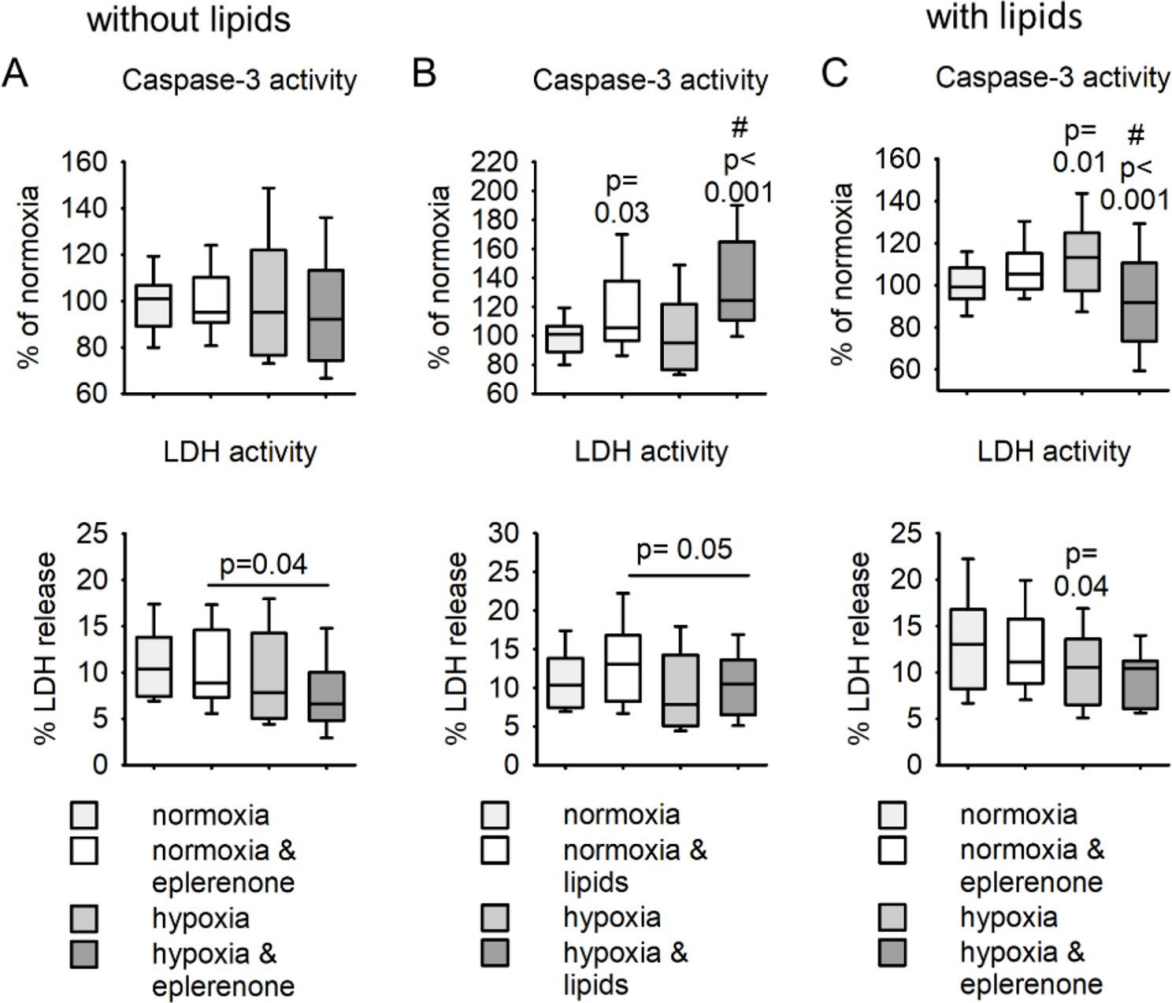
Impact of hypoxia, eplerenone and free fatty acids on apoptosis (caspase-3 activity) or necrosis (LDH activity) in HepG2 cells. HepG2 cells were incubated for 24 h under normoxic (16%) or hypoxic (0.2%) conditions with or without eplerenone (5µM). After this incubation time new media with or without free fatty acids were introduced and the cells were incubated under normoxic (16% O2) conditions for additional 24 h. After this time caspase3 activity, as an indicator of apoptosis, and LDH release in to the media, as an indicator for necrosis were measured and normalized to the protein content. (A) Dependence of the eplerenone effect on oxygen pretreatment in the absence of additional free fatty acids. (B) Effect of free fatty acids either under normoxic or hypoxic pretreatment. (C) Effect of eplerenone after normoxic or hypoxic pretreatment and in the presence of free fatty acids. *N* = 4 experiments, *n* = 24 petri dishes/group, p-values are given for the comparison vs. normoxia, control. # indcates the p-value for the comparison vs. hypoxia, control

In summary, our data show that in cirrhosis, hypoxia activates the mineralocorticoid receptor and contributes to alterations in hepatocyte metabolism. Inhibition of the mineralocorticoid receptor under hypoxic conditions abrogated these alterations contributing to a reduced progression of liver deterioration, most probably by the reduction of hepatocyte cell death. Further studies need to investigate the mechanism of mineralocorticoid receptor induced metabolic alterations under hypoxic conditions.

## Discussion

In a former study [16], we demonstrated that application of eplerenone in CCl_4_-treated rats reduced fibrosis in livers. We identified hepatocytes to be the main cell type expressing the MR under physiological conditions. Upon activation the MR translocates to the nucleus and is degraded subsequently. This has been demonstrated in e.g. Hek293, MH1C1, RAW264.7 and bovine distal pulmonary artery smooth muscle cells [16, 48, 49]. Therefore, a reduced protein amount of the MR upon hypoxia in concert with a shift in transcriptional activation upon hypoxia [16] indicates an aldosterone independent activation of the MR. Herein we demonstrate by Western blot in combination with pharmacological inhibition, that the MR is activated by hypoxia in absence of the physiological ligand aldosterone in hepatocytes (HepG2 & pRH). Interestingly, 10 µg LPS or acidosis induce a change in protein size of the MR. To our knowledge there are no data available about the posttranscriptional modifications of the MR due to acidosis or LPS. There are reports about splice variants of the MR [50], but only shorter protein variants are listed. Additionally, several posttranslational modifications of the MR have been reported including phosphorylation, acetylation, ubiquitination, sumoylation and changes induced by nitrosative and oxidative stress [51] leading to an increase in molecular weight. To identify those changes is beyond the scope of this article.

It cannot be excluded that upon hypoxic stimulation, the cells synthesize MR ligands, but to our knowledge a de-novo-synthesis of aldosterone or glucocorticoids by hepatocytes is not described. On the other hand, glucocorticoids as well as mineralocorticoids are mainly metabolized by liver enzymes [52, 53], explaining increased plasma levels in liver diseases. Therefore, the in vivo situation is most probably different to the in vitro situation. In vivo ligand-dependent and ligand-independent effects of the MR might overlap and influence each other. Additionally, one has to take into account that eplerenone might act by binding to the glucocorticoid receptor, progesteron receptor or androgen receptor. According to Garthwaite & McMahon [54] the IC50 or the EC50 of eplerenone for the glucocorticoid receptor or the progesteron receptor is > 100µM, which is significantly higher than the eplerenone concentration we used, making unspecific side effects of eplerenone unlikely. There might be an unspecific side effect of eplerenone on the androgen receptor, as the IC50 is about 5µM, but again our stimulation conditions are lacking exogenous steroids. To our knowledge there is no information about the effect of eplerenone under hypoxic conditions on the afore mentioned steroid hormone receptors.

Treatment of cirrhotic rats with eplerenone reduces liver fibrosis and most probably also portal hypertension [16]. The beneficial effects of MR inhibition have been demonstrated in rodents [16, 19, 55] and in humans [56, 57]. Unfortunately, little is known about the underlying mechanisms. Transcriptomic analysis followed by GO term enrichment analysis of eplerenone treated liver samples from cirrhotic rats was performed and eplerenone sensitive genes were identified. 

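No ontology enrichment was rerun here, and collagen genes were taken as a part of the extracellular matrix that can be read from gene symbols. Of 28 collagen genes tested, 11 were among the upregulated cirrhosis sensitive genes. One of the 11, Col6a2, was eplerenone sensitive (9.09%), against 21.0% of the other 1538 upregulated cirrhosis sensitive genes (Fisher's exact test, two-sided, p = 0.476). A difference of this size cannot be told from none with 11 genes. Col1a1 (ENSRNOG00000003897, chromosome 10) had 5.03 ± 1.84 FPM (SD, n = 4) in control, 51.8 ± 31.6 FPM (SD, n = 5) in cirrhosis and 40.6 FPM (24.0 to 66.5, n = 5) in cirrhosis & eplerenone. Its log2FC was 3.36 in cirrhosis (standard error 0.52, adjusted p = 0.00125 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.35 with eplerenone (standard error 0.43, adjusted p = 0.685 from the same test).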

Surprisingly, there was no enrichment of genes related to extracellular matrix formation. The GO terms including upregulated eplerenone sensitive genes pointed to translational processes including the ribosomes (Supplementary figure S4). Unfortunately, we were not able to confirm the transcriptomic changes via qRT-PCR in whole liver samples, isolated pRH or HepG2 cells after hypoxic treatment.

GO term enrichment analysis on the downregulated eplerenone-sensitive genes in cirrhosis indicated an influence of the mineralocorticoid receptor on monocarboxylic acid metabolic processes.

Interestingly, we demonstrated that eplerenone reduces the lactate production in HepG2 cells under normoxic conditions. Besides being a byproduct of glycolysis, lactate has been acknowledged as an effector modulating immune responses [58]. This might indicate that inhibition of MR in vivo reduces lactate production in hepatocytes, thereby reducing the immune stimulatory effects of lactate. Among the eplerenone sensitive upregulated genes PPARα, Lipin-1, AMACR, Abcc2, Cyp1a2 and PDK4 have been identified. In pRH as well as in human HepG2 cells we could confirm that eplerenone reduces the hypoxia induced downregulation of these genes. Nonetheless, we can not exclude that in vivo secondary effects due to tissue alteration or changes in the circulation of the autonomic nervous system contribute to the observed effects by eplerenone treatment.

To understand the implications of the gene expression changes a short description of the function of those proteins is needed. The α-methylacyl-CoA racemase, abbreviated as AMACR or P504S, is involved in the metabolism of branched-chain lipids. These occur as nutritional components, but are also used as drug molecules, e.g. ibuprofen [59]. They are processed and degraded in peroxisomes. AMACR regulates the metabolism of these lipids and drugs by enabling the entry of branched-chain lipids into the peroxisomal and mitochondrial β-oxidation pathways [59]. In addition, AMACR deficiency affects α-oxidation as the action of this enzyme links peroxisomal α- and β-oxidation and is also involved in the β-oxidation of bile acids [60]. The branched-chain lipids, modified by AMACR are known to be high-affinity ligands e.g. for the PPARs [59].

PPARα is a major regulator in the processes of fatty acid uptake, mitochondrial and peroxisomal β-oxidation, ketogenesis, triglyceride turnover and bile acid synthesis while coordinating these processes with peripheral tissue via FGF21 [61]. As a transcription factor it can be activated by free fatty acids and other lipids to enhance lipid clearance in the liver, thereby blunting the effects of high fat diet and other conditions leading to steatosis [61]. PPARα deficiency leads to exaggerated lipid accumulation in the liver [62]. In cardiomyocytes, an aldosterone dependent downregulation of PPARα [63] has been demonstrated. But there is also evidence that MR induced cardiac effects can be at least partially inhibited by activation of PPARs [63, 64]. It has been described that the transcription of PPARα is increased by the glucocorticoid receptor in hepatocytes under normoxic conditions, but not by the MR [65]. Additionally, PPARα and GR together lead to NFκB-transcriptional repression [62]. Unfortunately, little is known about the interplay of PPARα and the MR under hypoxic conditions. To elucidate this further studies are needed to fully understand their potential effects.

The function of Pyruvate dehydrogenase kinase 4 (PDK4) has been reviewed extensively by Sugden & Holness [66]. PDK4 reduces the activity of the pyruvate dehydrogenase complex (PDC) [66]. This enzyme complex links the glycolytic degradation of glucose to the TCA cycle by the rate-limiting and physiologically irreversible oxidative decarboxylation of pyruvate [66]. One of the factors influencing the activity of PDK4 is the NADH/NAD^+^ concentration ratio generated by mitochondrial β-oxidation. This contributed to the hypothesis that PDK4 is a ‘lipid-status’ responsive PDK isoform, facilitating FA oxidation by ‘sparing’ pyruvate for oxaloacetate formation [66]. In addition, up-regulation of PDK4 prevents lipid accumulation in the cytoplasm [66]. At the moment an interaction of the MR with PDK4 has not been reported. Well recognized is the impact of glucocorticoids on PDK4. In liver cell lines dexamethasone increases the expression of PDK4 [67] and PPARα is required for the effect of glucocorticoids to induce hepatic insulin resistance [66, 68].

In summary, the altered expression of these genes indicates a disturbed cellular lipid and glucose homeostasis enabling an increase in cytosolic lipid content presumably due to reduced lipid utilization. Consequently, we analyzed glucose consumption and lipid accumulation in HepG2 cells under hypoxic conditions with and without addition of eplerenone. Under hypoxic conditions, glucose consumption and lactate production were increased, indicating an increase of glycolysis. Interestingly, already under normoxic conditions glycolysis seems to contribute substantially to the energy homeostasis of HepG2 cells, as the lactate/glucose ratio under normoxic conditions is above two. This ratio increases even more under hypoxic conditions. This lactate is produced presumably from amino acids in the cell culture medium (about ~ 7.5 mmol/L glucogenic amino acids). The conclusion can be drawn that under normoxic conditions about 10% of the lactate must be produced by metabolizing other carbon sources. Under hypoxic conditions the metabolization of alternative carbon sources seems to increase, beside the increased glucose consumption. And, under hypoxic conditions eplerenone seems to reduce both.

Disturbances of hepatocyte metabolism often induce an accumulation of intracellular lipid droplets [69] and oxygen is essentially needed for β-oxidation of lipids. The accumulation of lipids in the cytosol might lead to an increase in lipotoxic species and thereby to endoplasmic reticulum stress and oxidative stress (70). We therefore aimed to analyze if hypoxia leads to lipid accumulation in HepG2 cells and if this can be inhibited by eplerenone. To achieve this, the tissue culture medium was supplemented with exogenous lipids and human albumin after hypoxia treatment. Hypoxic conditions enable HepG2 cells to accumulate lipids and this is reduced when eplerenone is present. Whether these fat accumulations are due to reduced utilization under hypoxic conditions or due to de-novo-synthesis of lipids needs to be determined in further experiments. It is discussed that the generation of lipid droplets could be a protective mechanism for the cells, since the metabolism of fats requires more oxygen than the metabolism of glucose [66]. The changes in PPARα, PDK4 and AMACR by eplerenone would favor the utilization of lipids either in the mitochondria or in the peroxisomes. Our results demonstrate, that eplerenone most probably does not induce these alterations in glucose and lipid metabolism by changing the oxygen consumption rate of the mitochondria in HepG2 cells. If eplerenone leads to an increased utilization of carbon sources in the peroxisomes will be the focus of future studies.

Interestingly, we did see that eplerenone reduces the activation of caspase-3 or the release of LDH under hypoxic conditions, which can not be observed under normoxic conditions, this could also indicate that eplerenone via inhibition of the MR in hepatocytes and thereby reduced cell death leads to a reduced activation of hepatic stellate cells. But this has to be evaluated in future experiments.

Herein we demonstrate, that inhibition of the MR by eplerenone - but not inhibition of the GR by RU-486 - reverses at least partially the hypoxia induced changes in the identified, downregulated genes. We hypothesize that the change in expression e.g. of PPARα is leading to a change in hepatocyte metabolism and perhaps to a change in hepatocyte crosstalk with other cells, most probably hepatic stellate cells or sinusoidal endothelial cells. Additionally, eplerenone under hypoxic conditions reduces the apoptosis of hepatocytes. Alltogether this would increase the progression of fibrosis and liver deterioration. One has to mention that in vivo the situation might be more complicated, as the ligands for the mineralocorticoid receptor aldosterone and corticosterone are present. Therefore ligand-dependent and –independent effects most probably occur at the same time and influence each other. Additionally, changes in other tissues than the liver might contribute to the effect of eplerenone on liver cirrhosis.

## Conclusions

From our findings and the literature, we propose the following pathogenic mechanism: In early stages of chronic liver disease the hypoxic areas throughout the liver increase and cause an activation of the MR in hepatocytes independent of its endogenous ligand aldosterone. This changes the expression of several genes related to energy homeostasis and consequently to cell stress related pathways contributing to hepatocyte death and deterioration of liver function. At the moment MR antagonists are given to patients with cirrhosis in decompensated stage to induce diuresis and reduce ascites. We postulate, that administering MR antagonists, like eplerenone, at the initial stage or compensated stage (i.e. cACLD), the hypoxia-induced, ligand-independent MR activation can be stopped. Thereby inhibiting liver deterioration before a “point of no return”. This could, potentially, increase liver healing and reduce health costs. With the presented data, human patient studies analyzing the outcome in patients with cACLD should be taken into account.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

## Data Availability

RNA sequencing data (raw and processed) on which is based this study have been deposited at GEO and are publicly available as of the date of publication under the accession number GSE255673. Further data and materials that support the findings of this study are available from the corresponding authors upon reasonable request.

## Abbreviations

ABCC2: Multidrug resistance-associated protein 2 /ATP-binding cassette/ MRP2
AMACR: α-Methylacyl-CoA racemase
α: SMA-alpha-smooth muscle actin
ATP: Adenosine triphosphate
BCA: Bicinchoninic acid
BW: Body weight
cACLD: compensated advanced chronic liver disease
CCl_4_: Carbon tetrachloride
COL1A1: Collagen type I alpha 1
CTGF: Connective tissue growth factor
CYP1a2: Cytochrome P450 Family 1 Subfamily A Member 2
DEG: Differentially expressed genes
DNase: Deoxyribonuclease
ECL: Enhanced chemiluminescence
FCS: Fetal calf serum
FDR: False discovery rate
Fn: 1-Fibronectin 1
FPM: fragments per million
GO: Gene ontology
GRE: Glucocorticoid response element
GSEA: Gene set enrichment analysis
HepG2: Human hepatocyte cell line
HEPES − 4: (2-hydroxyethyl)-1-piperazineethanesulfonic acid
HGM: Hepatocyte growth medium
HPRT: Hypoxanthine-guanine phosphoribosyltransferase
IgG: Immunoglobulin G
LDH: lactate dehydrogenase
LPS: Lipopolysaccharide
MCP: 1-Monocyte Chemoattractant Protein-1
MES: Morpholinoethanesulfonic acid
MR: mineralocorticoid receptor
NAD+/NADH: nicotinamide adenine dinucleotide
NADP+/NADPH: nicotinamide adenine dinucleotide phosphate
NIH: National Institutes of Health
PAI1: Plasminogen activator inhibitor-1
PBS: Phosphate buffered saline
PDC: Pyruvate dehydrogenase complex
PDK4: Pyruvate dehydrogenase lipoamide kinase isozyme 4 sub-family C member 2
PPARα: Peroxisome proliferator-activated receptor alpha
pRH: Primary rat hepatocytes
QK1: KH Domain Containing RNA Binding
qRT: PCR-Real-Time Quantitative Reverse Transcription Polymerase chain reaction
RAAS: Renin-angiotensin-aldosterone system
RIN: RNA Integrity Number
RNA: Ribonucleic acid
RPMI: Roswell Park Memorial Institute
RPS: Ribosomal proteins
RT: Reverse transcription
SDS: sodium dodecyl sulfate
SDS: PAGE-Sodium dodecyl-sulfate polyacrylamide gel electrophoresis
SEM: Standard error of mean
SGK: 1-Serum/glucocorticoid regulated kinase 1
TCA cycle: Tricarboxylic acid cycle
TMM: Trimmed mean of M value
TNFα: Tumor necrosis factor alpha
Tris: HCl-Tris (hydroxymethyl)aminomethane hydrochloride
WB: Western blot

# Supplementary material for: Eplerenone, a mineralocorticoid receptor inhibitor, reduces cirrhosis associated changes of hepatocyte glucose and lipid metabolism
**Source:** Cell Commun Signal. 2024 Dec 20;22:614. doi: 10.1186/s12964-024-01991-2
**Supplement:** Supplementary file 1 — Supplementary Material 1

**In this part the original  
Western Blot pictures are  
summarized**

Western blots for figure 1A

**Cell type:** primary rat hepatocytes, isolated on 04.09.2020

**target protein:** mineralocorticoid receptor

**MW:** ~107kDa

**WB date:** 11.11.2020

**Marker :** PageRuler (Thermo Fisher Scientific)

**Incubation:** normoxia, 1µg/ml LPS, 10µg/ml LPS, hypoxia

**duration:** 24h

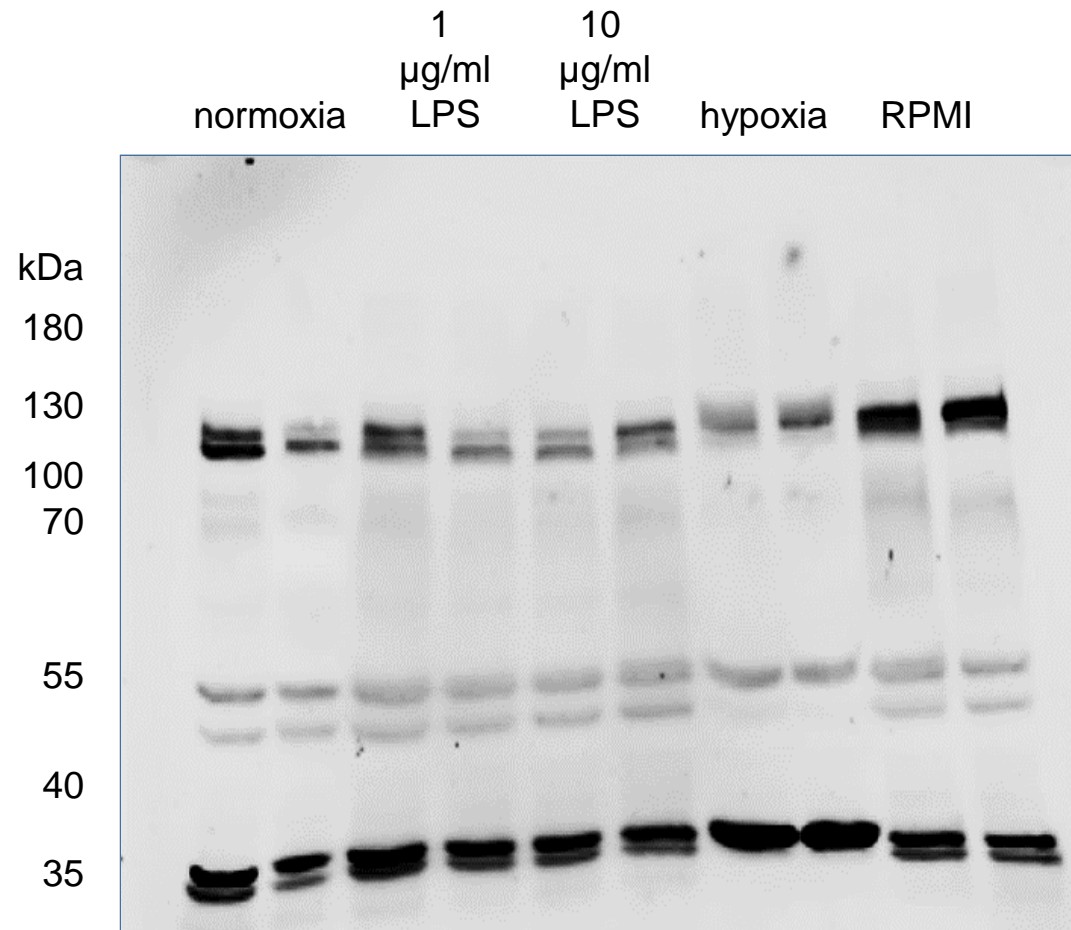

1. AB: MR (1:500) (GS 1-18 )105-S  
2. AB: anti-Mouse (CellSignaling) 1:1000

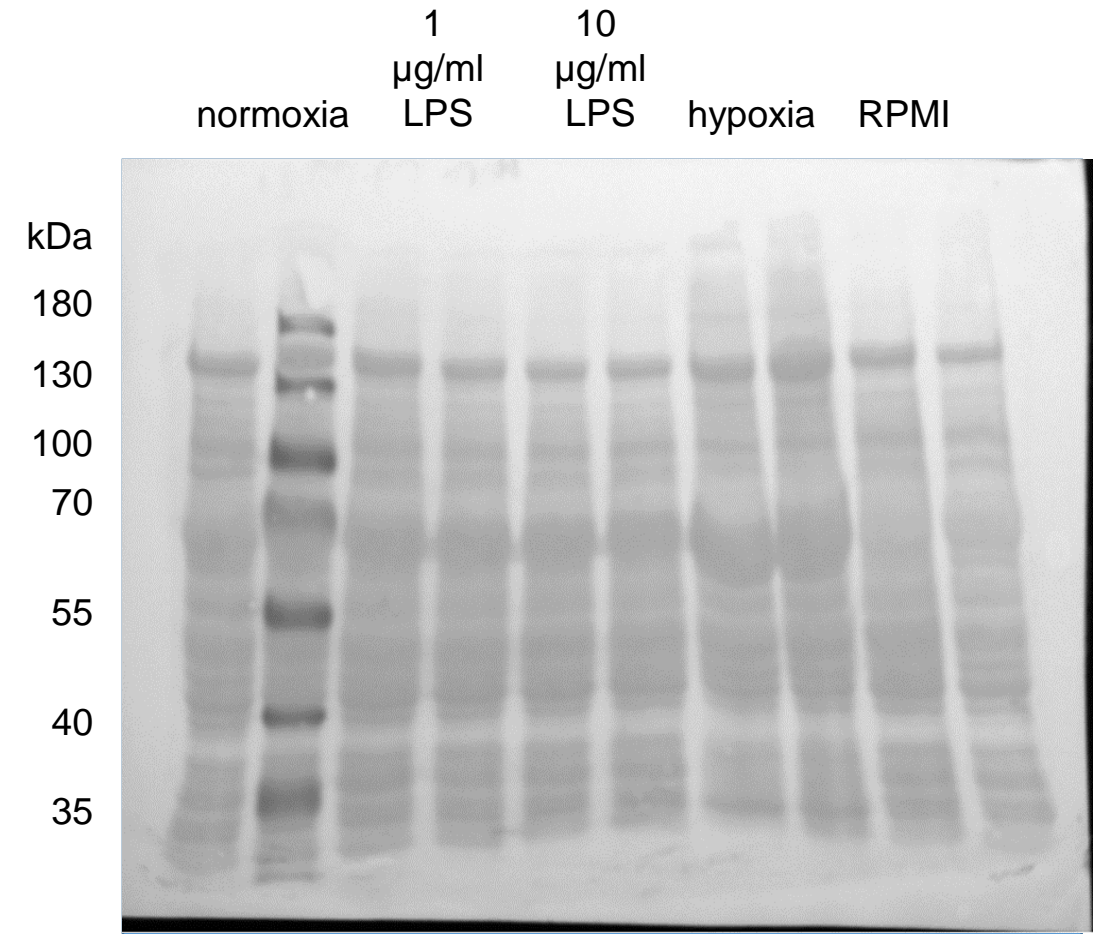

Ponceau

**Cell type:** primary rat hepatocytes, isolated on 14.09.2020  
**target protein:** mineralocorticoid receptor **MW:** ~107kDa  
**WB date:** 27.02.2023 **Marker :** PageRuler (Thermo Fisher Scientific)  
**Incubation:** normoxia, 1µg/ml LPS, 10µg/ml LPS, hypoxia **duration:** 24h

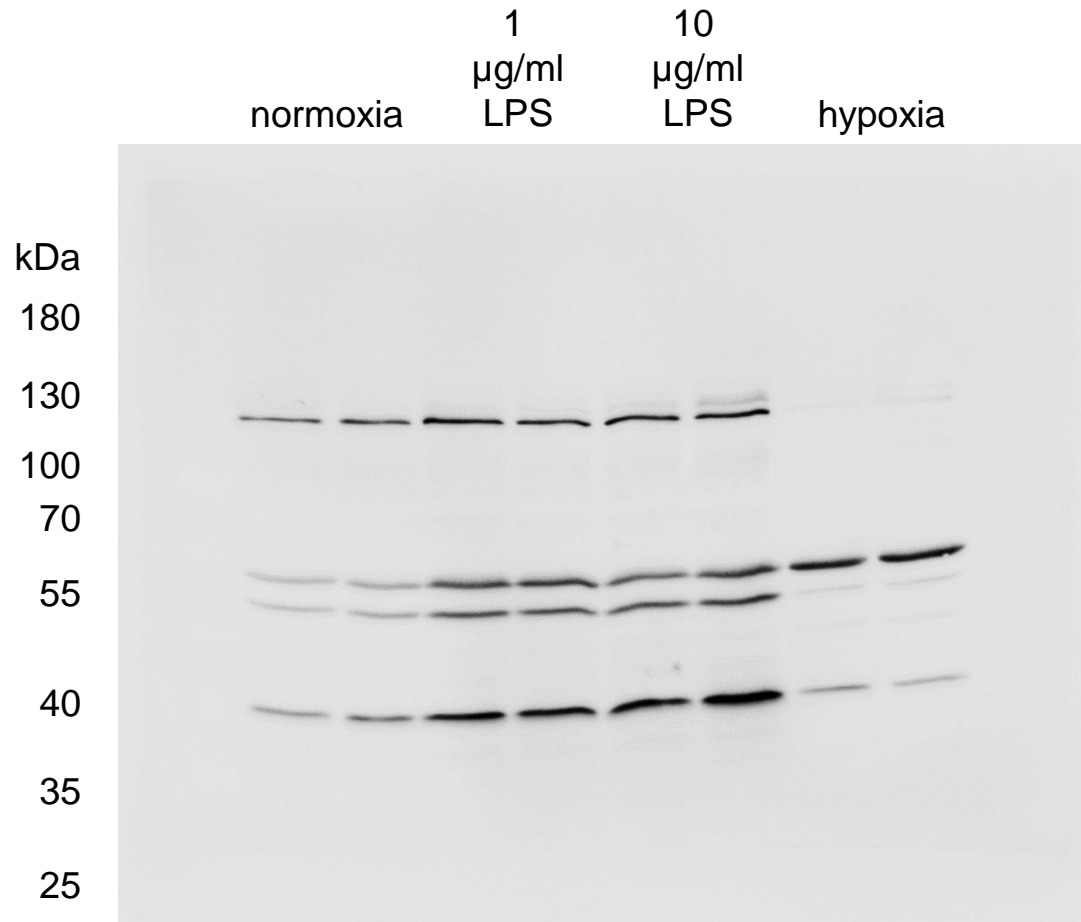

1. AB: MR (1:500) (GS 1-18 )105-S  
2. AB: anti-Mouse (CellSignaling) 1:1000

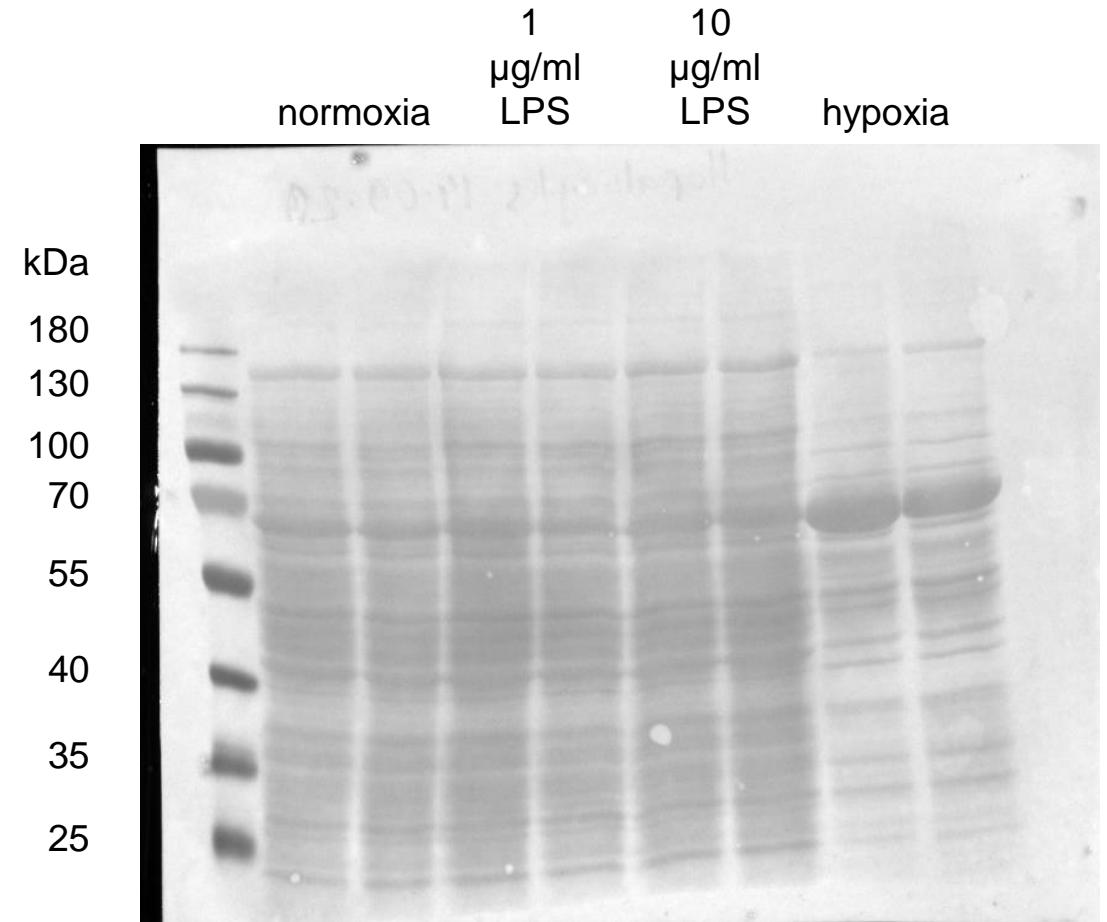

Ponceau

**cell type:** primary rat hepatocytes, isolated on 04.09.2020 & 14.09.2020  
**target protein:** mineralocorticoid receptor **MW:** ~107kDa  
**WB date:** 27.02.2023 **marker :** PageRuler (Thermo Fisher Scientific)  
**incubation:** normoxia, acidosis **duration:** 24h

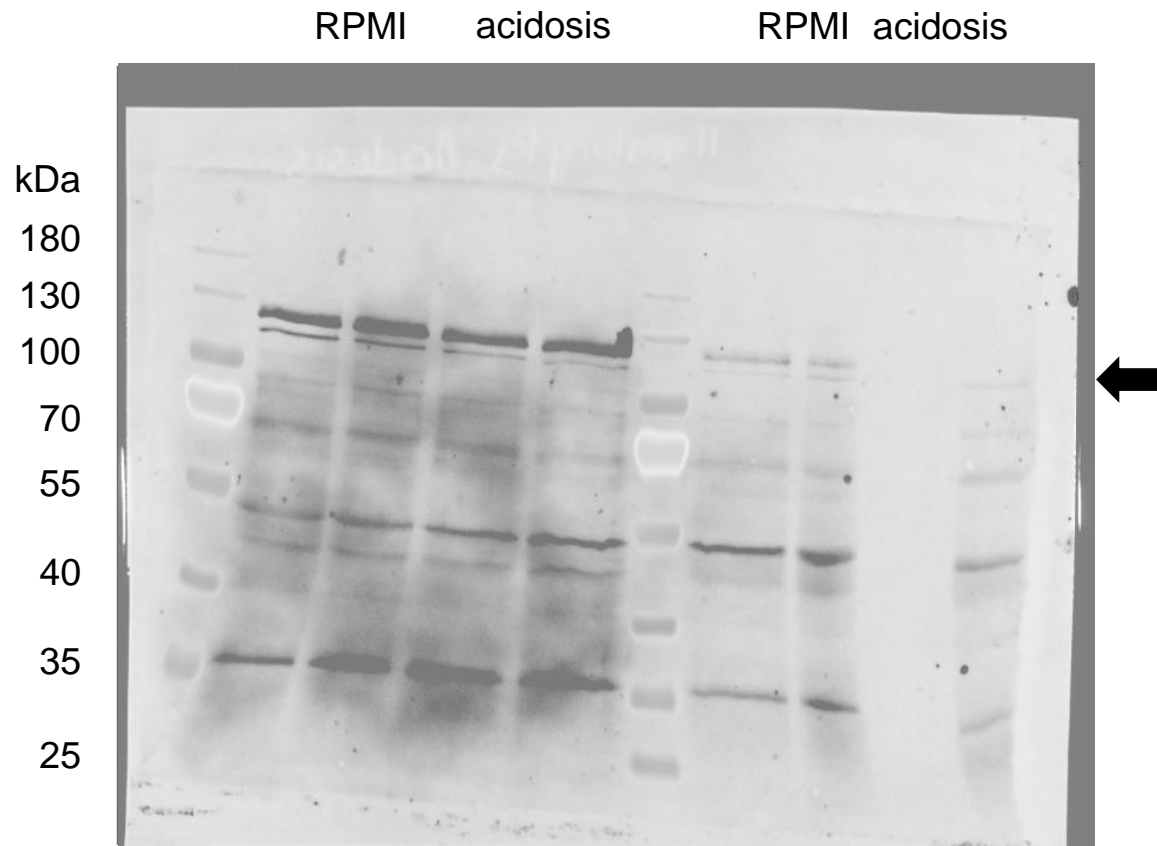

1. AB: MR (1:500) (GS 1-18 )105-S  
2. AB: anti-Mouse (CellSignaling) 1:1000

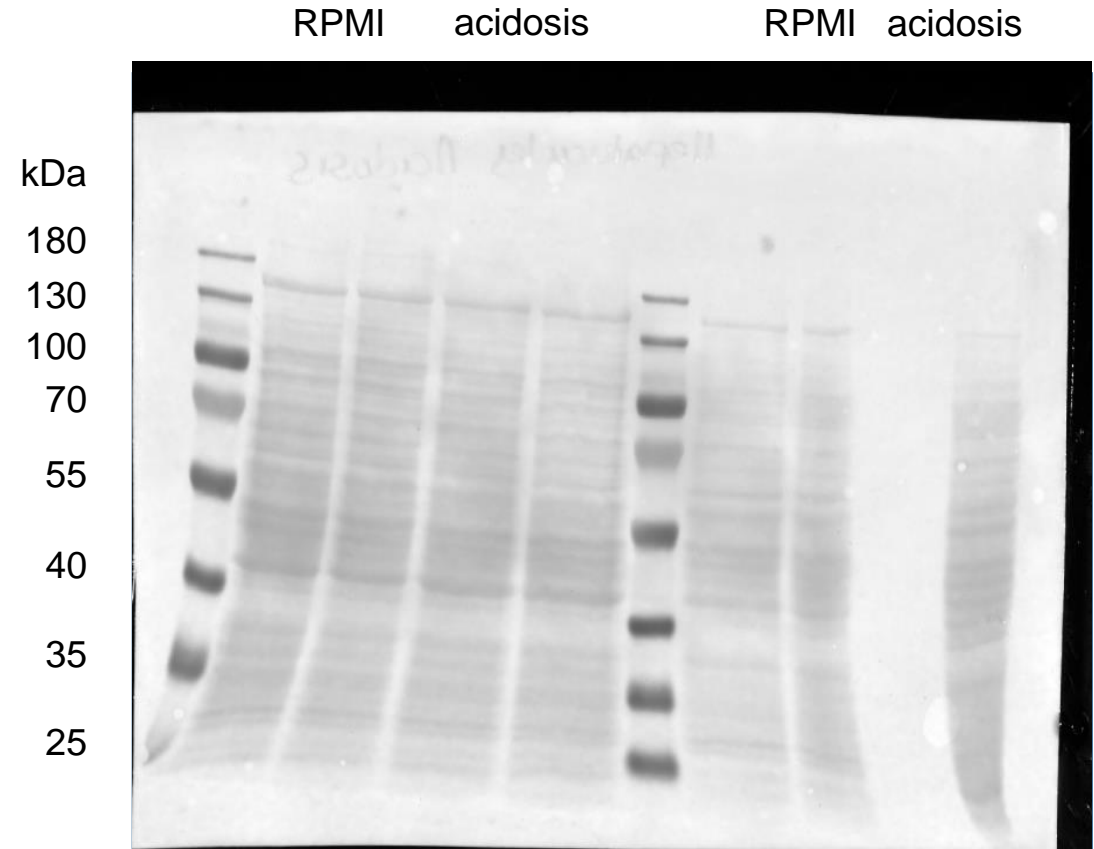

Ponceau

**cell type:** primary rat hepatocytes, isolated on 18.09.2020  
**target protein:** mineralocorticoid receptor **MW:** ~107kDa  
**WB date:** 10.10.2020 **Marker :** PageRuler (Thermo Fisher Scientific)  
**incubation:** normoxia, 1µg/ml LPS, 10µg/ml LPS, acidosis, hypoxia **duration:** 24h

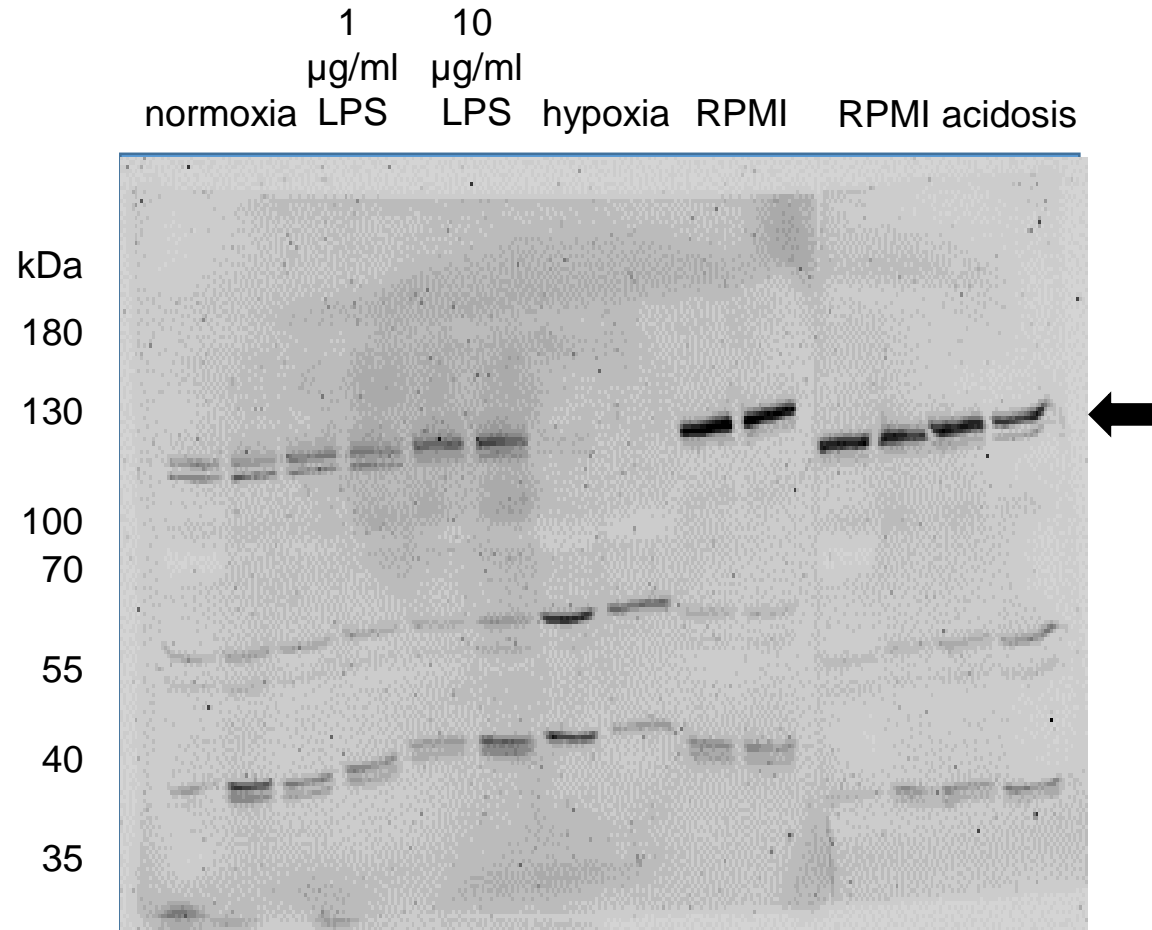

1. AB: MR (1:500) (GS 1-18 )105-S  
 2. AB: anti-Mouse (CellSignaling) 1:1000

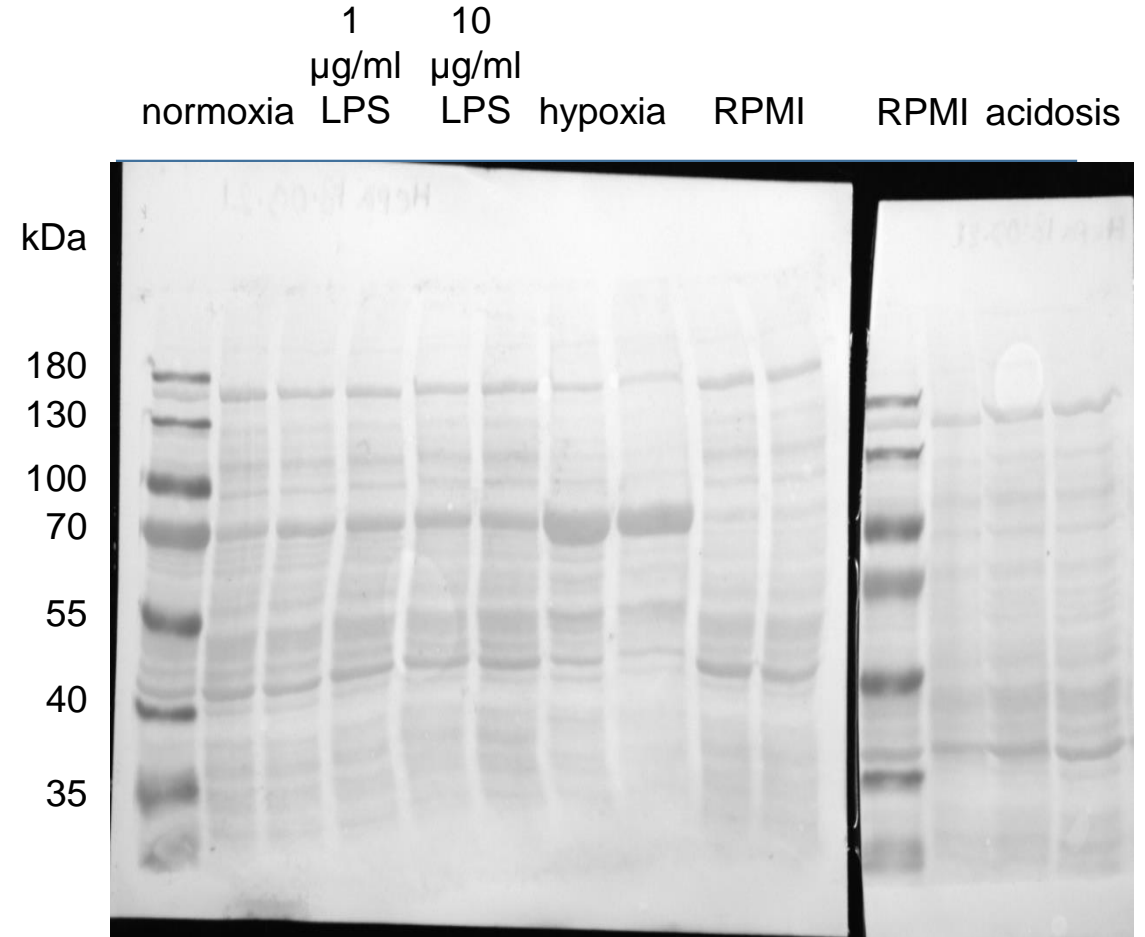

Ponceau

**Cell type:** primary rat hepatocytes, isolated on 01.10.2020  
**target protein:** mineralocorticoid receptor **MW:** ~107kDa  
**WB date:** 27.02.2023 **Marker :** PageRuler (Thermo Fisher Scientific)  
**Incubation:** normoxia, 1µg/ml LPS, 10µg/ml LPS, hypoxia **duration:** 24h

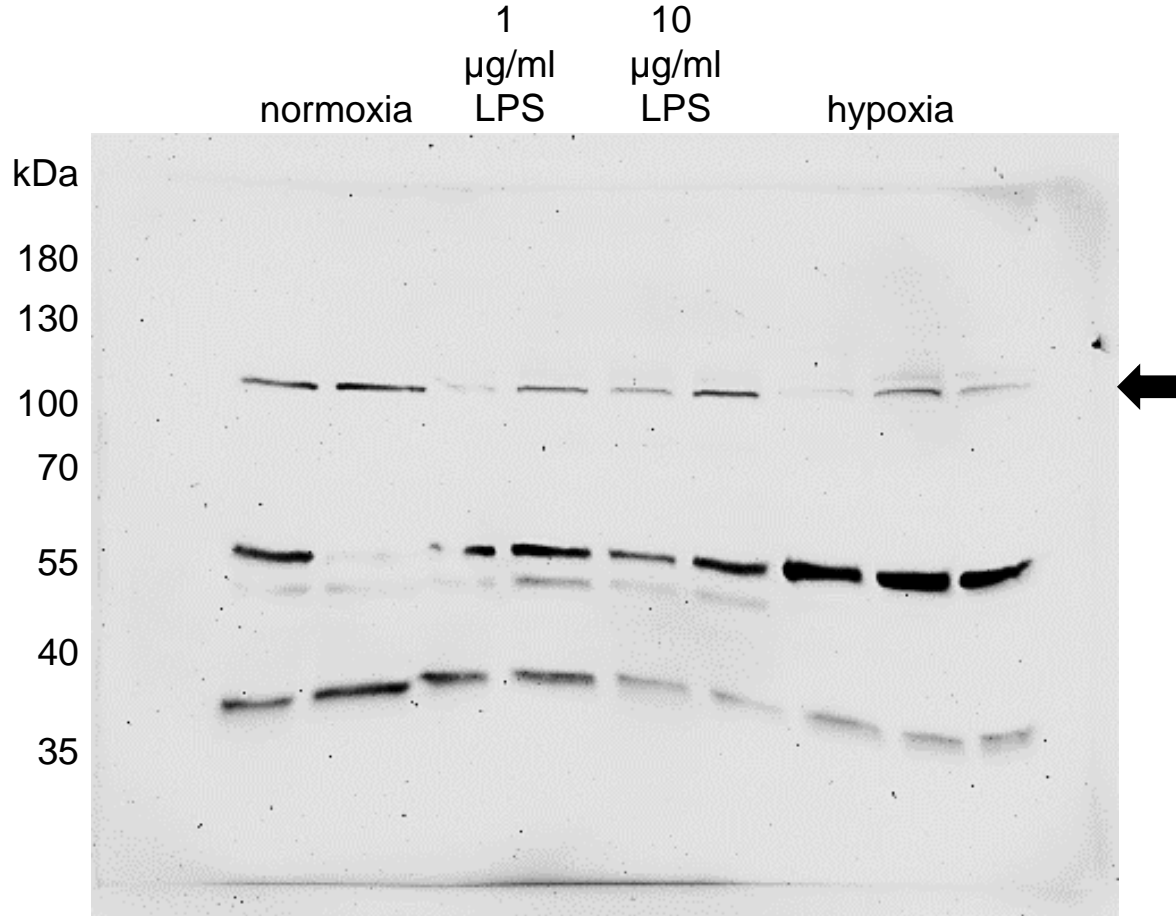

1. AB: MR (1:500) (GS 1-18 )105-S  
2. AB: anti-Mouse (CellSignaling) 1:1000

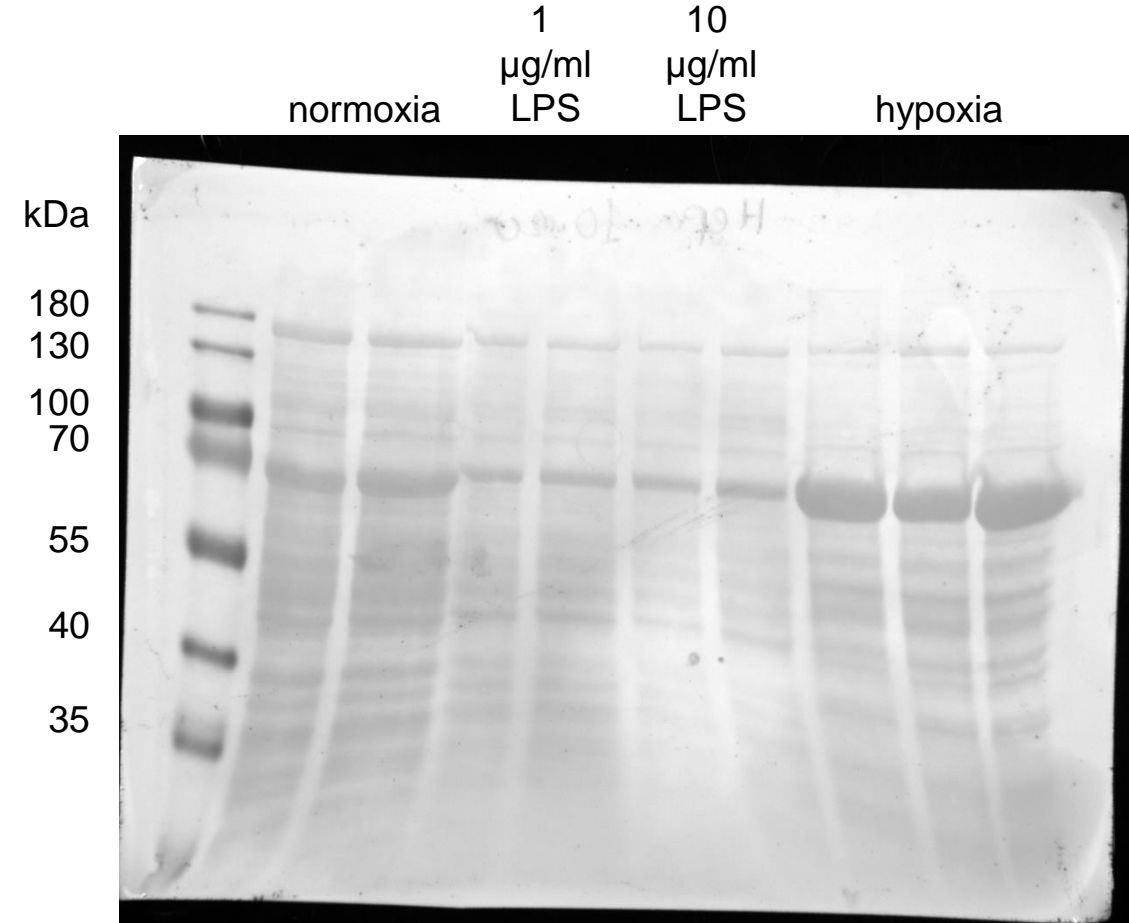

Ponceau

**cell type:** primary rat hepatocytes, isolated on 15.10.2020  
**target protein:** mineralocorticoid receptor **MW:** ~107kDa  
**WB date:** 17.03.2023 **Marker :** PageRuler (Thermo Fisher Scientific)  
**incubation:** normoxia, 1µg/ml LPS, 10µg/ml LPS, hypoxia **duration:** 24h

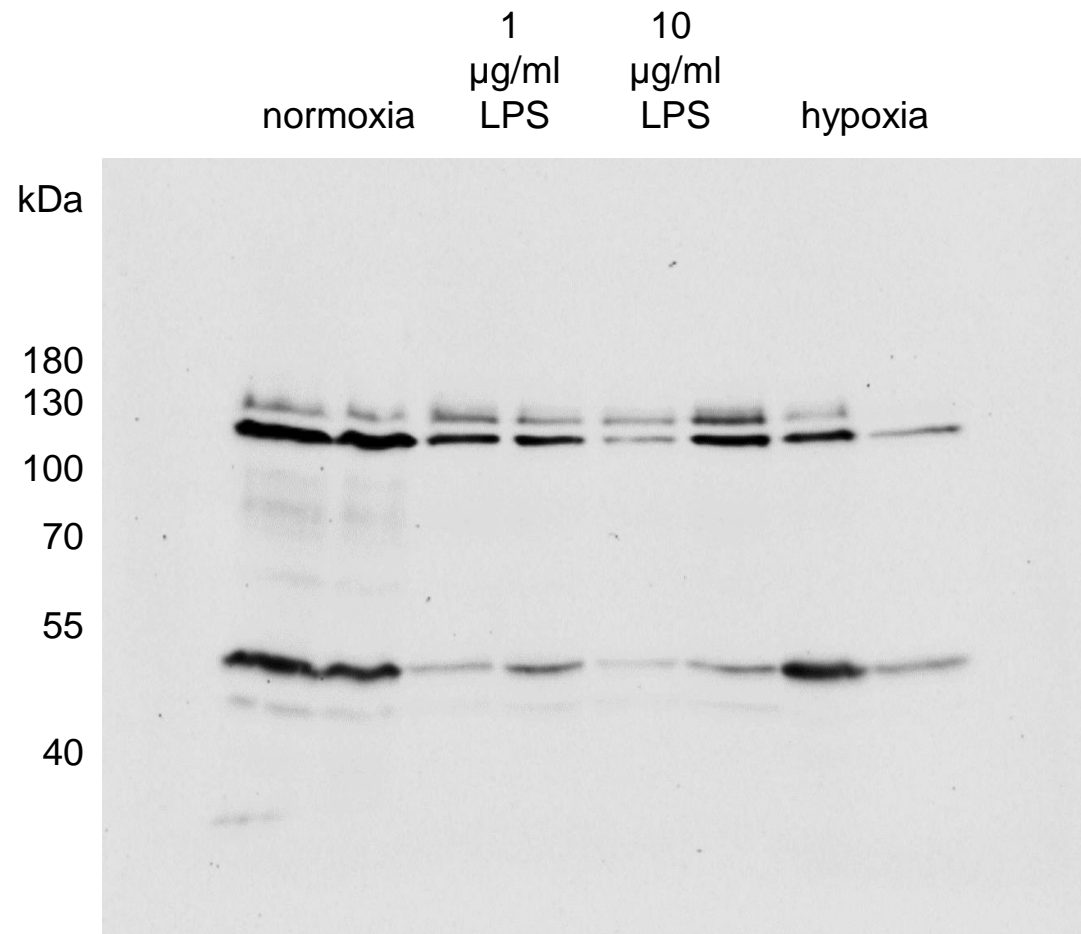

1. AB: MR (1:500) (GS 1-18 )105-S  
2. AB: anti-Mouse (CellSignaling) 1:1000

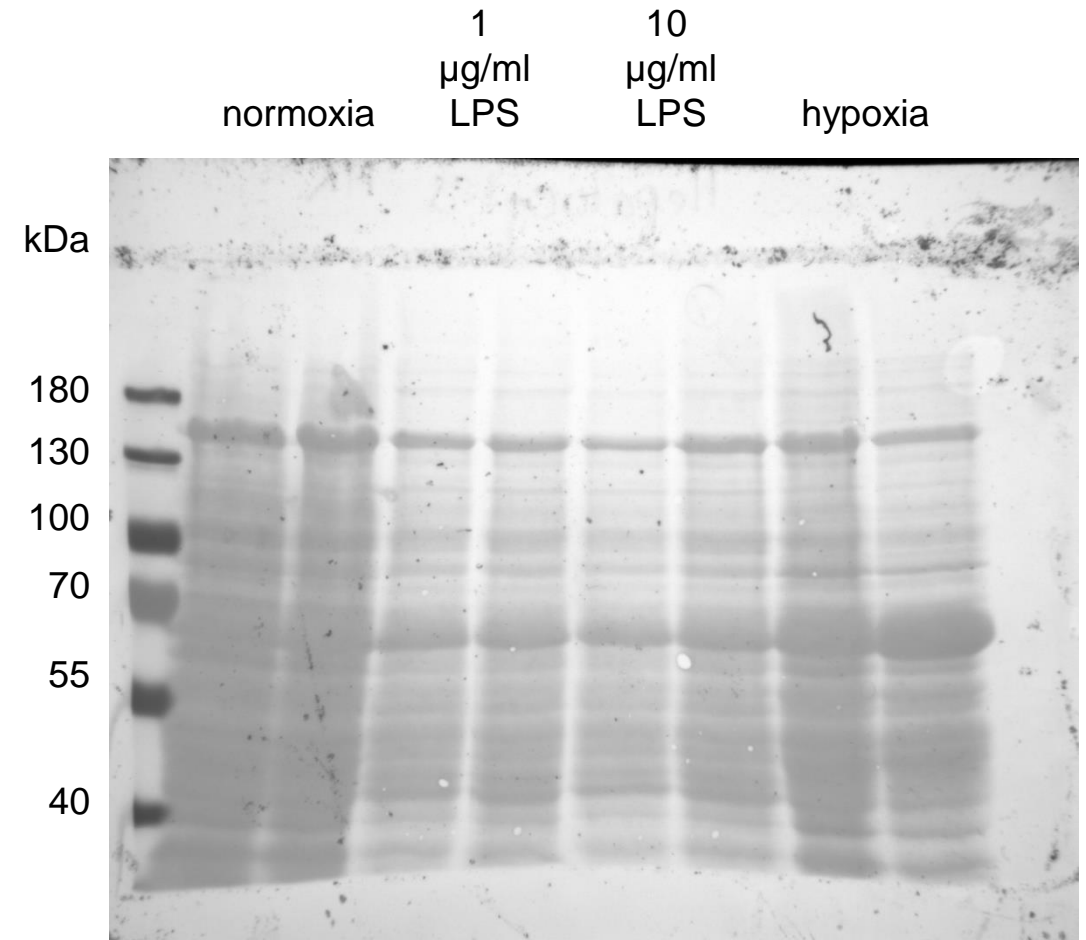

Ponceau

**Cell type:** primary rat hepatocytes, isolated on 01.10.2020 & 15.10.2020  
**target protein:** mineralocorticoid receptor **MW:** ~107kDa  
**WB date:** 17.03.2023 **Marker :** PageRuler (Thermo Fisher Scientific)  
**Incubation:** normoxia, acidosis, hypoxia **duration:** 24h

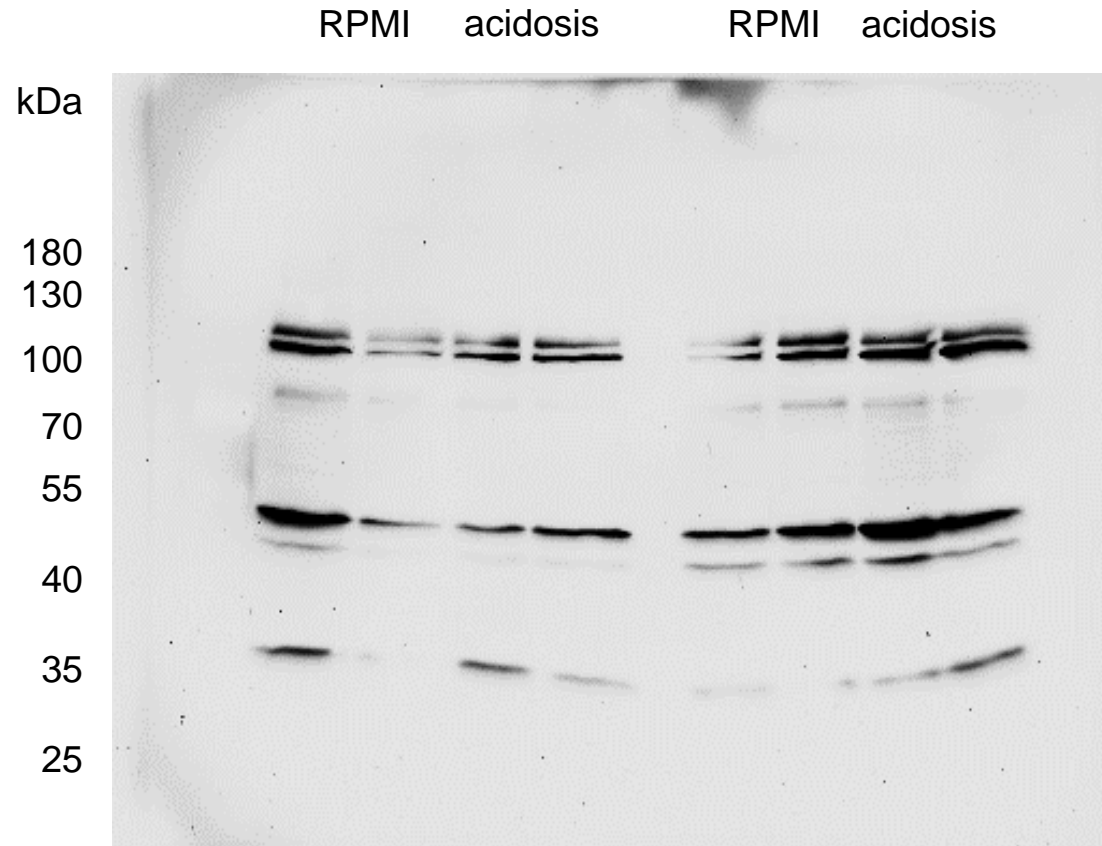

1. AB: MR (1:500) (GS 1-18 )105-S  
2. AB: anti-Mouse (CellSignaling) 1:1000

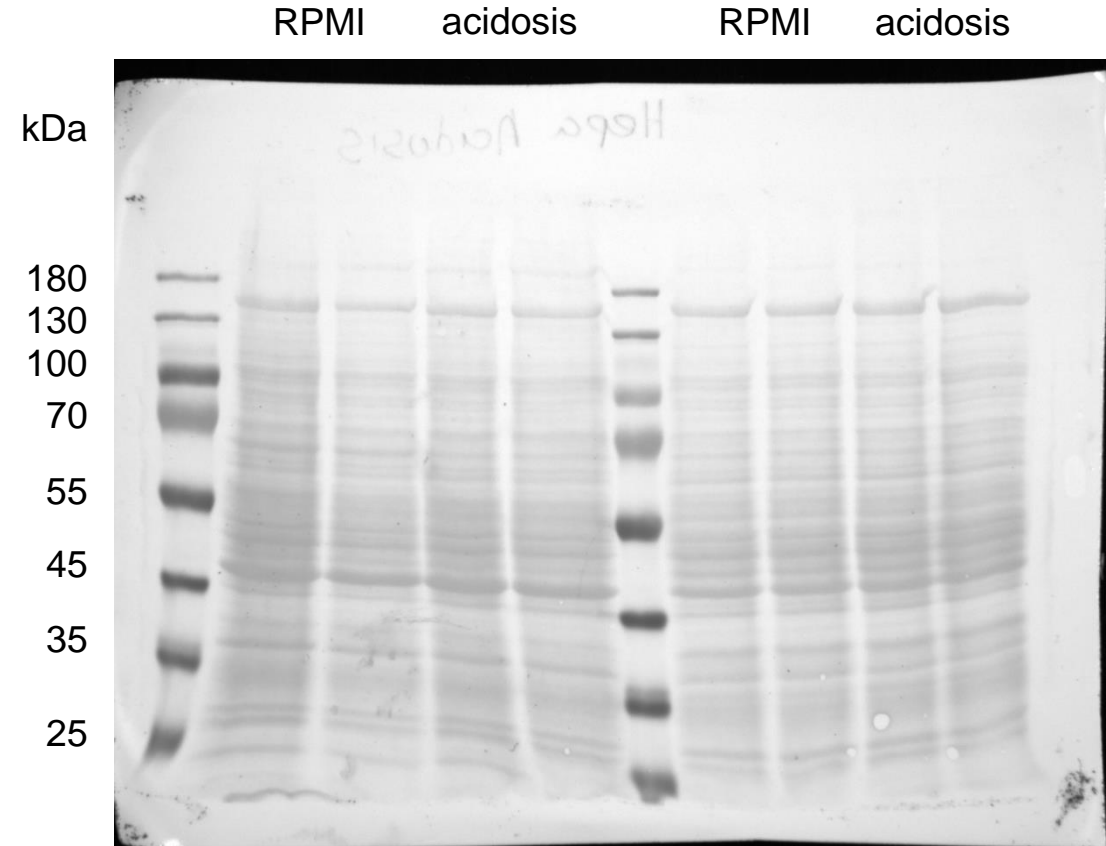

Ponceau

Western blots for figure 1B

**cell type:** HepG2, passage x+25  
**target protein:** mineralocorticoid receptor  
**WB date:** 10.03.2022  
**incubation:** normoxia, 1µg/ml LPS, 10µg/ml LPS, acidosis, hypoxia  
**positive control:** myc-tagged MR (~ 110 kDa)

**date of experiment:** 07.03.2022  
**MW:** ~107kDa  
**Marker :** PageRuler (Thermo Fisher Scientific)  
**duration:** 24h

1 10  
µg/ml µg/ml  
normoxia LPS LPS acidosis hypoxia positive control

kDa

180  
130  
100  
70  
55  
40  
35  
25

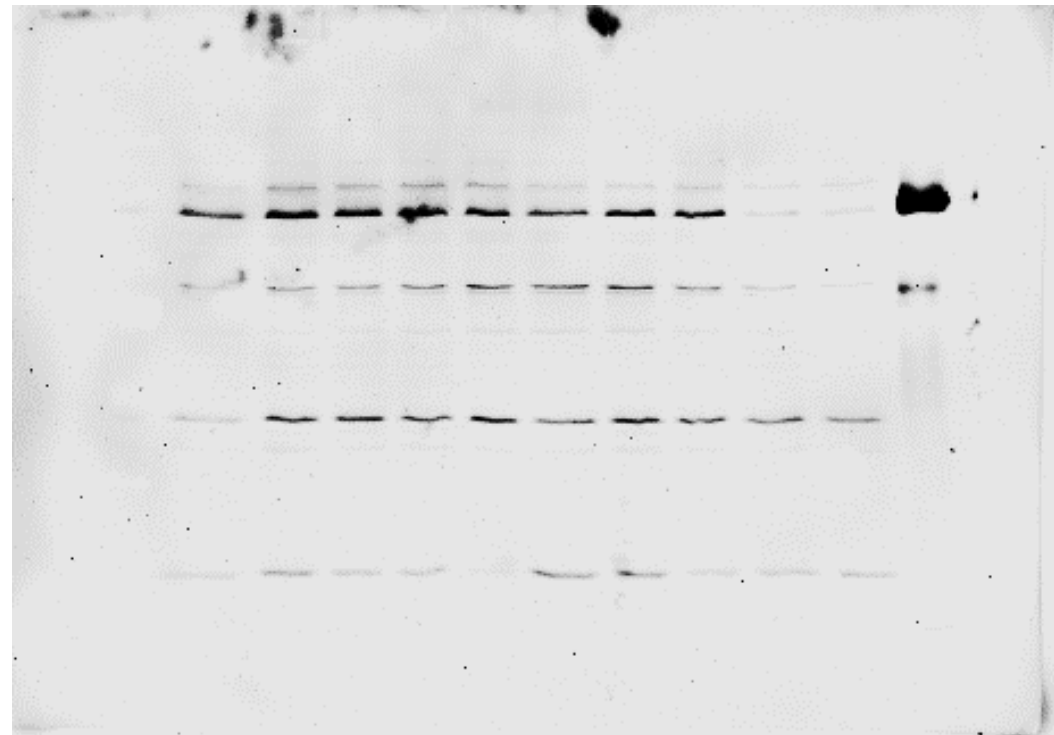

1. AB: MR (1:500) (GS 1-18 )105-S  
2. AB: anti-Mouse (CellSignaling) 1:1000

1 10  
µg/ml µg/ml  
normoxia LPS LPS acidosis hypoxia positive control

kDa

180  
130  
100  
70  
55  
40  
35  
25

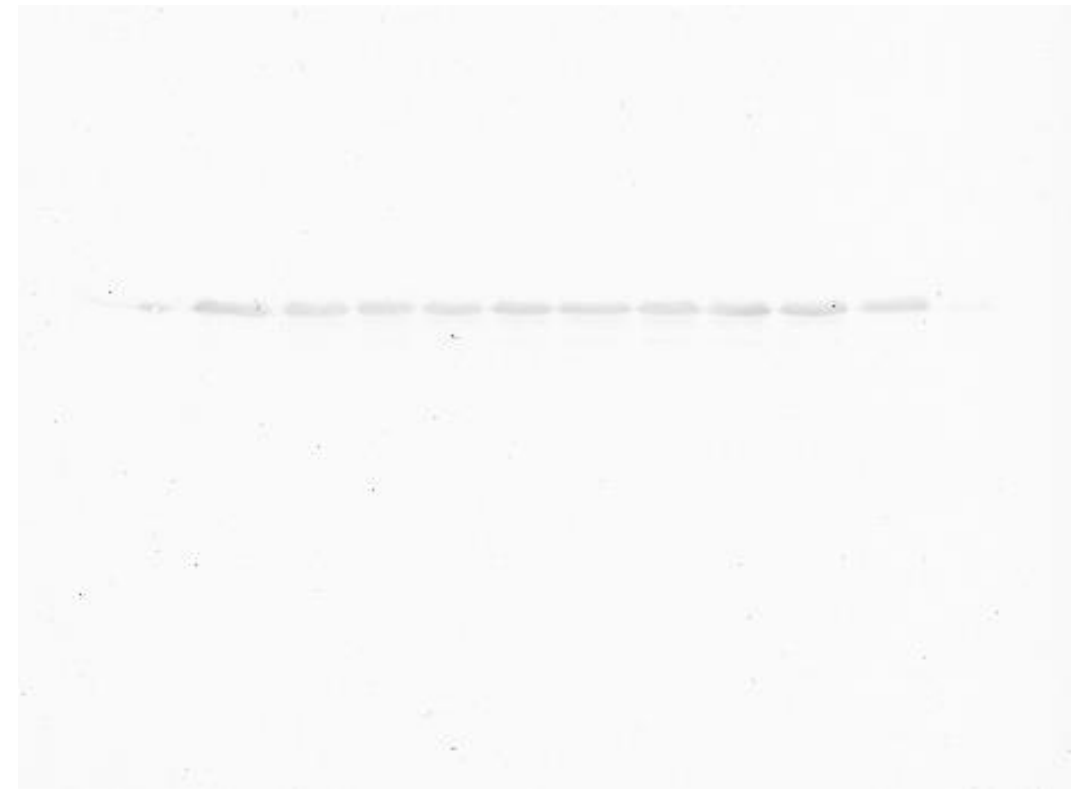

1. AB: HSP90 (1:2000) # 4874 ; Cell Signalling  
2. AB: anti-Rabbit (CellSignaling) 1:2000

**cell type:** HepG2, passage x+26  
**target protein:** mineralocorticoid receptor  
**WB date:** 10.03.2022  
**incubation:** normoxia, 1µg/ml LPS, 10µg/ml LPS, acidosis, hypoxia  
**positive control:** myc-tagged MR (~ 110 kDa)

**date of experiment:** 07.03.2022  
**MW:** ~107kDa  
**Marker :** PageRuler (Thermo Fisher Scientific)  
**duration:** 24h

positive control  
 normoxia 1 10  
 µg/ml µg/ml  
 LPS LPS acidosis hypoxia

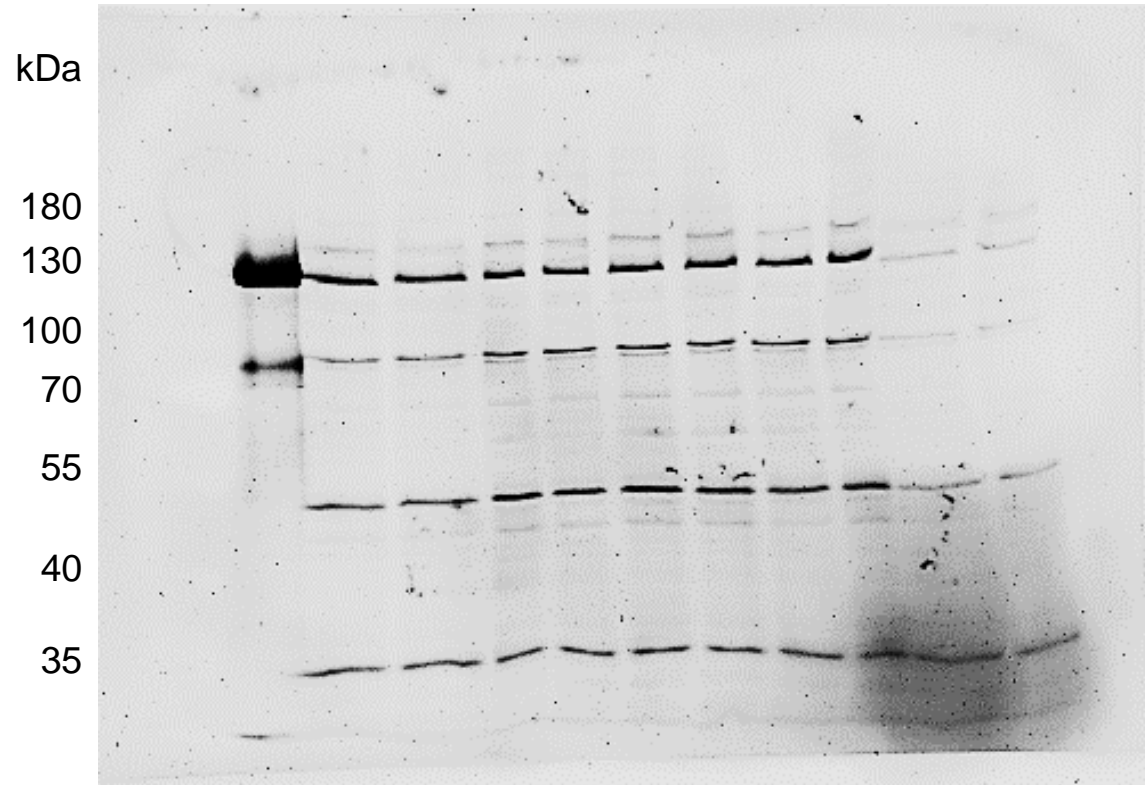

1. AB: MR (1:500) (GS 1-18 )105-S  
 2. AB: anti-Mouse (CellSignaling) 1:1000

positive control  
 normoxia 1 10  
 µg/ml µg/ml  
 LPS LPS acidosis hypoxia

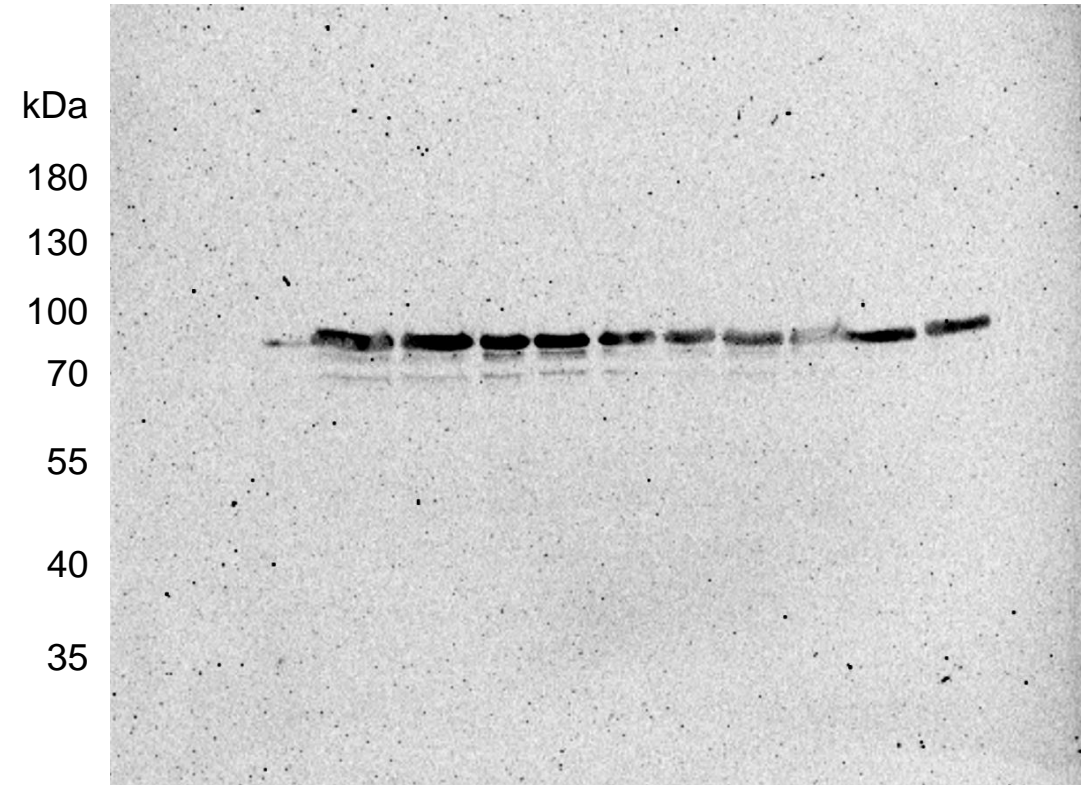

1. AB:HSP90 (1:2000) # 4874 ; Cell Signalling  
 2. AB anti-Rabbit (CellSignaling) 1:2000

**Cell type:** HepG2, passage x+24  
**target protein:** mineralocorticoid receptor  
**WB date:** 16.02.2023  
**incubation:** normoxia, 1µg/ml LPS, 10µg/ml LPS, acidosis, hypoxia  
**positive control:** myc-tagged MR (~ 110 kDa)

**date of experiment:** 08.04.2022  
**MW:** ~107kDa  
**Marker :** PageRuler (Thermo Fisher Scientific)  
**duration:** 24h

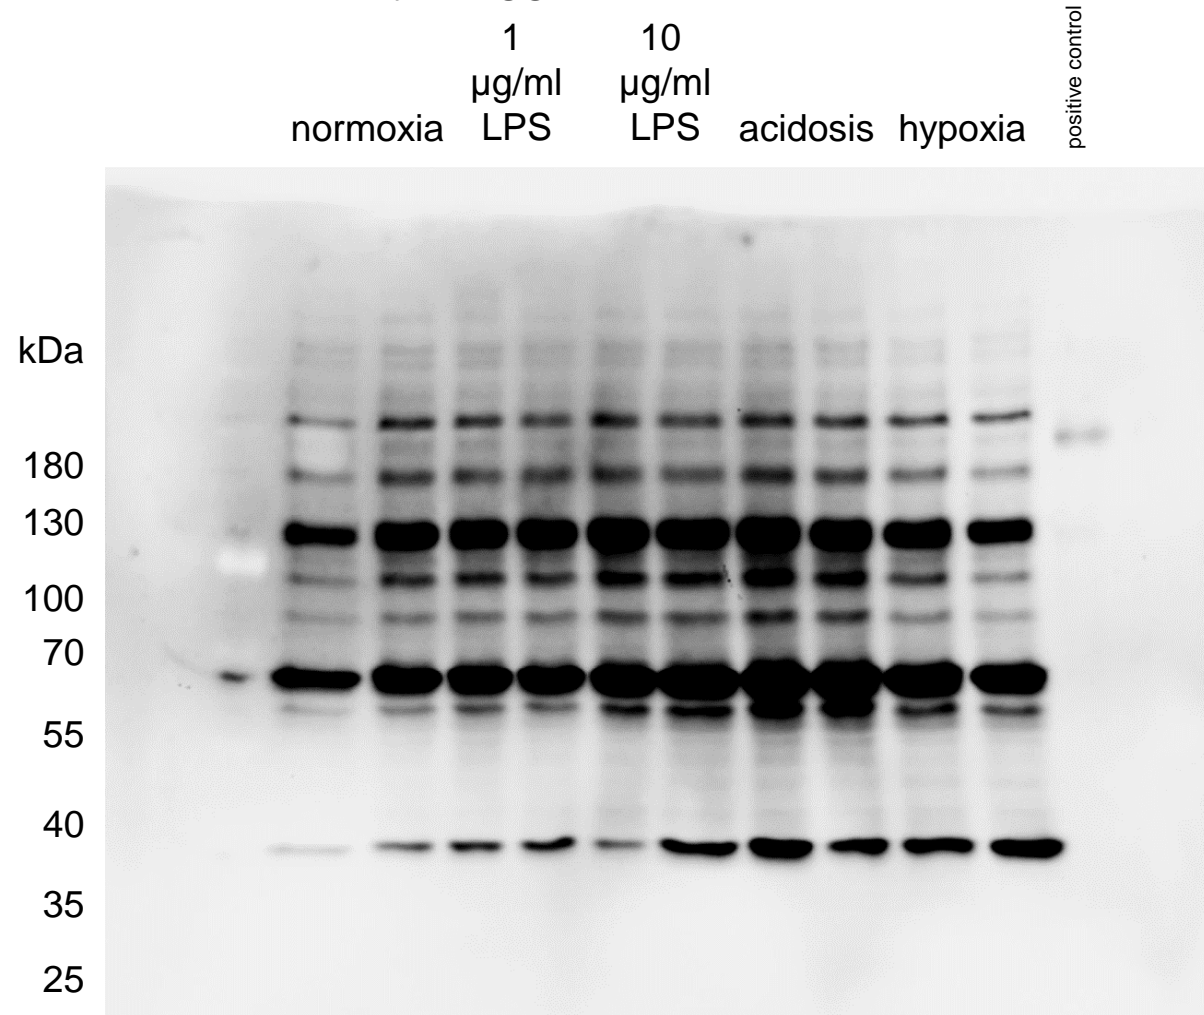

1. AB: MR (1:500) (GS 1-18 )105-S  
2. AB: anti-Mouse (CellSignaling) 1:1000

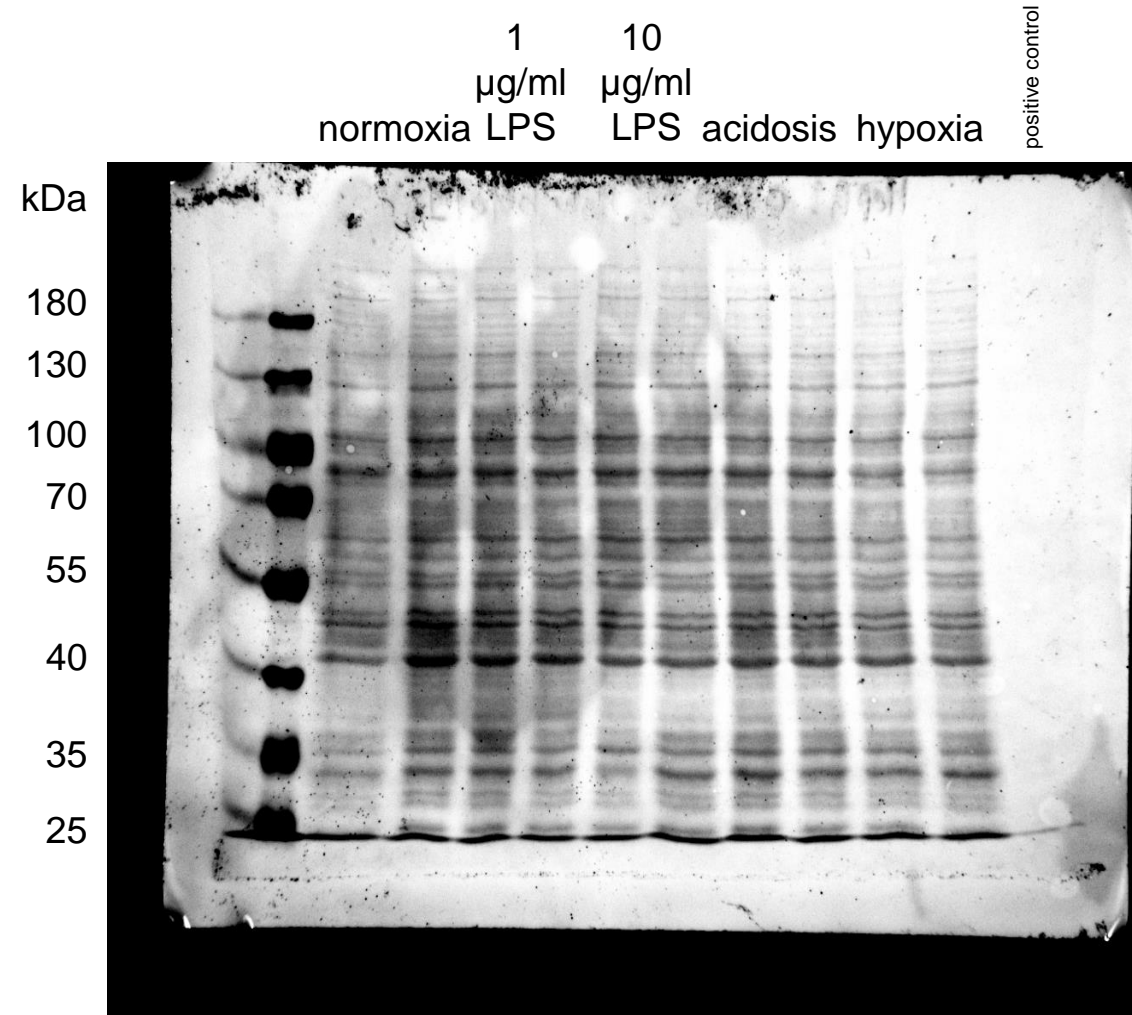

Ponceau

**cell type:** HepG2, passage x+12  
**target protein:** mineralocorticoid receptor  
**WB date:** 16.02.2023  
**incubation:** normoxia, 1µg/ml LPS, 10µg/ml LPS, acidosis, hypoxia  
**positive control:** myc-tagged MR (~ 110 kDa)

**date of experiment:** 08.04.2022  
**MW:** ~107kDa  
**Marker :** PageRuler (Thermo Fisher Scientific)  
**duration:** 24h

positive control  
normoxia 1 10  
µg/ml µg/ml  
LPS LPS acidosis hypoxia

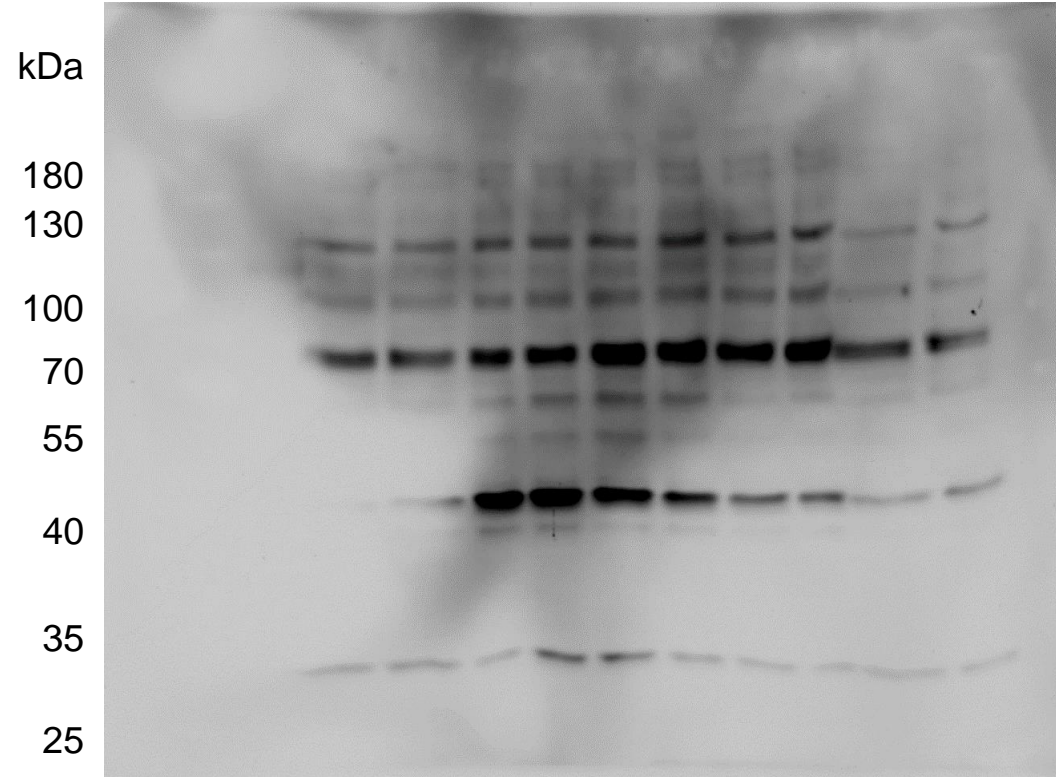

1. AB: MR (1:500) (GS 1-18 )105-S  
2. AB: anti-Mouse (CellSignaling) 1:1000

positive control  
normoxia 1 10  
µg/ml µg/ml  
LPS LPS acidosis hypoxia

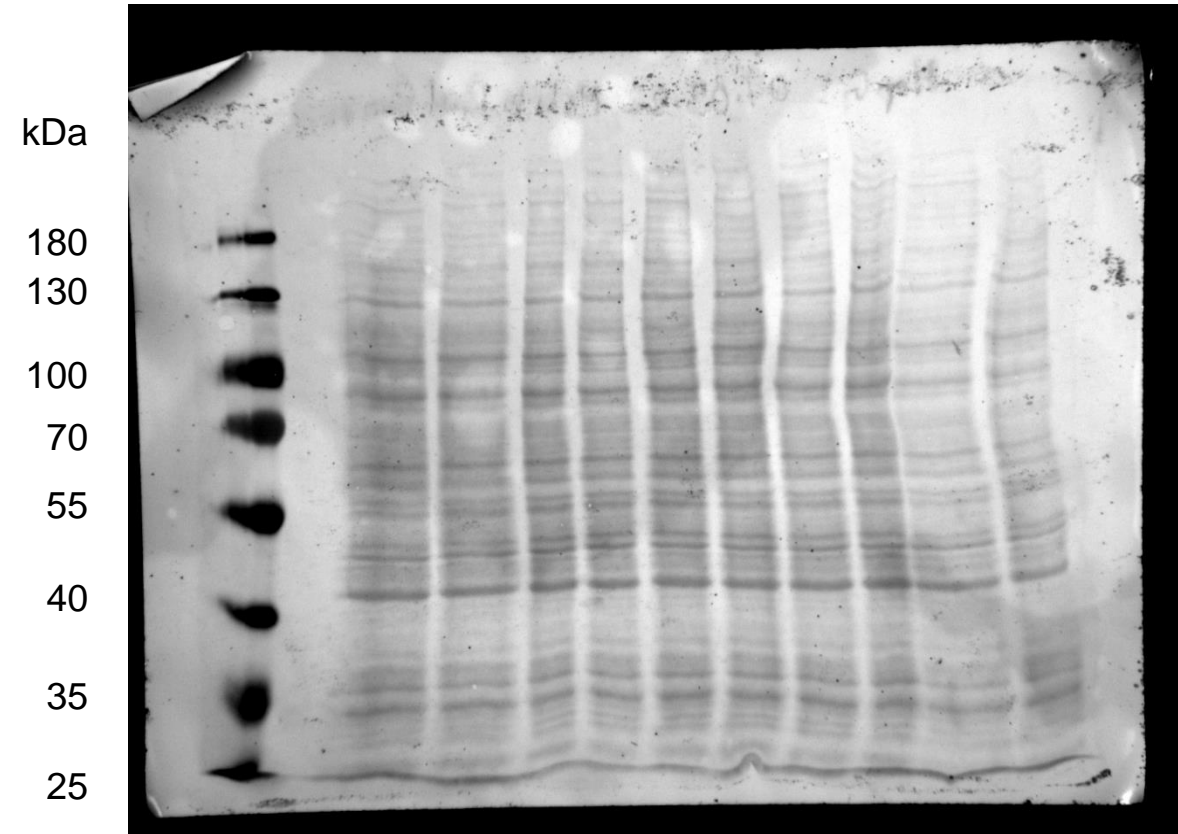

Ponceau

Western blots for figure 5

**Cell type:** HepG2, passage x+7

**target protein:** PPAR $\alpha$

**WB date:** 20.12.2022

**Incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**date of experiment:** 16.12.2022

**MW:** ~52 kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

normoxia      normoxia & epl      hypoxia      hypoxia & epl

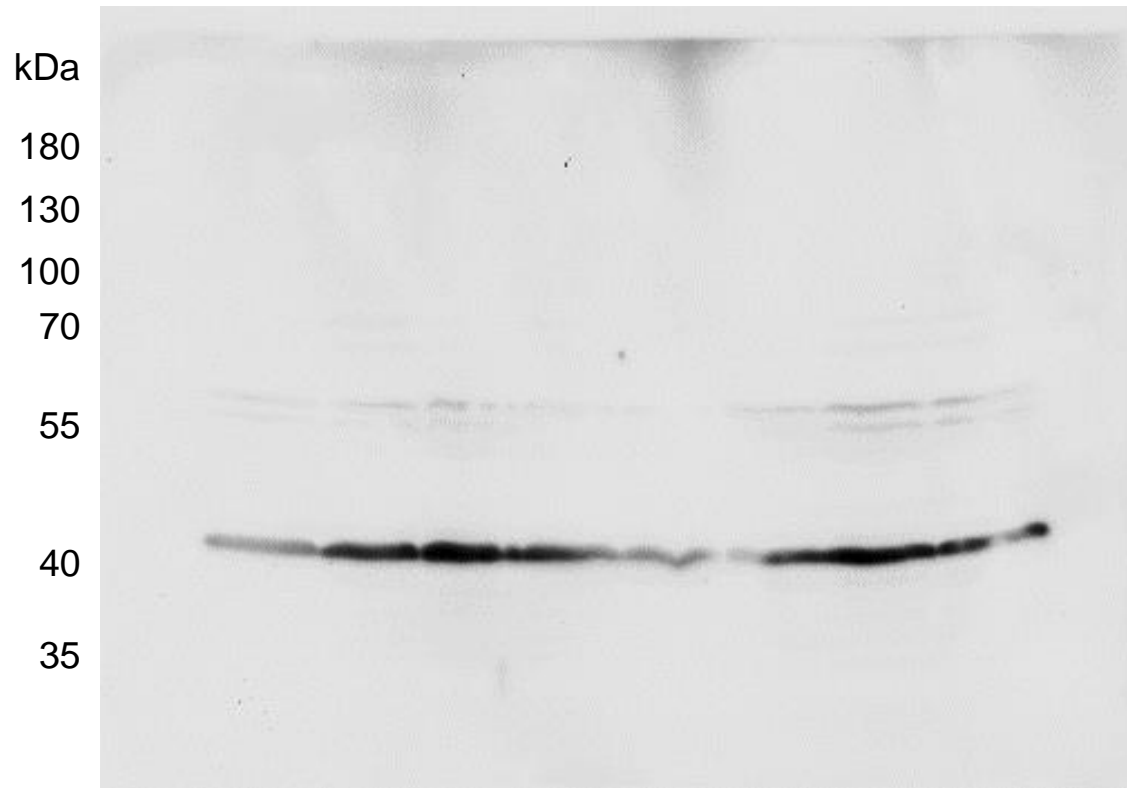

1. AB: PPAR $\alpha$  (1:500) ABCAM (ab126285)  
2. AB: anti-Rabbit (CellSignaling) 1:2000

normoxia      normoxia & epl      hypoxia      hypoxia & epl

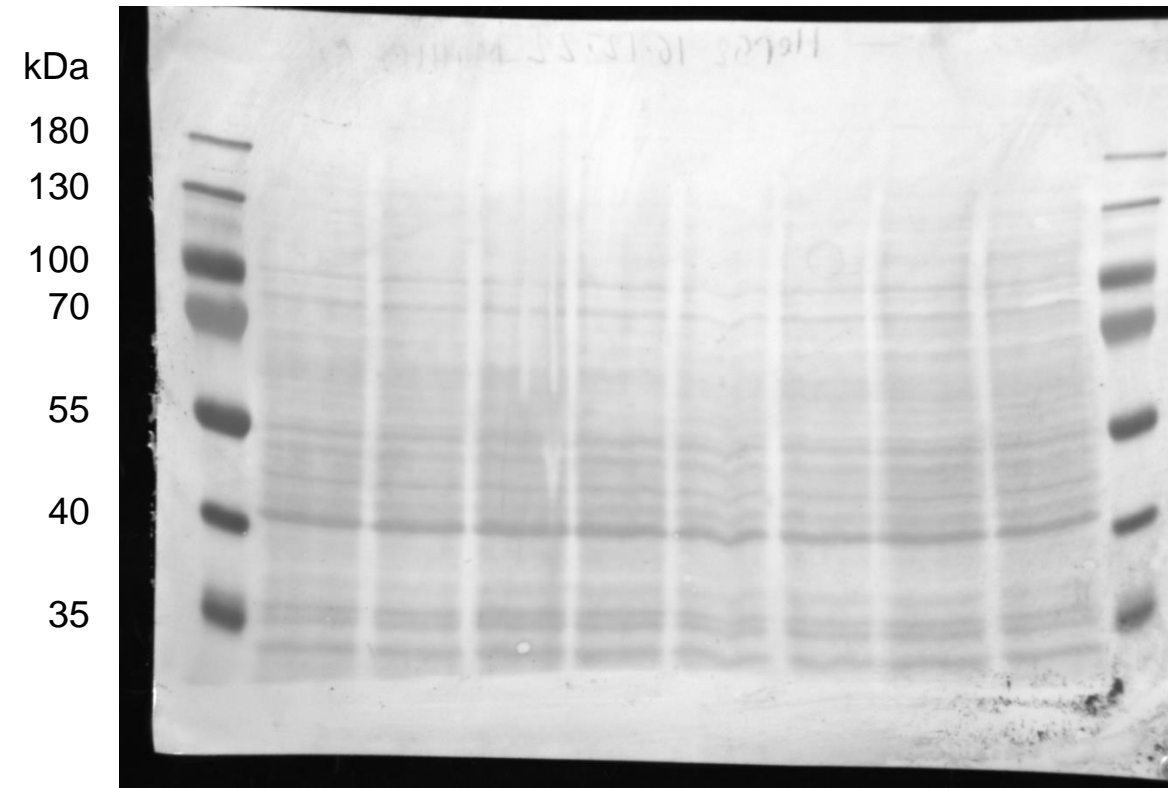

Ponceau

**cell type:** HepG2, passage x+8

**target protein:** PPAR $\alpha$

**WB date:** 20.12.2022

**incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**date of experiment:** 16.12.2022

**MW:** ~52 kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

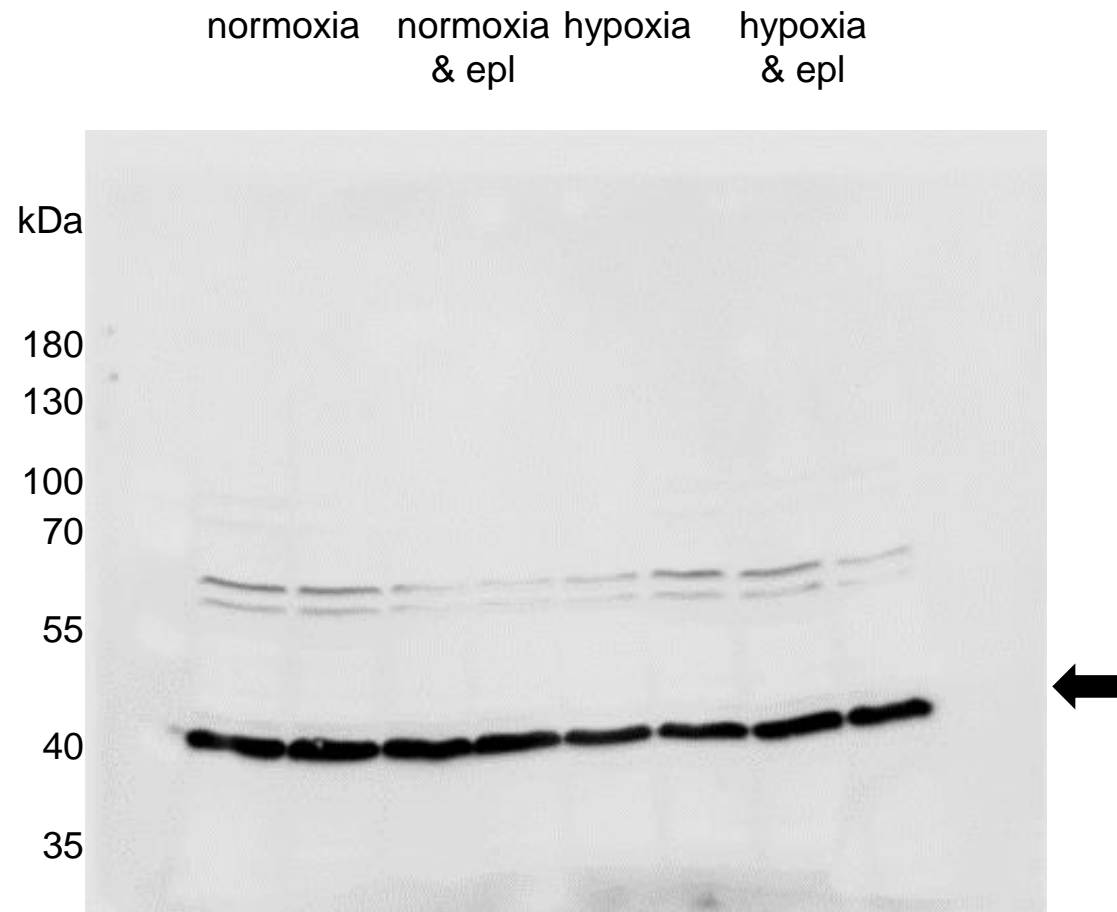

1. AB: PPAR $\alpha$  (1:500) ABCAM (ab126285)  
2. AB: anti-Rabbit (CellSignaling) 1:2000

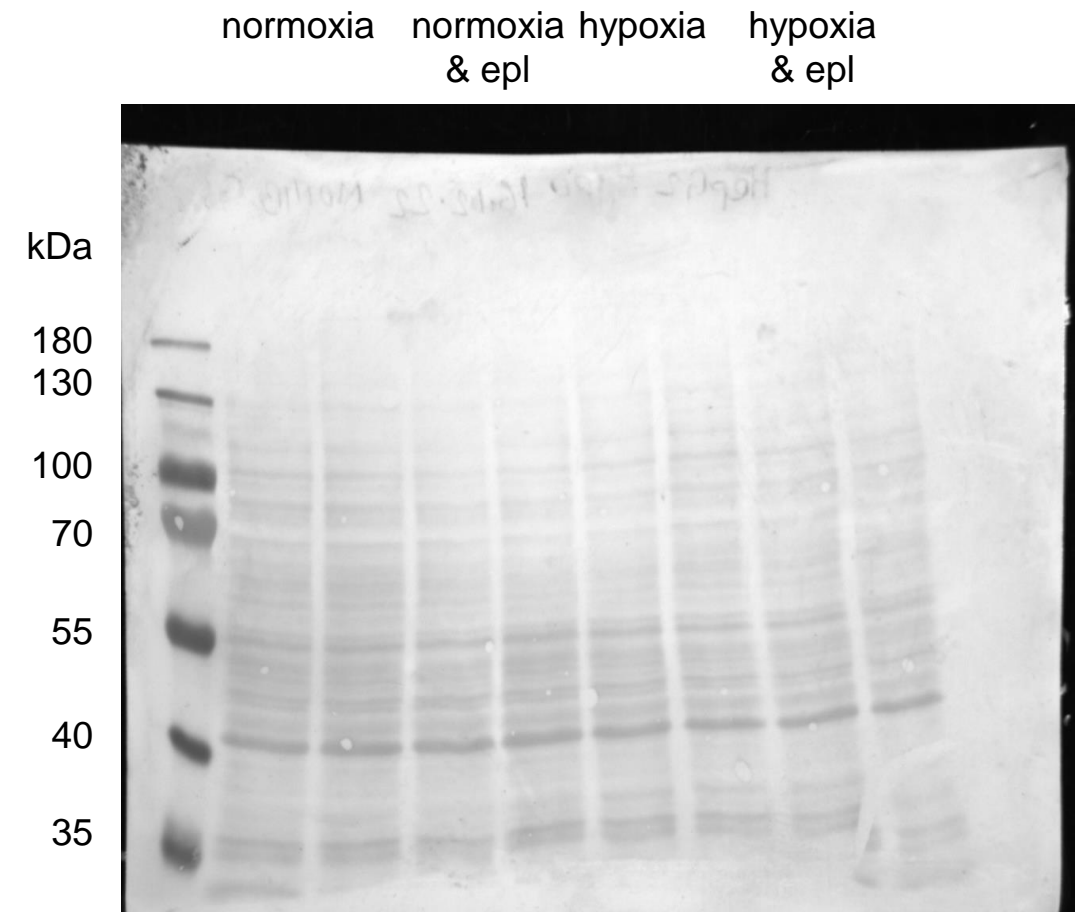

Ponceau

**cell type:** HepG2, passage x+9

**target protein:** PPAR $\alpha$

**WB date:** 27.02.2023

**incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**date of experiment:** 16.12.2022

**MW:** ~52 kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

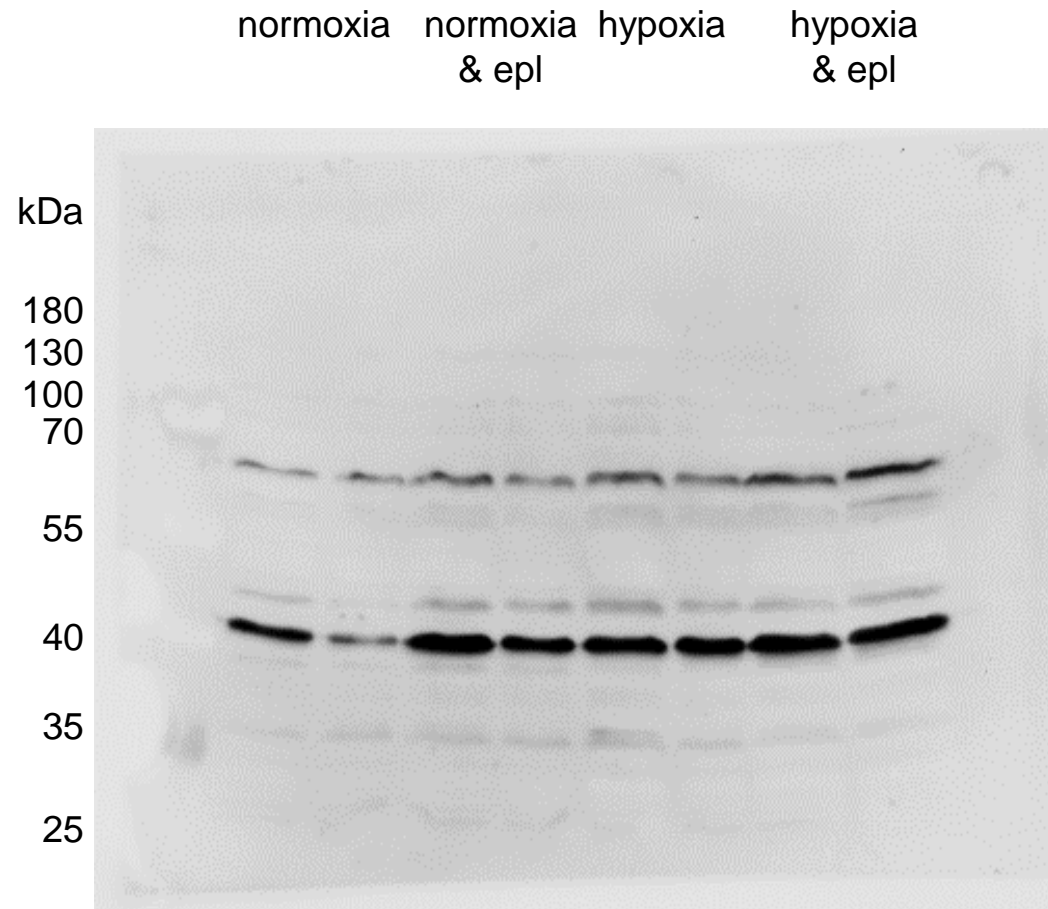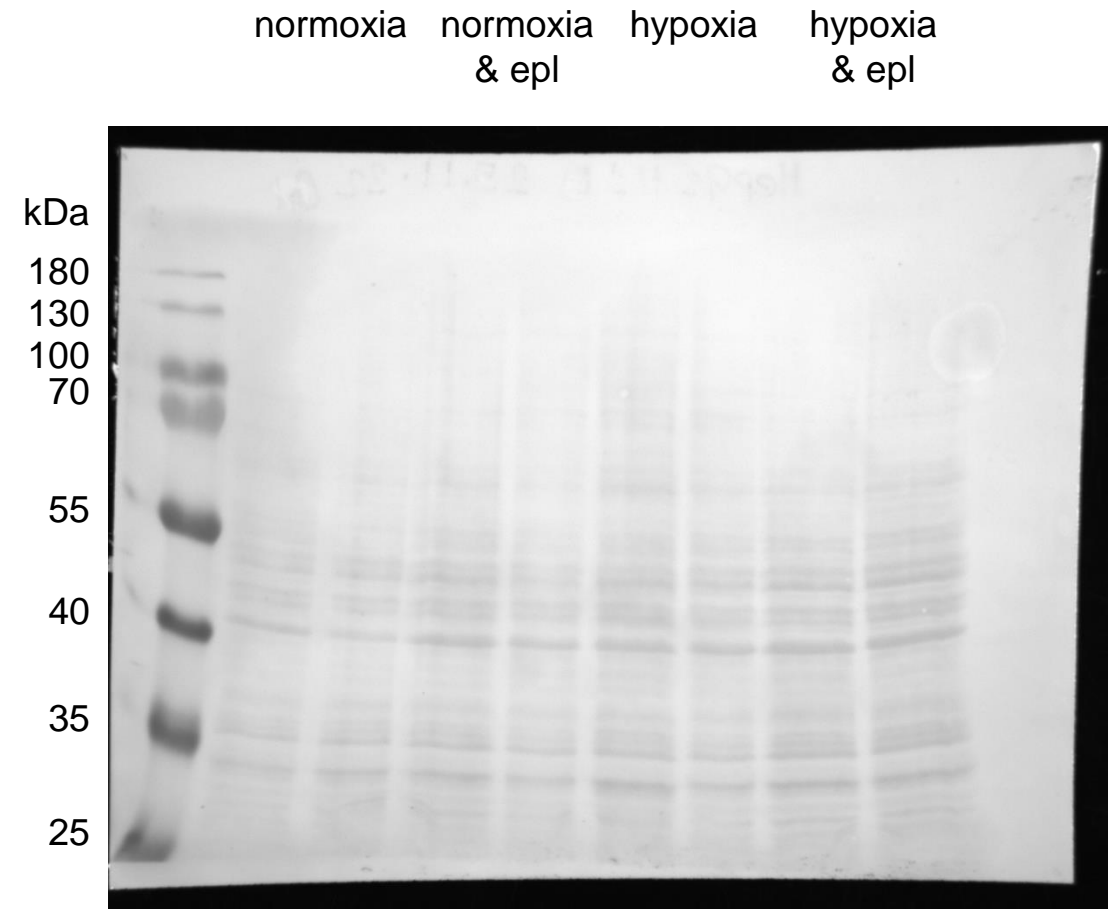

Ponceau

1. AB: PPAR $\alpha$  (1:500) ABCAM (ab126285)
2. AB: anti-Rabbit (CellSignaling) 1:2000

**cell type:** HepG2, passage x+11

**target protein:** PPAR $\alpha$

**WB date:** 25.01.2023

**incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**date of experiment:** 22.12.2022

**MW:** ~52 kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

normoxia    normoxia & epl    hypoxia    hypoxia & epl

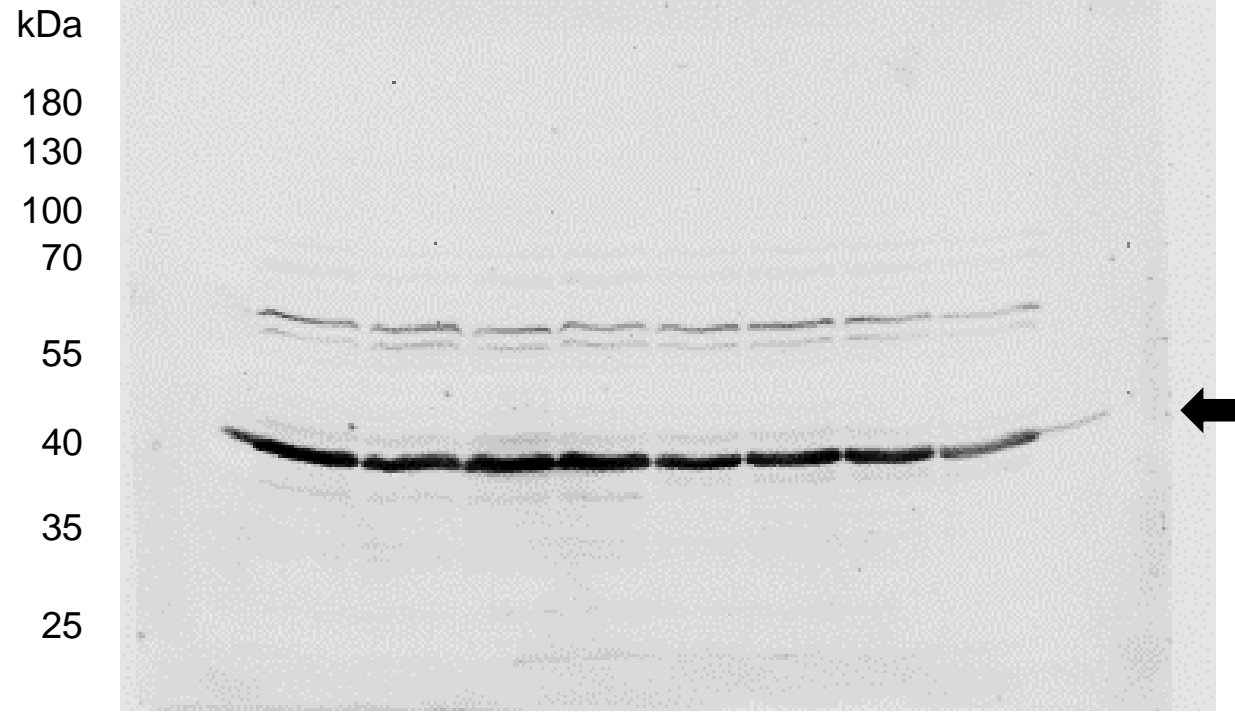

normoxia    normoxia & epl    hypoxia    hypoxia & epl

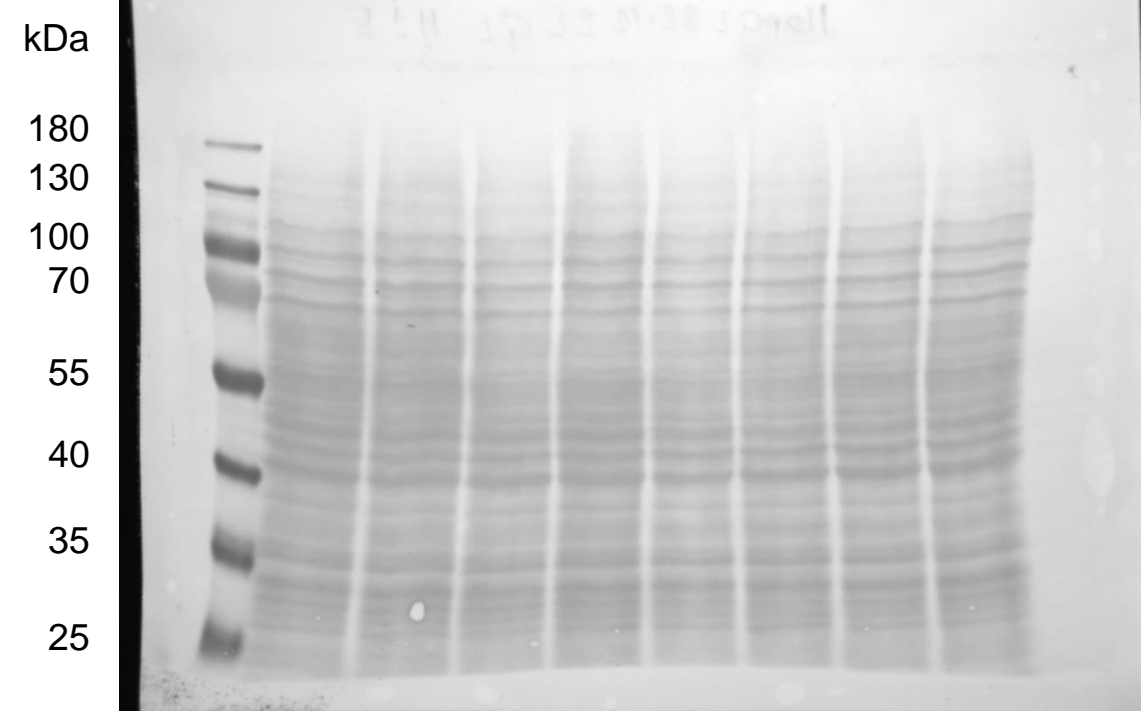

Ponceau

1. AB: PPAR $\alpha$  (1:500) ABCAM (ab126285)
2. AK anti-Rabbit (CellSignaling) 1:2000

**cell type:** HepG2, passage x+12

**target protein:** PPAR $\alpha$

**WB date:** 25.01.2023

**incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**date of experiment:** 23.12.2022

**MW:** ~52 kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

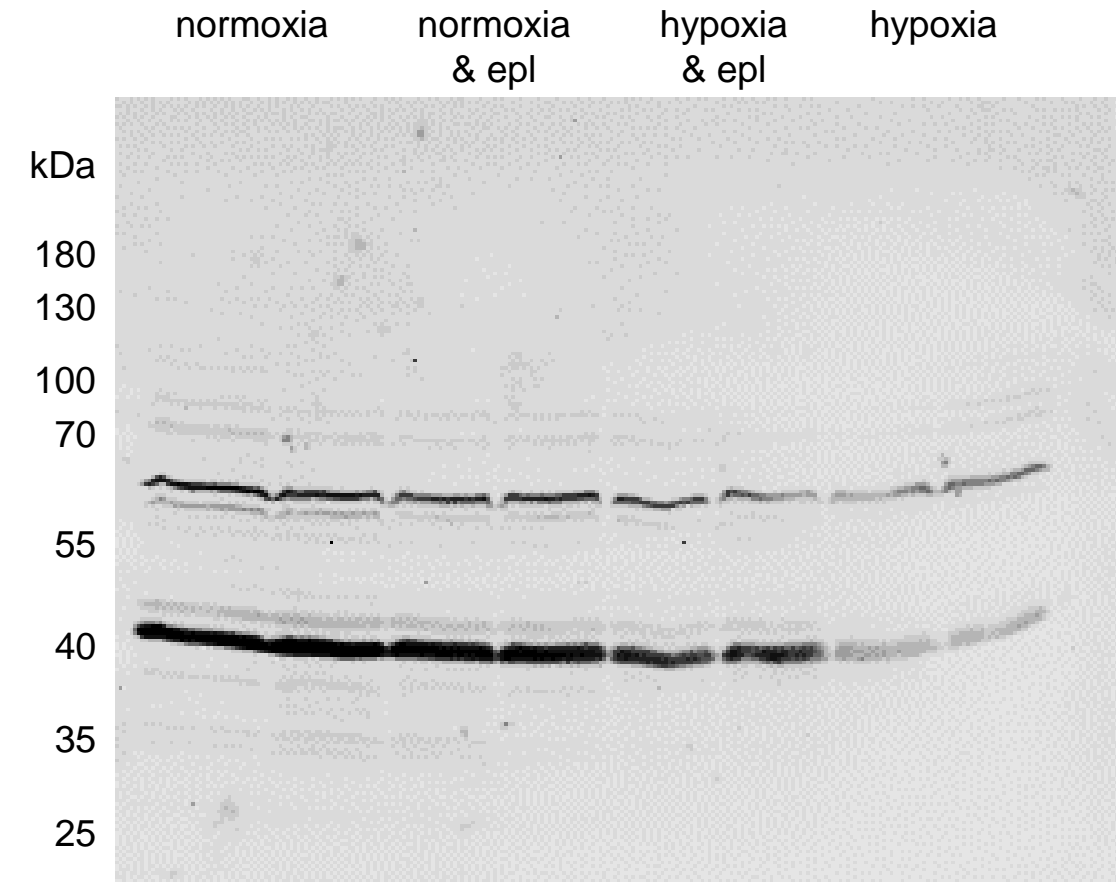

1. AB: PPAR $\alpha$  (1:500) ABCAM (ab126285)  
2. AB: anti-Rabbit (CellSignaling) 1:2000

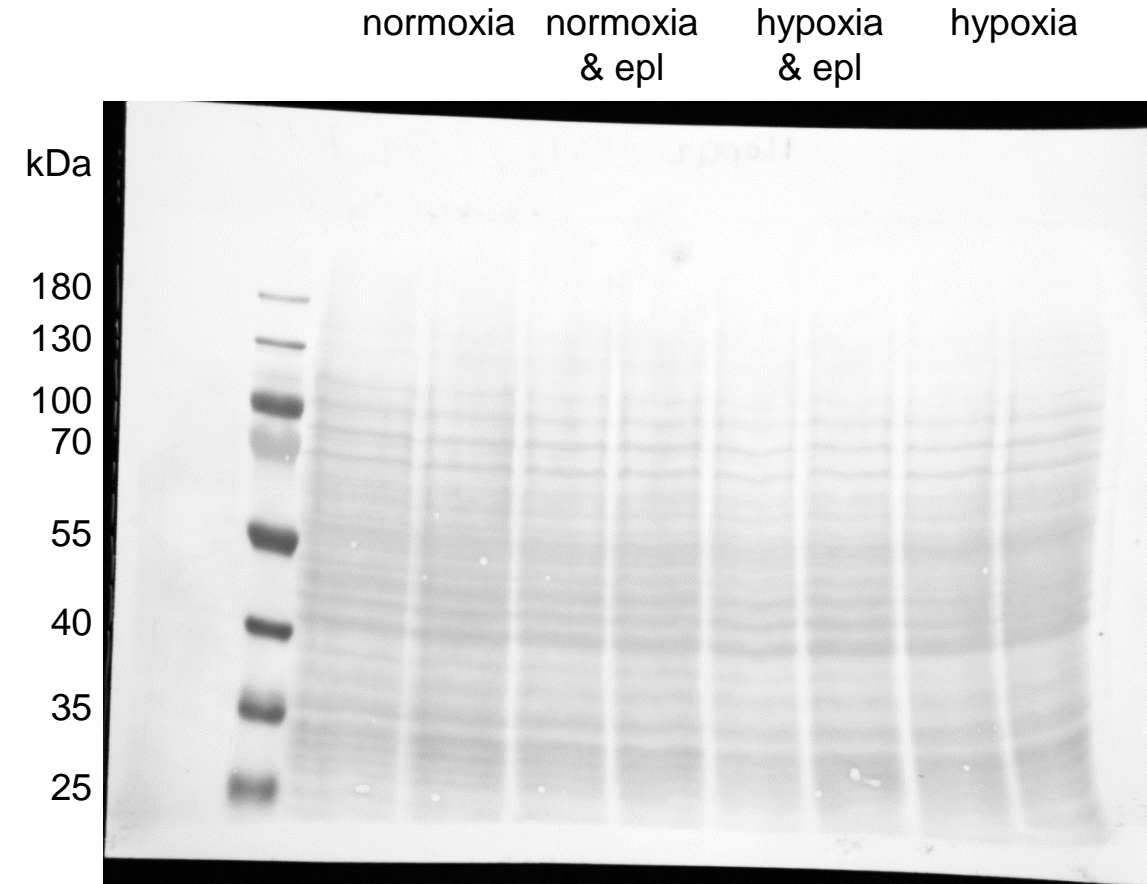

Ponceau

**cell type:** HepG2, passage x+6

**target protein:** PPAR $\alpha$

**WB date:** 08.03.2023

**incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**date of experiment:** 25.01.2023

**MW:** ~52 kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

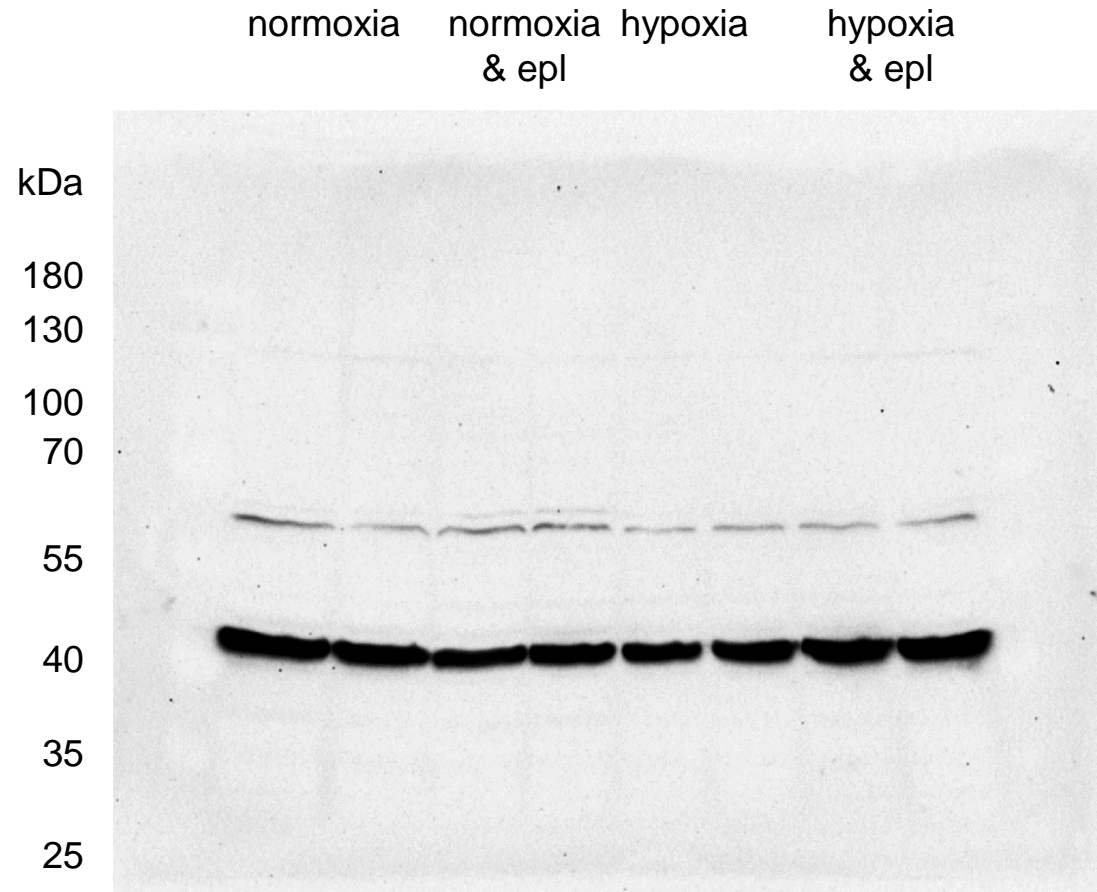

1. AB: PPAR $\alpha$  (1:500) ABCAM (ab126285)  
2. AB: anti-Rabbit (CellSignaling) 1:2000

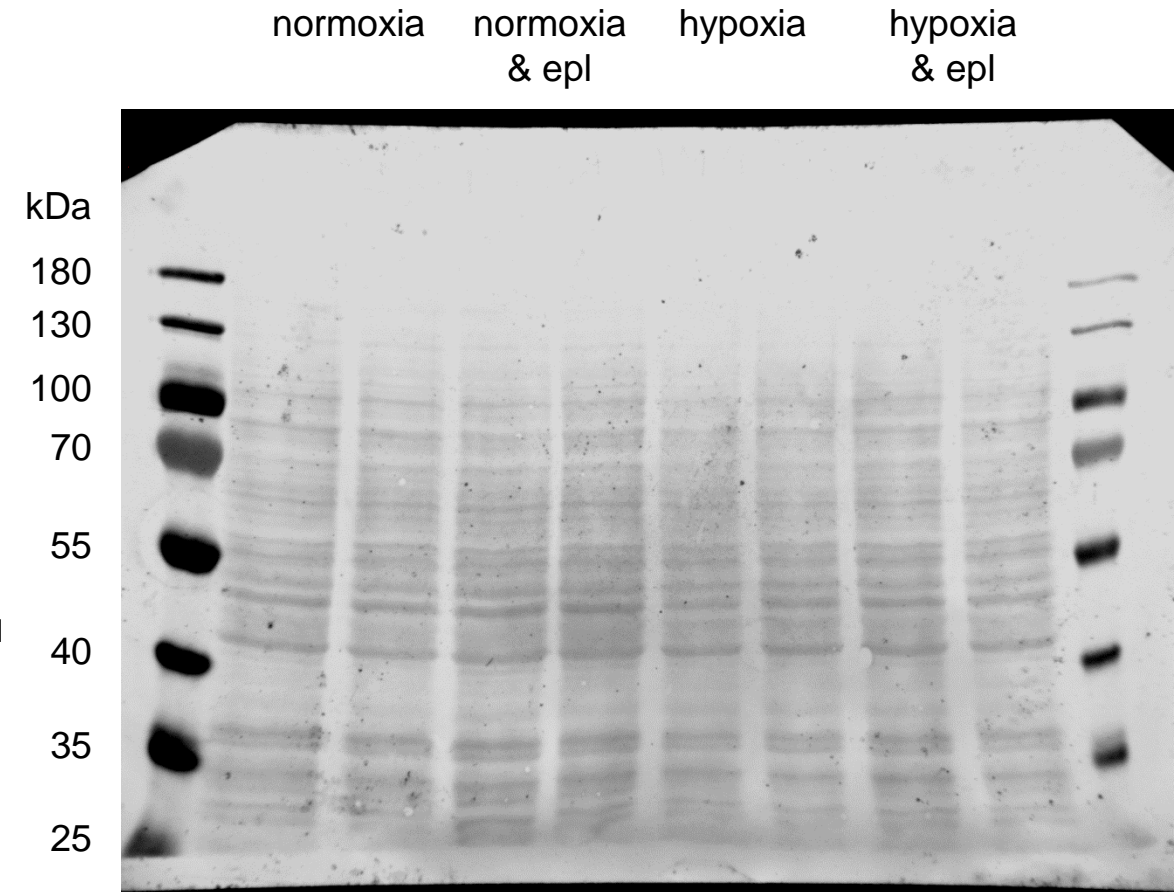

Ponceau

**cell type:** HepG2, passage x+8

**target protein:** PDK4

**WB date:** 07.12.2022

**incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**date of experiment:** 25.11.2022

**MW:** ~46 kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

normoxia   normoxia   hypoxia   hypoxia  
                  & epl                   & epl

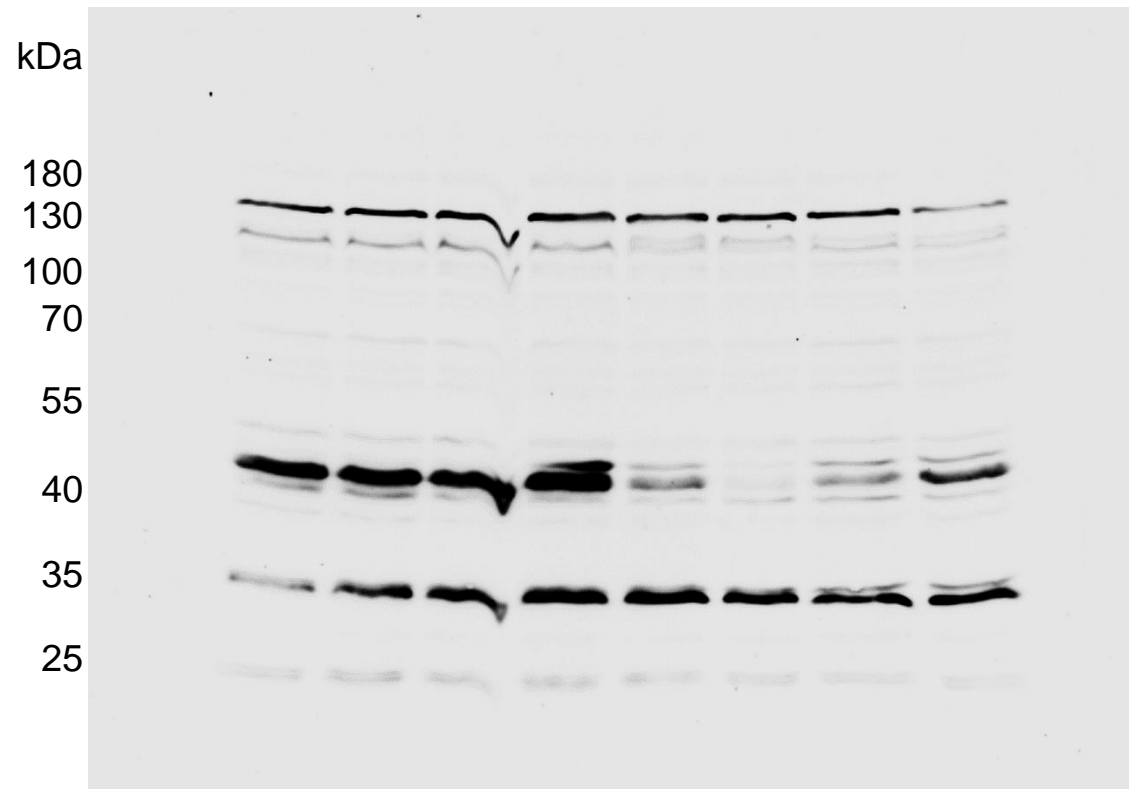

1. AB: PDK4 (1:1000) Boston  
2. AB: anti-Rabbit (CellSignaling) 1:2000

normoxia   normoxia   hypoxia   hypoxia  
                  & epl                   & epl

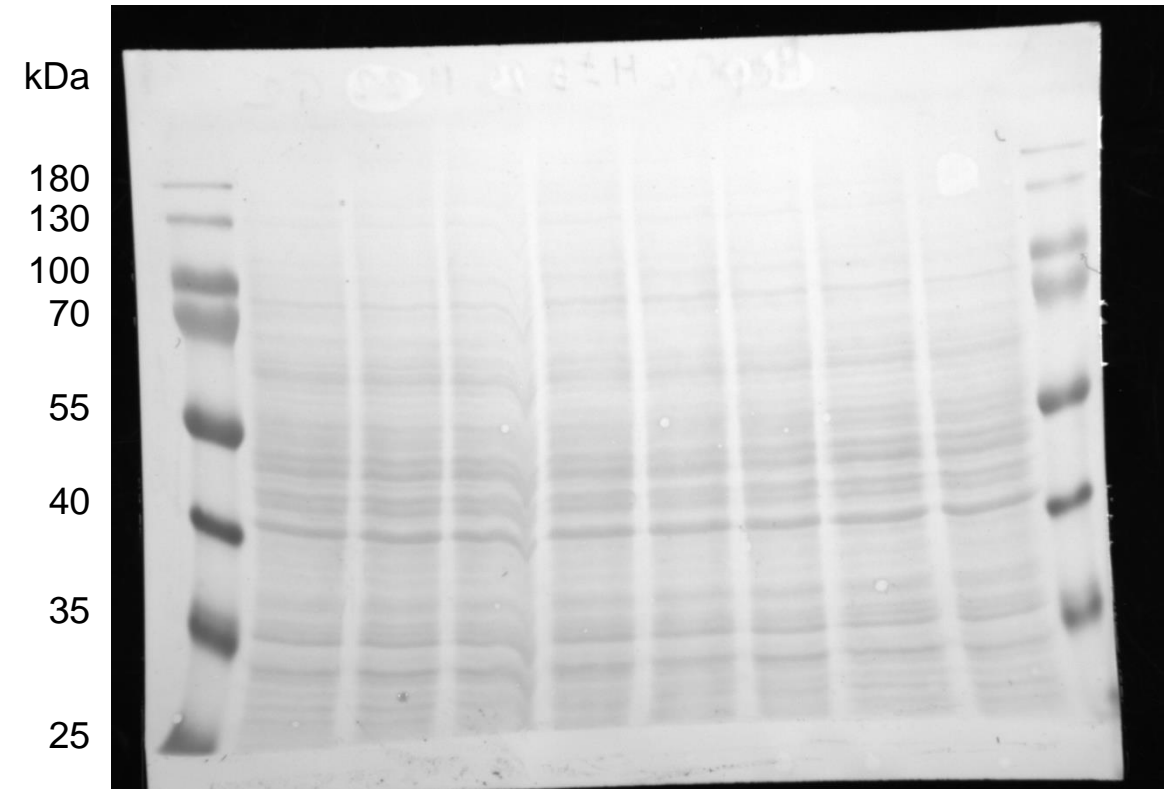

Ponceau

**cell type:** HepG2, passage x+7

**target protein:** PDK4

**WB date:** 20.12.2022

**incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**positive control:** pCMV6-PDK4 (~ 50 kDa)

**date of experiment:** 16.12.2022

**MW:** ~46 kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

normoxia    normoxia & epl    hypoxia    hypoxia & epl    positive control

kDa

180  
130  
100  
70  
55  
40  
35

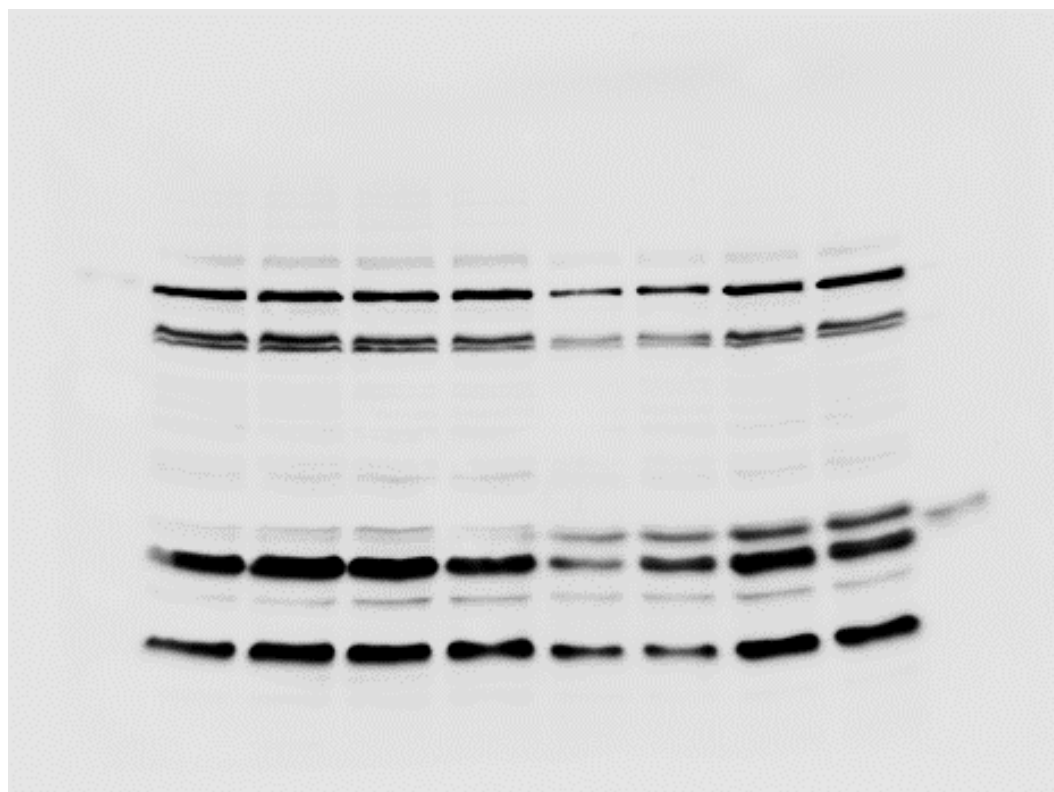

1. AB: PDK4 (1:1000) Boston  
2. AB: anti-Rabbit (CellSignaling) 1:2000

normoxia    normoxia & epl    hypoxia    hypoxia & epl    positive control

kDa

180  
130  
100  
70  
55  
40  
35

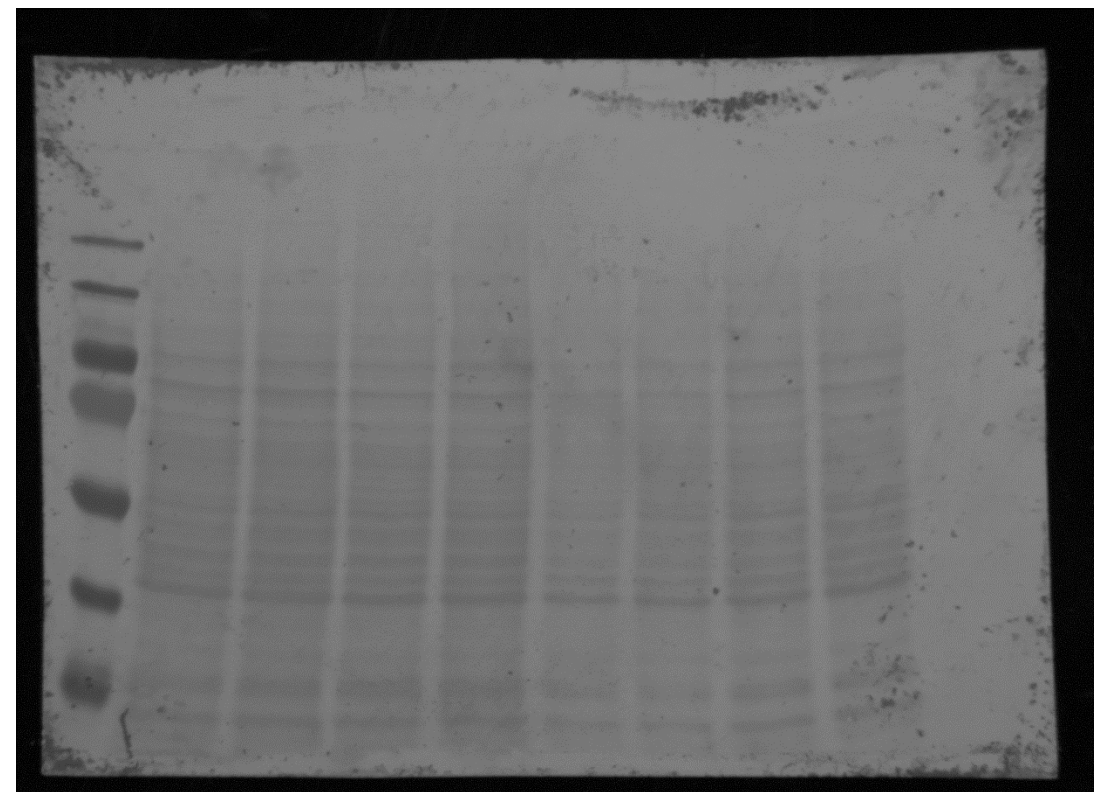

Ponceau

**cell type:** HepG2, passage x+8

**target protein:** PDK4

**WB date:** 18.01.2023

**incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**positive control:** pCMV6-PDK4 (~ 50 kDa)

**date of experiment:** 16.12.2022

**MW:** ~46 kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

normoxia    normoxia & epl    hypoxia    hypoxia & epl    positive control

kDa

180  
130  
100  
70  
55  
40  
35  
25

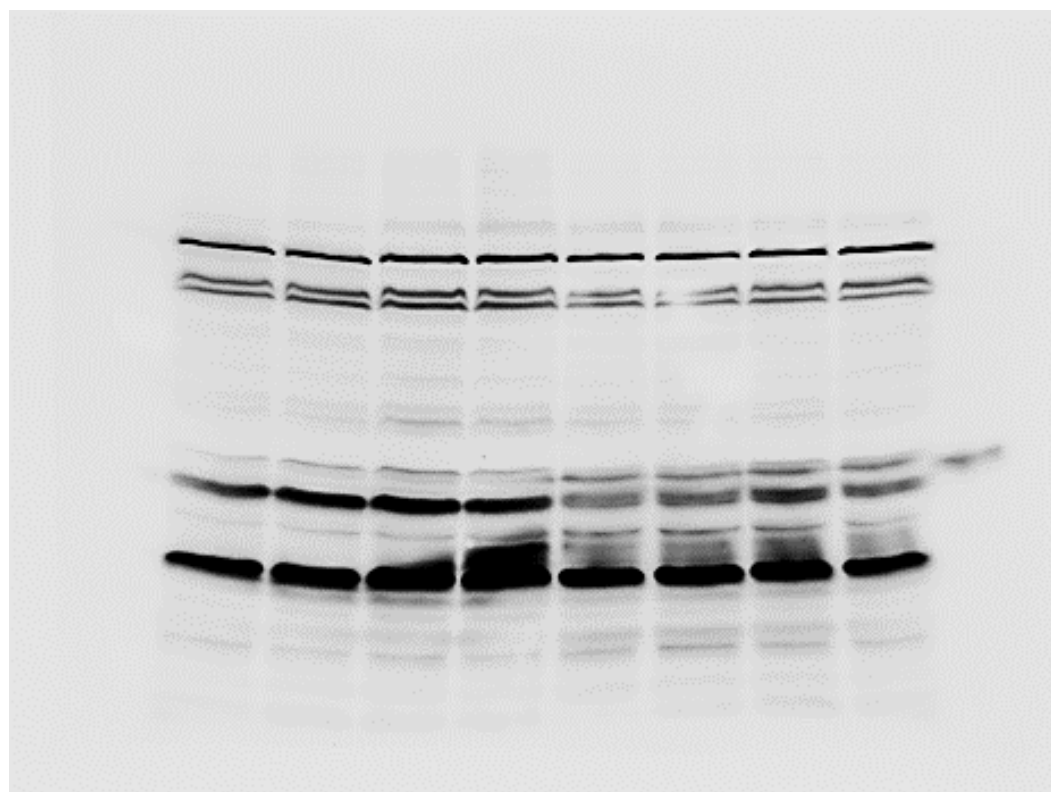

1. AB: PDK4 (1:1000) Boston

2. AB: anti-Rabbit (CellSignaling) 1:2000

normoxia    normoxia & epl    hypoxia    hypoxia & epl    positive control

kDa

180  
130  
100  
70  
55  
45  
35  
25

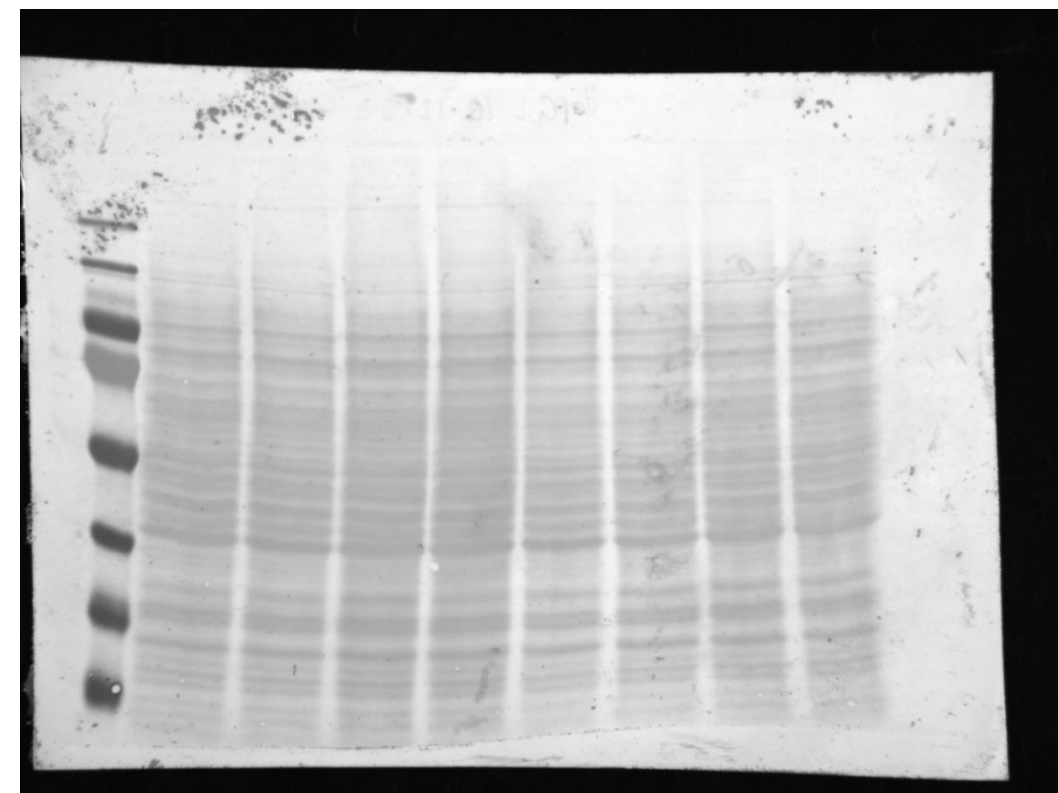

Ponceau

**cell type:** HepG2 cells, passage x+9

**target protein:** PDK4

**WB date:** 18.01.2023

**incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**positive control:** pCMV6-PDK4 (~ 50 kDa)

**date of experiment:** 16.12.2022

**MW:** ~46 kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

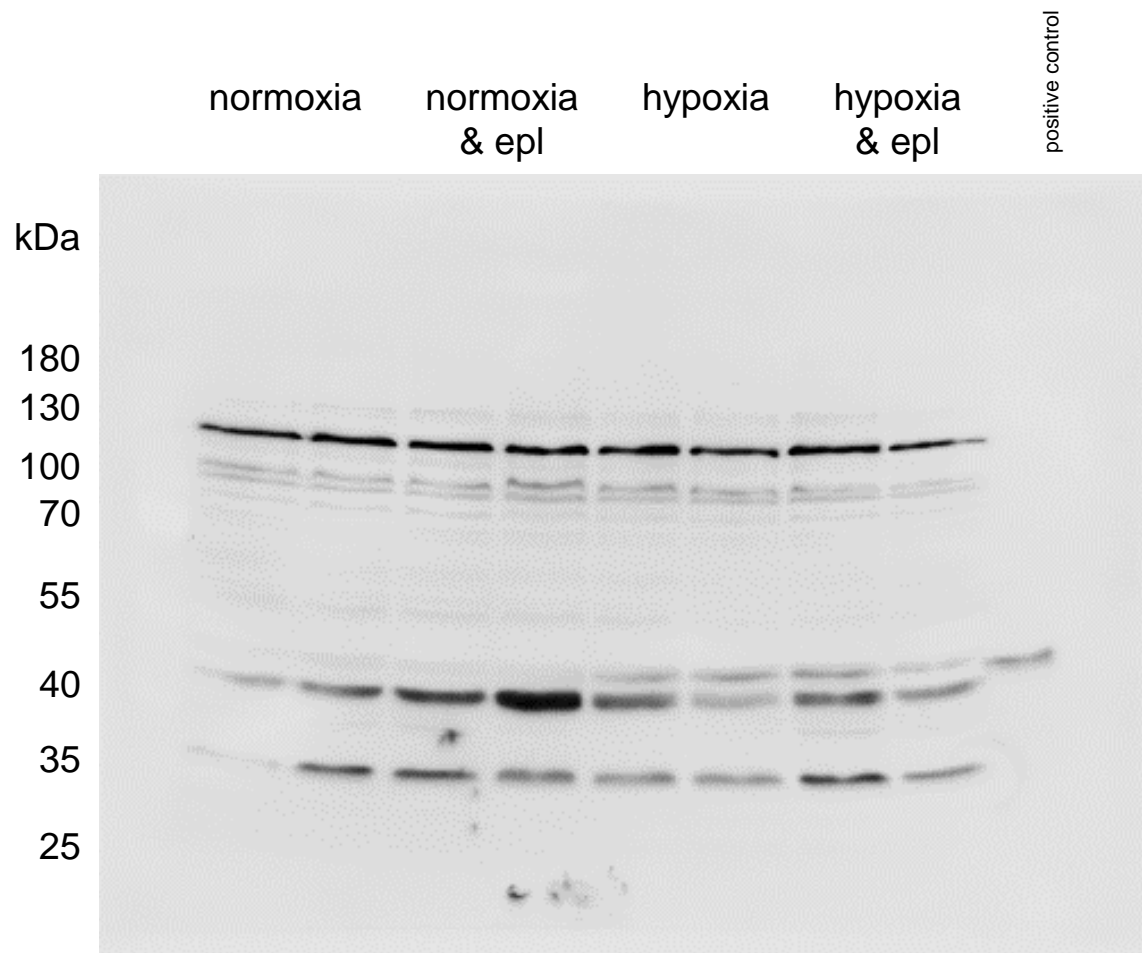

1. AB: PDK4 (1:1000) Boston  
2. AB: anti-Rabbit (CellSignaling) 1:2000

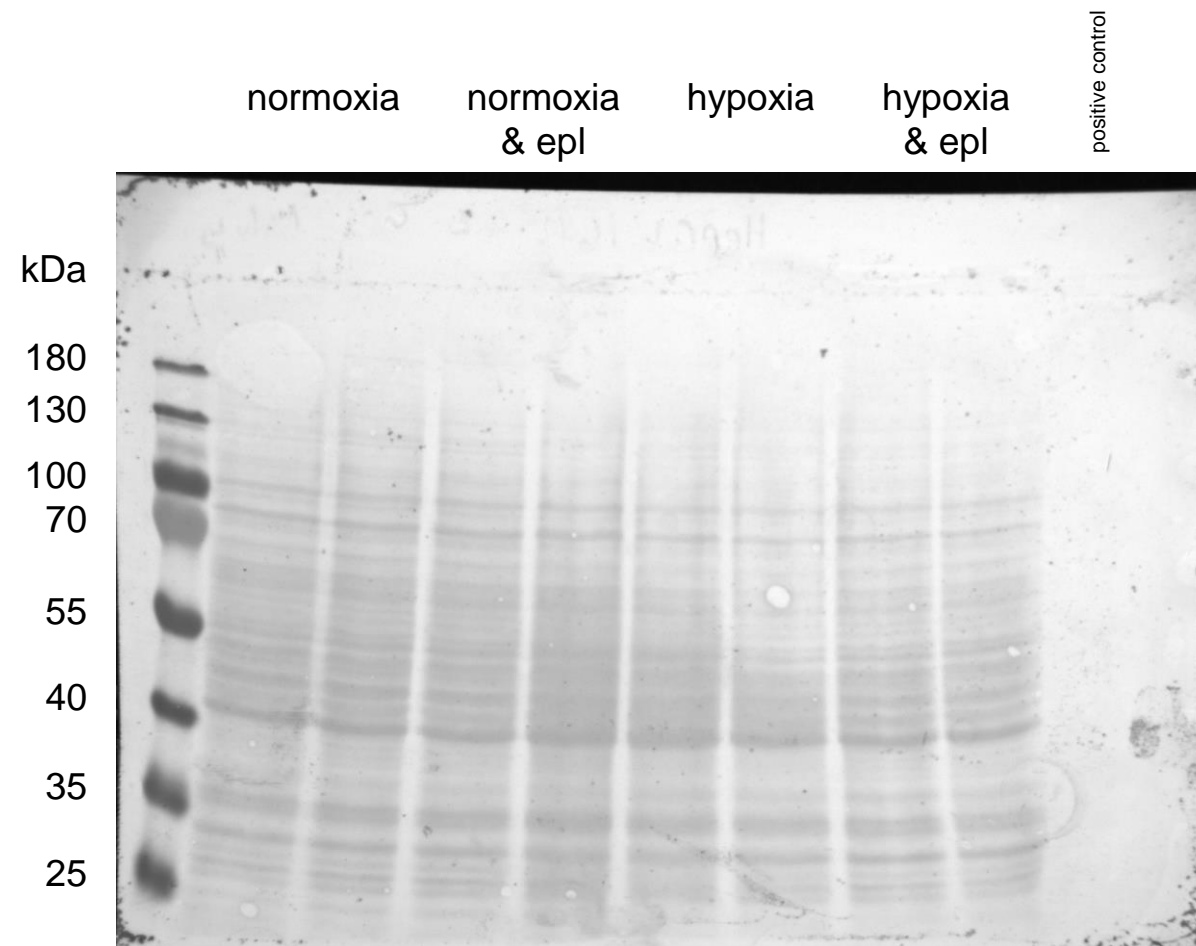

Ponceau

**cell type:** HepG2, passage x+11

**target protein:** PDK4

**WB date:** 18.01.2023

**Incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**positive control:** pCMV6-PDK4 (~ 50 kDa)

**date of experiment:** 22.12.2022

**MW:** ~46kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

normoxia    normoxia & epl    hypoxia    hypoxia & epl    positive control

kDa

180  
130  
100  
70  
55  
40  
35

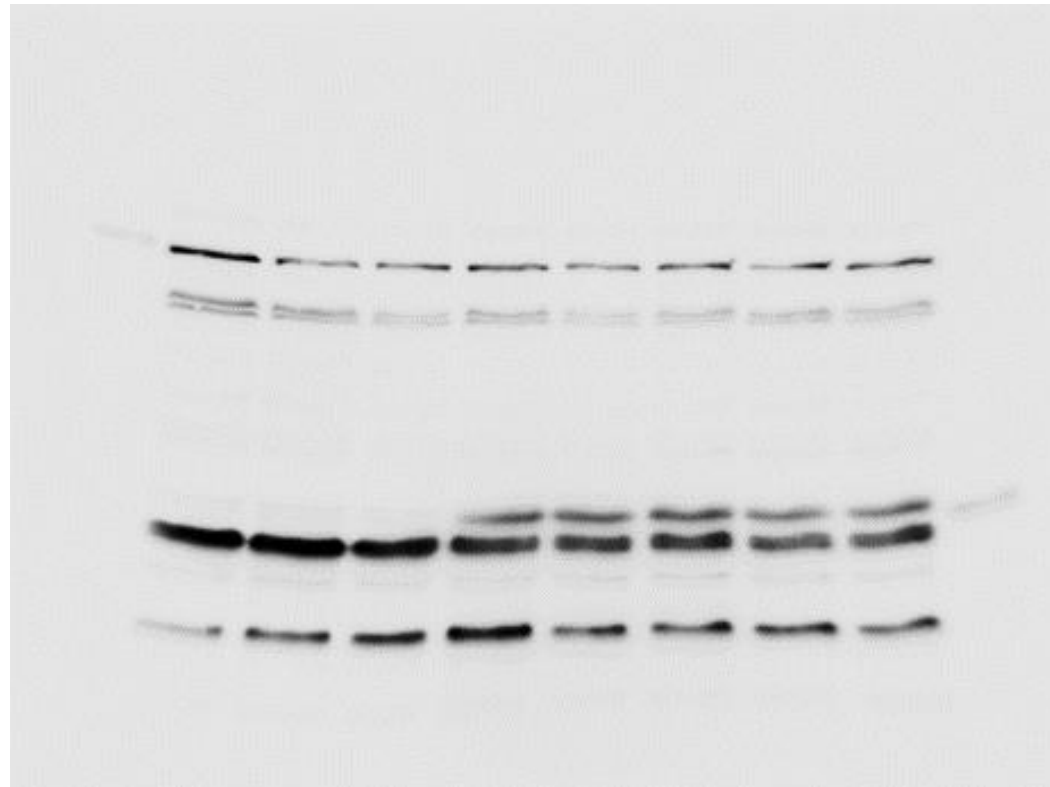

1. AB: PDK4 (1:1000) Boston

2. AB: anti-Rabbit (CellSignaling) 1:2000

normoxia    normoxia & epl    hypoxia    hypoxia & epl    positive control

kDa

180  
130  
100  
70  
55  
40  
35

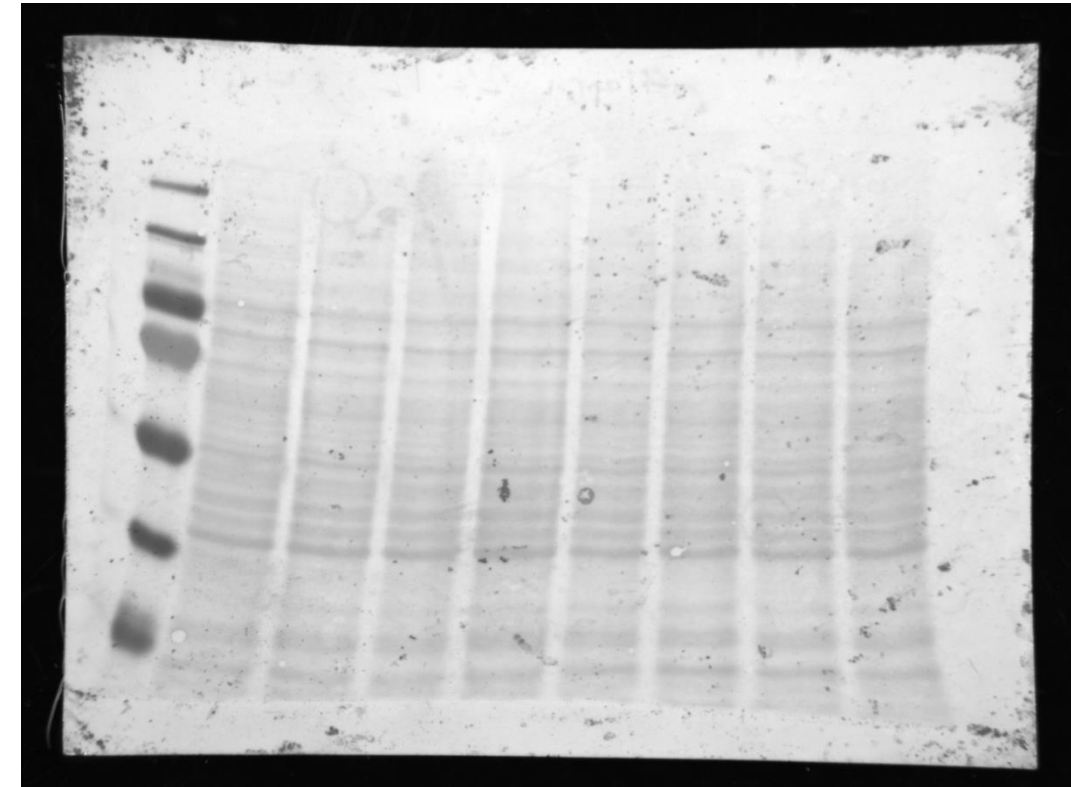

Ponceau

**cell type:** HepG2, passage x+6

**target protein:** PDK4

**WB date:** 07.03.2023

**Incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**date of experiment:** 25.01.2023

**MW:** ~46 kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

normoxia    normoxia & epl    hypoxia    hypoxia & epl

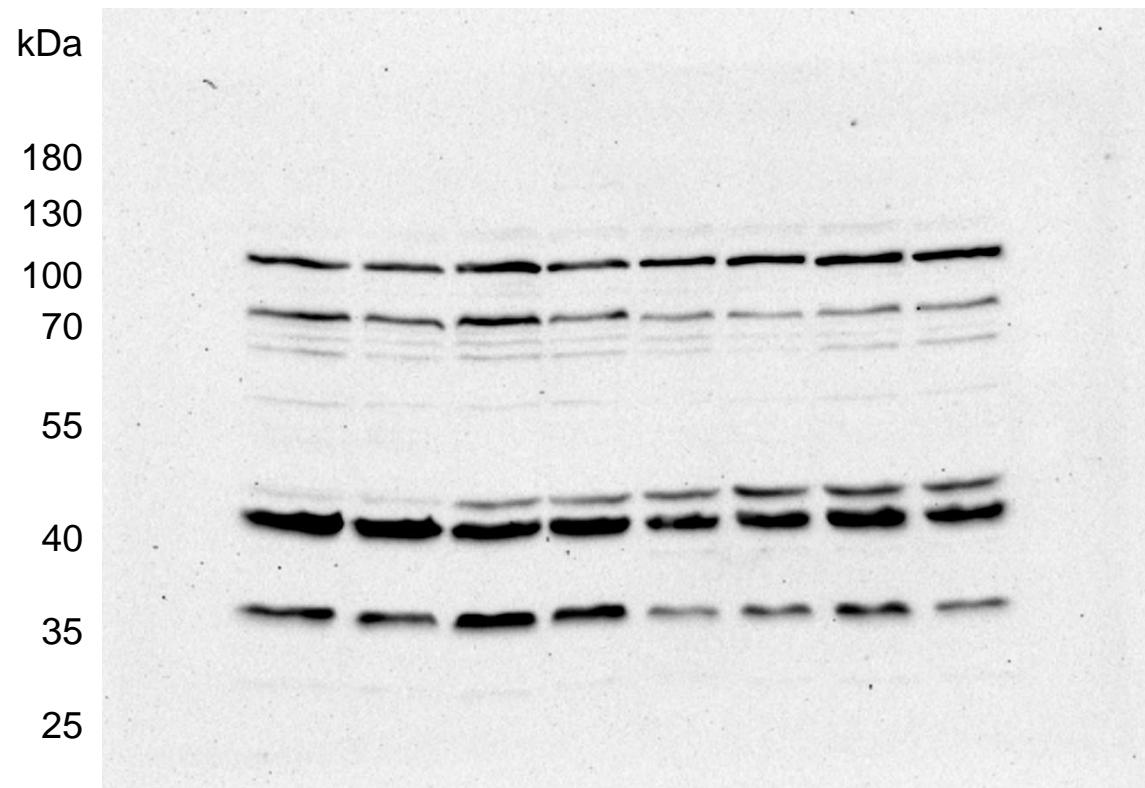

1. AB: PDK4 (1:1000) Boston  
2. AB: anti-Rabbit (CellSignaling) 1:2000

normoxia    normoxia & epl    hypoxia    hypoxia & epl

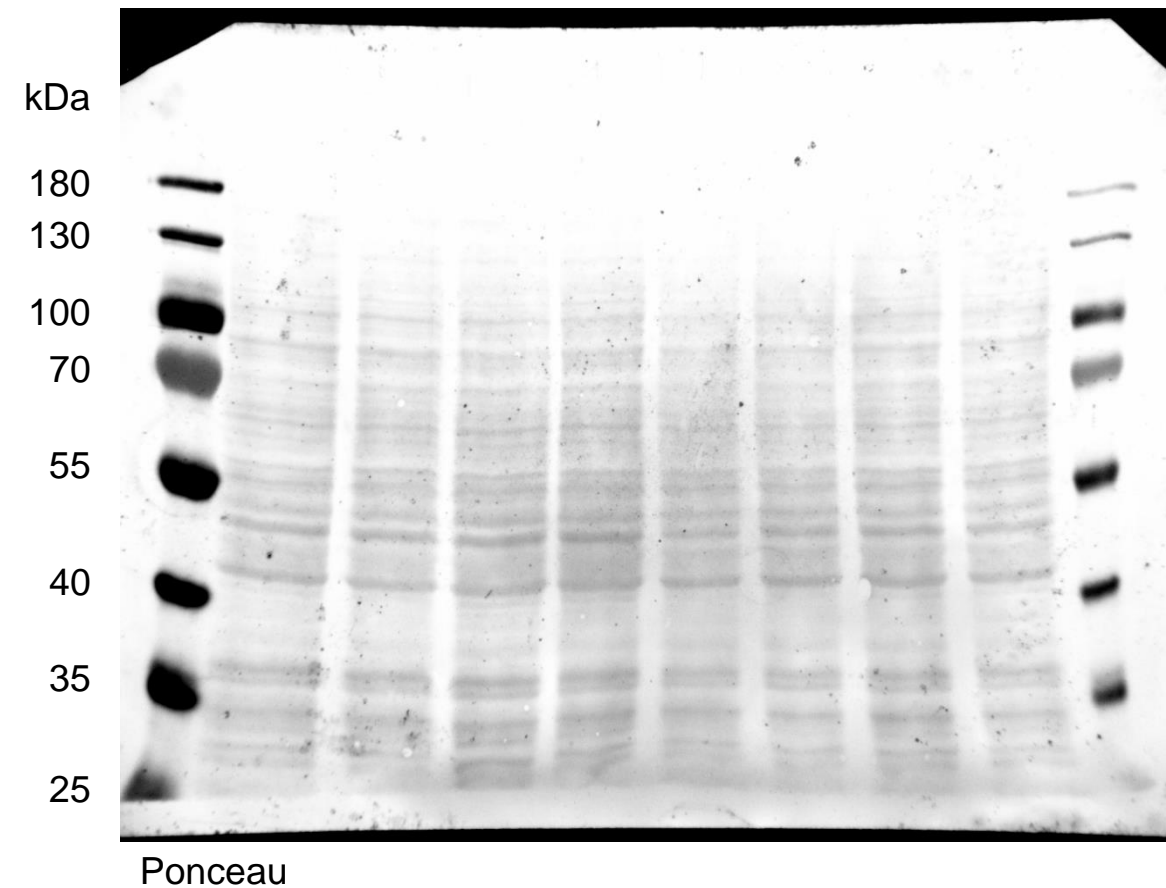

**cell type:** HepG2, passage x+11

**target protein:** ABCC2

**WB date:** 15.03.2023

**incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**date of experiment:** 22.12.2022

**MW:** ~250 kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

normoxia    normoxia & epl    hypoxia    hypoxia & epl

kDa

300  
250  
180  
130  
100  
70

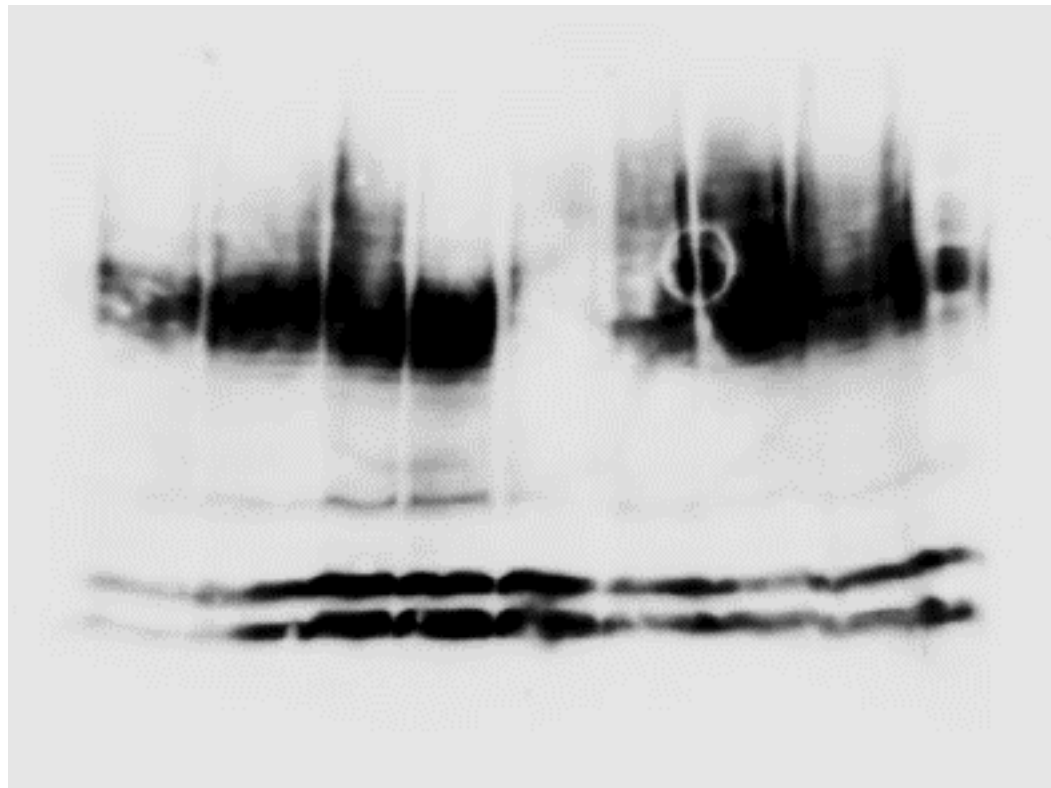

1. AB: ABCC2 (1:1000) #4446; Cell Signaling Technology  
2. AB: anti-Rabbit (CellSignaling) 1:2000

normoxia    normoxia & epl    hypoxia    hypoxia & epl

kDa

300  
250  
180  
130  
100  
70

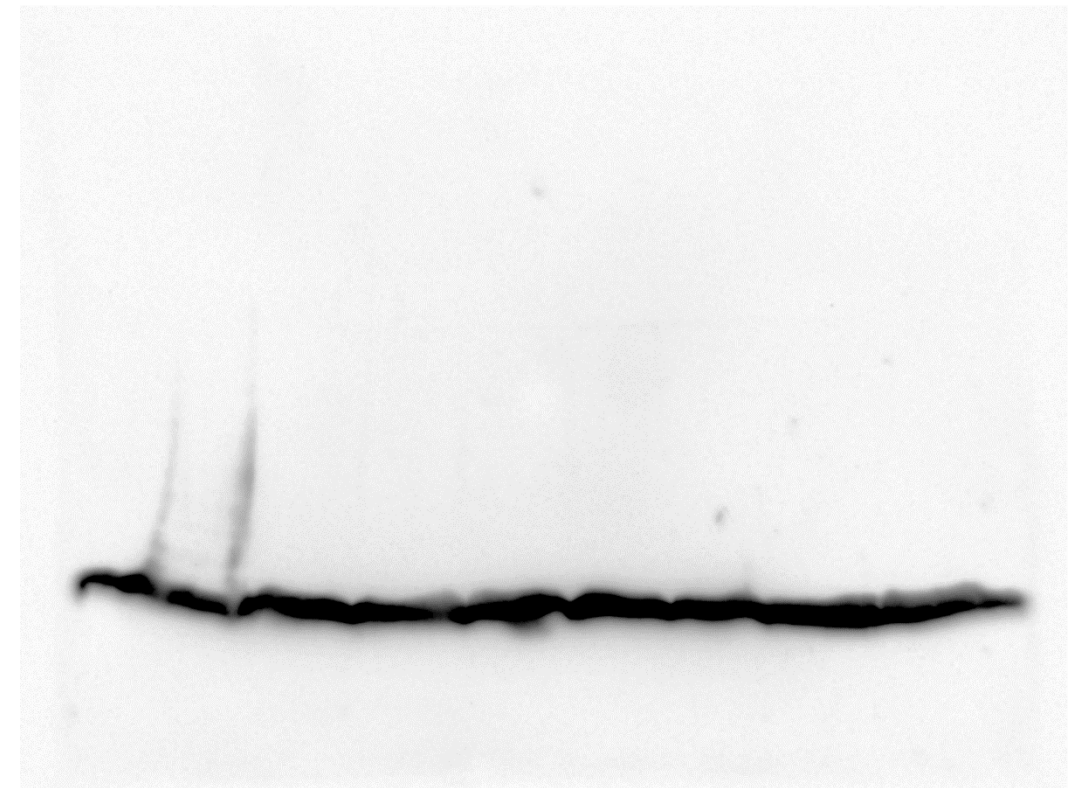

1. AB: HSP90 (1:2000) Cell Signalling # 4874; Cell Signalling  
2. AB anti-Rabbit (CellSignaling) 1:2000

**Cell type:** HepG2, passage x+12

**target protein:** ABCC2

**WB date:** 15.03.2023

**Incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**date of experiment:** 23.12.2022

**MW:** ~250 kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

normoxia    normoxia & epl    hypoxia    hypoxia & epl

kDa  
300  
250  
180  
130  
100  
70

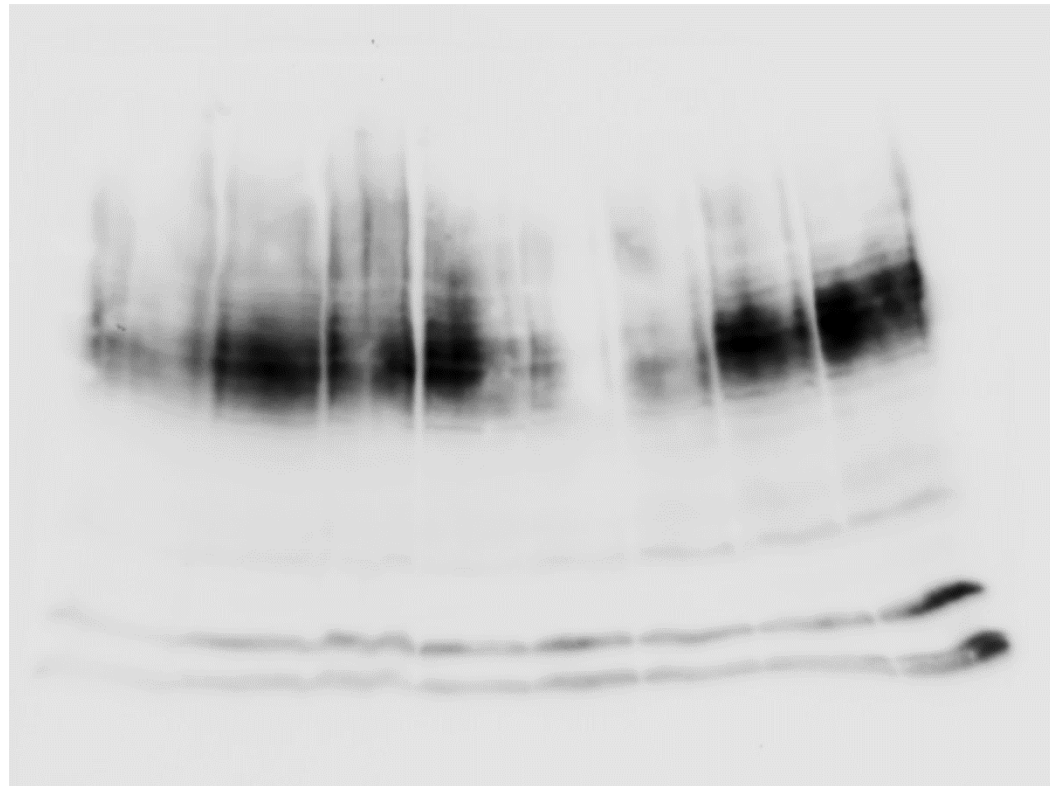

1. AB: ABCC2 (1:1000) #4446; Cell Signaling Technology  
2. AB anti-Rabbit (CellSignaling) 1:2000

normoxia    normoxia & epl    hypoxia    hypoxia & epl

kDa  
300  
250  
180  
130  
100  
70

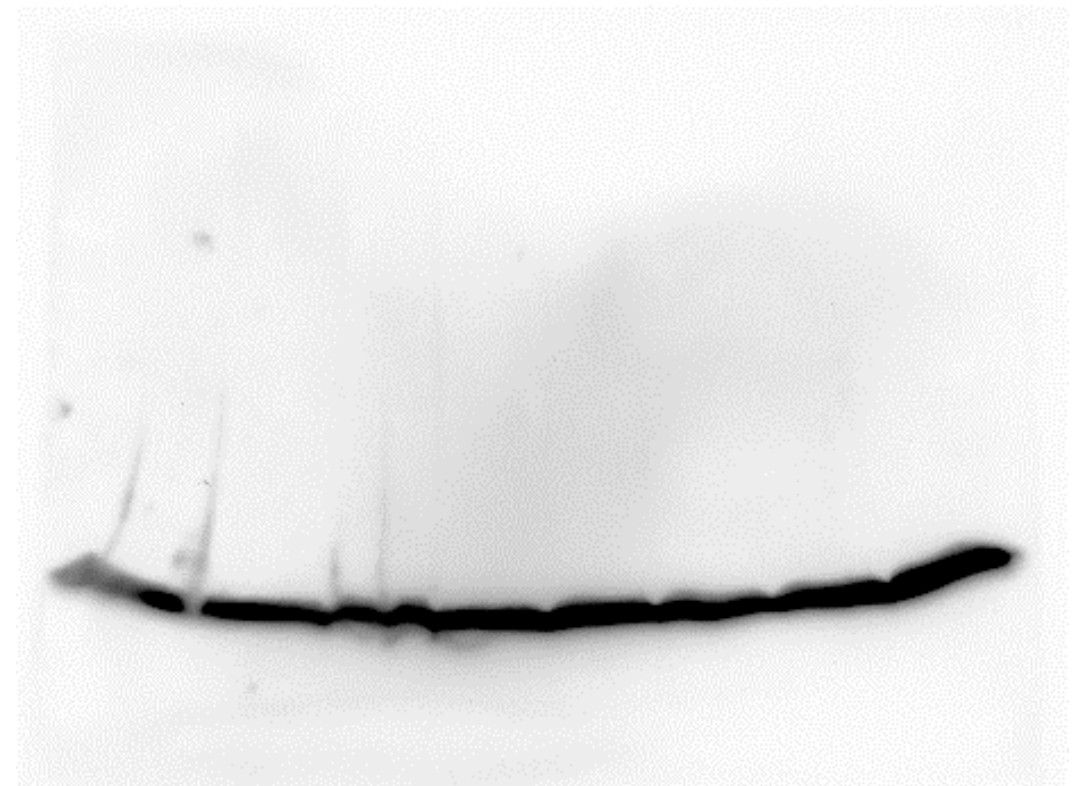

1. AB: HSP90 (1:2000) Cell Signalling # 4874; Cell Signalling  
2. AB: anti-Rabbit (CellSignaling) 1:2000

**Cell type:** HepG2, passage x+9

**target protein:** ABCC2

**WB date:** 30.11.2022

**Incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**date of experiment:** 25.11.2022

**MW:** ~250 kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

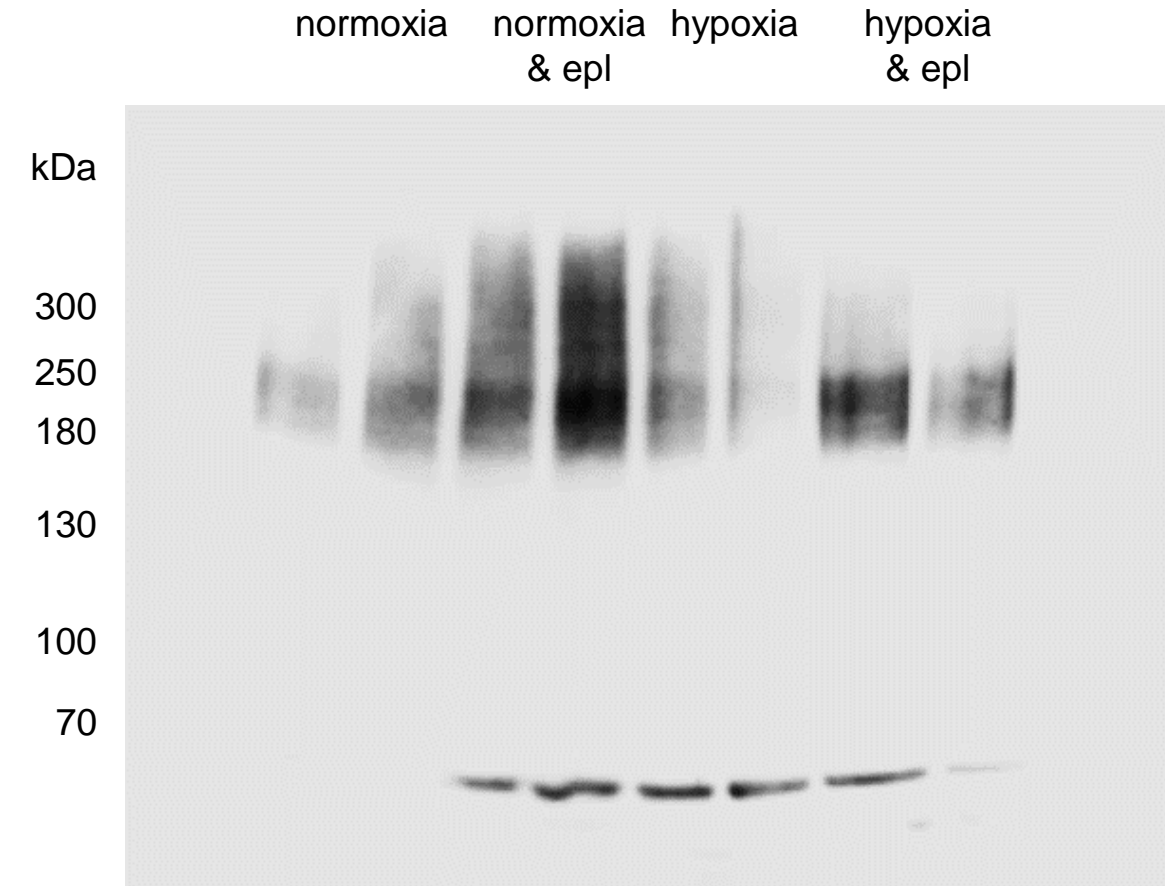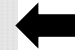

1. AB: ABCC2 (1:1000) #4446; Cell Signaling Technology  
2. AB: anti-Rabbit (CellSignaling) 1:2000

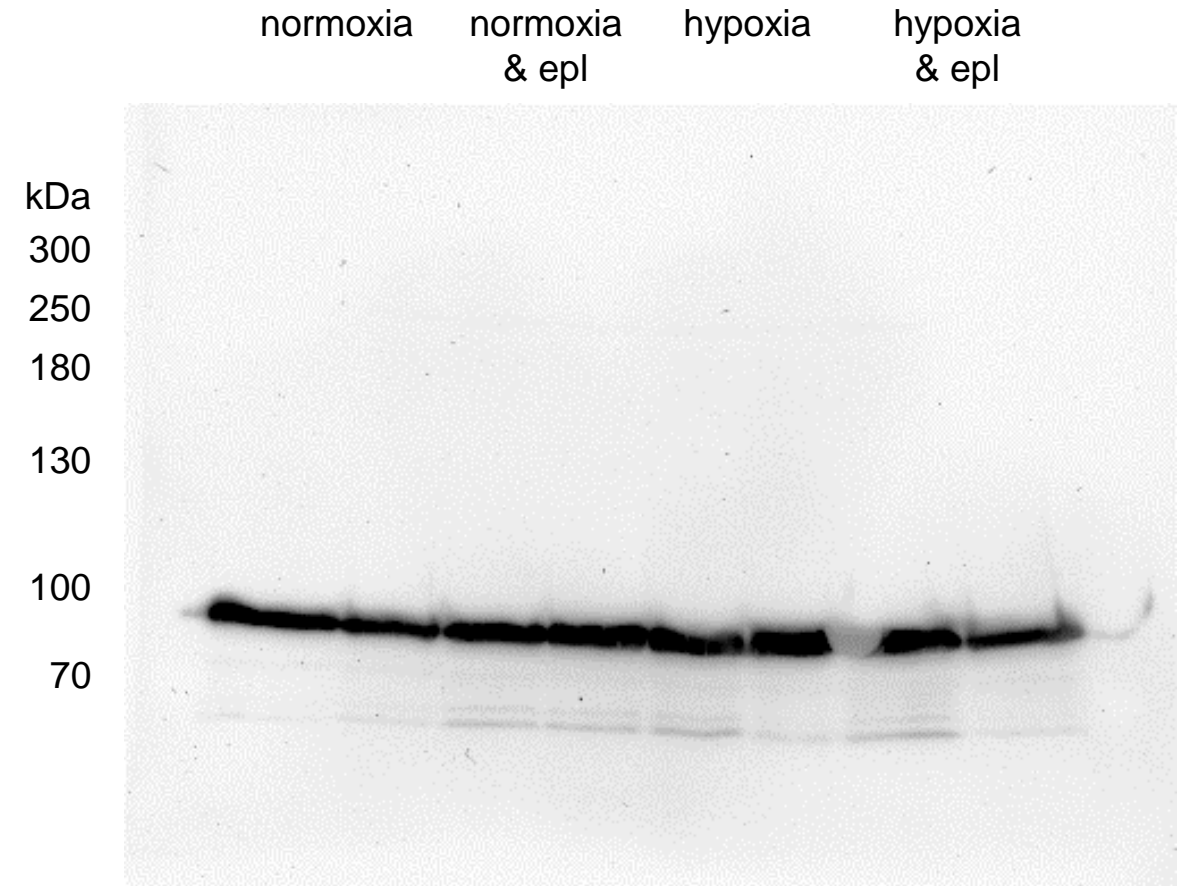

1. AB: HSP90 (1:2000) Cell Signalling # 4874; Cell Signalling  
2. AB: anti-Rabbit (CellSignaling) 1:2000

**cell type:** HepG2, passage x+19  
**target protein:** ABCC2  
**WB date:** 10.11.2022  
**incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**date of experiment:** 14.10.2022  
**MW:** ~250 kDa  
**Marker :** PageRuler (Thermo Fisher Scientific)  
**duration:** 24h

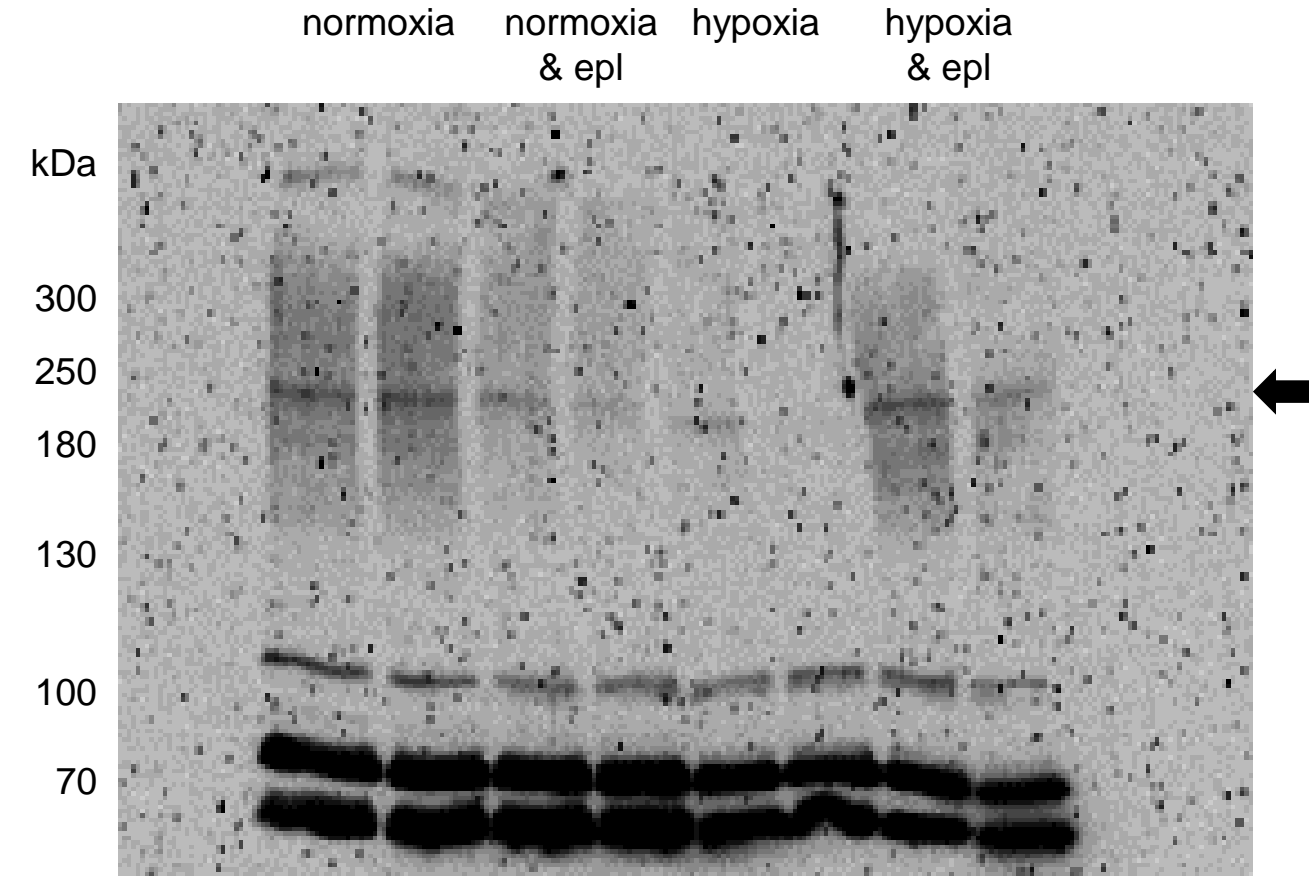

1. AB: ABCC2 (1:1000) #4446; Cell Signaling Technology  
2. AB anti-Rabbit (CellSignaling) 1:2000

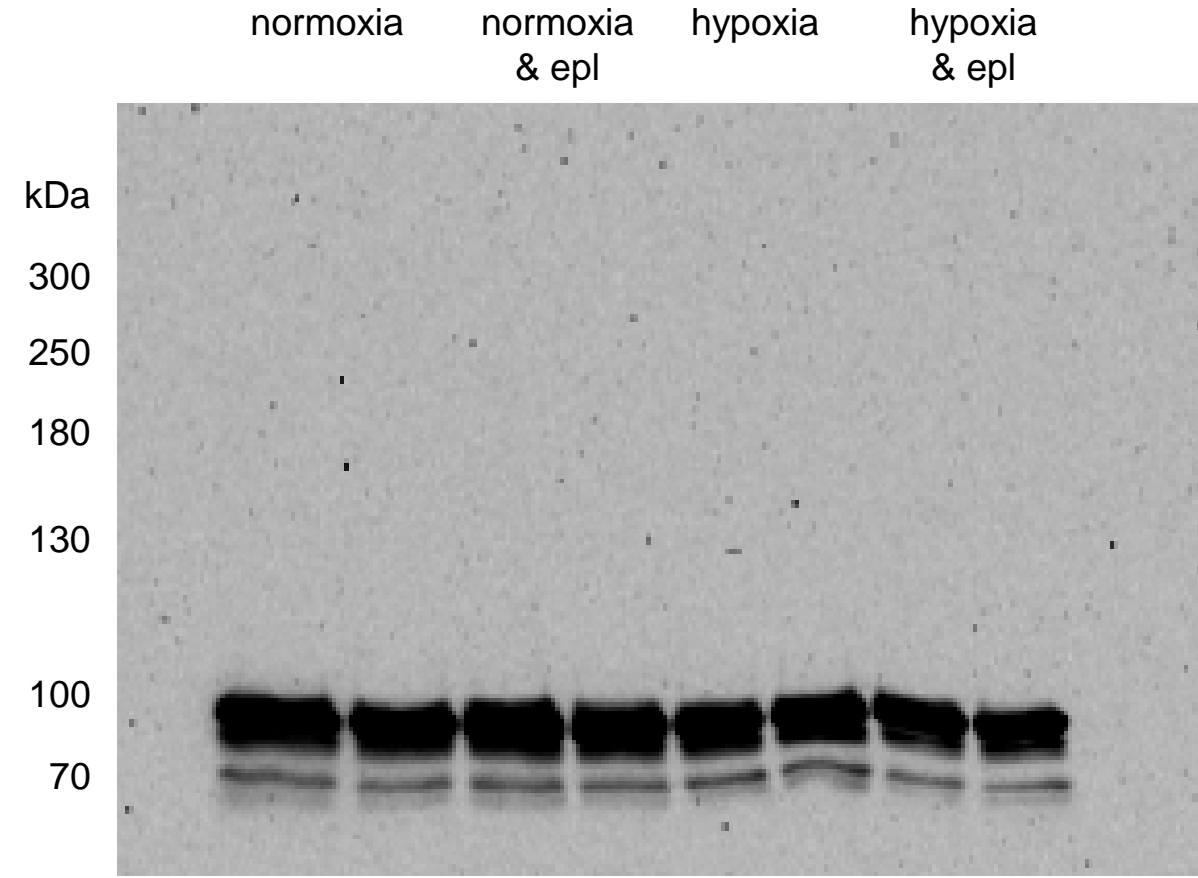

1. AB: HSP90 (1:2000) Cell Signalling # 4874; Cell Signalling  
2. AB: anti-Rabbit (CellSignaling) 1:2000

**cell type:** HepG2, passage x+18  
**target protein:** ABCC2  
**WB date:** 10.11.2022  
**incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**date of experiment:** 14.10.2022  
**MW:** ~250 kDa  
**Marker :** PageRuler (Thermo Fisher Scientific)  
**duration:** 24h

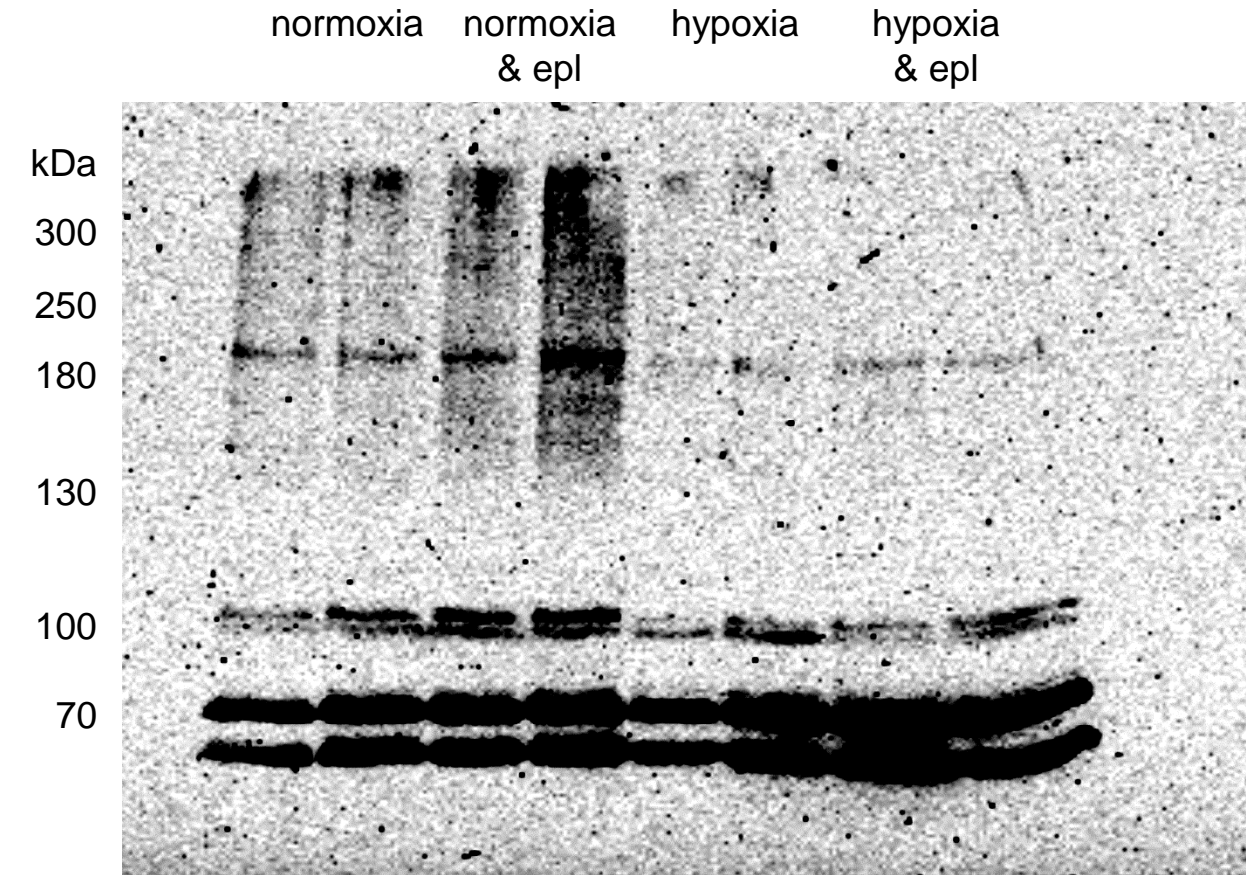

1. AB: ABCC2 (1:1000) #4446; Cell Signaling Technology  
2. AB anti-Rabbit (CellSignaling) 1:2000

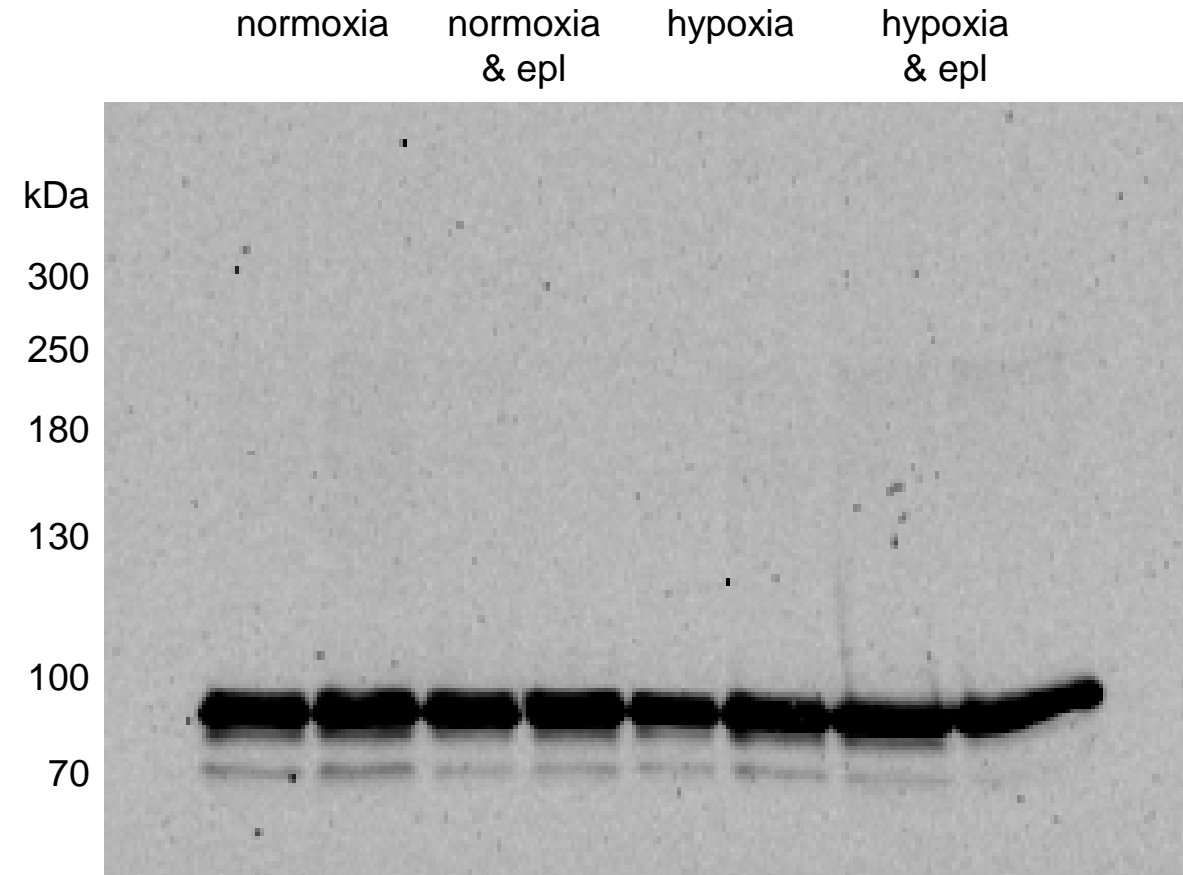

1. AB: HSP90 (1:2000) Cell Signalling # 4874; Cell Signalling  
2. AB: anti-Rabbit (CellSignaling) 1:2000

**Cell type:** HepG2, passage x+7

**target protein:** AMACR

**WB date:** 04.01.2023

**Incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**date of experiment:** 16.12.2022

**MW:** ~42 kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

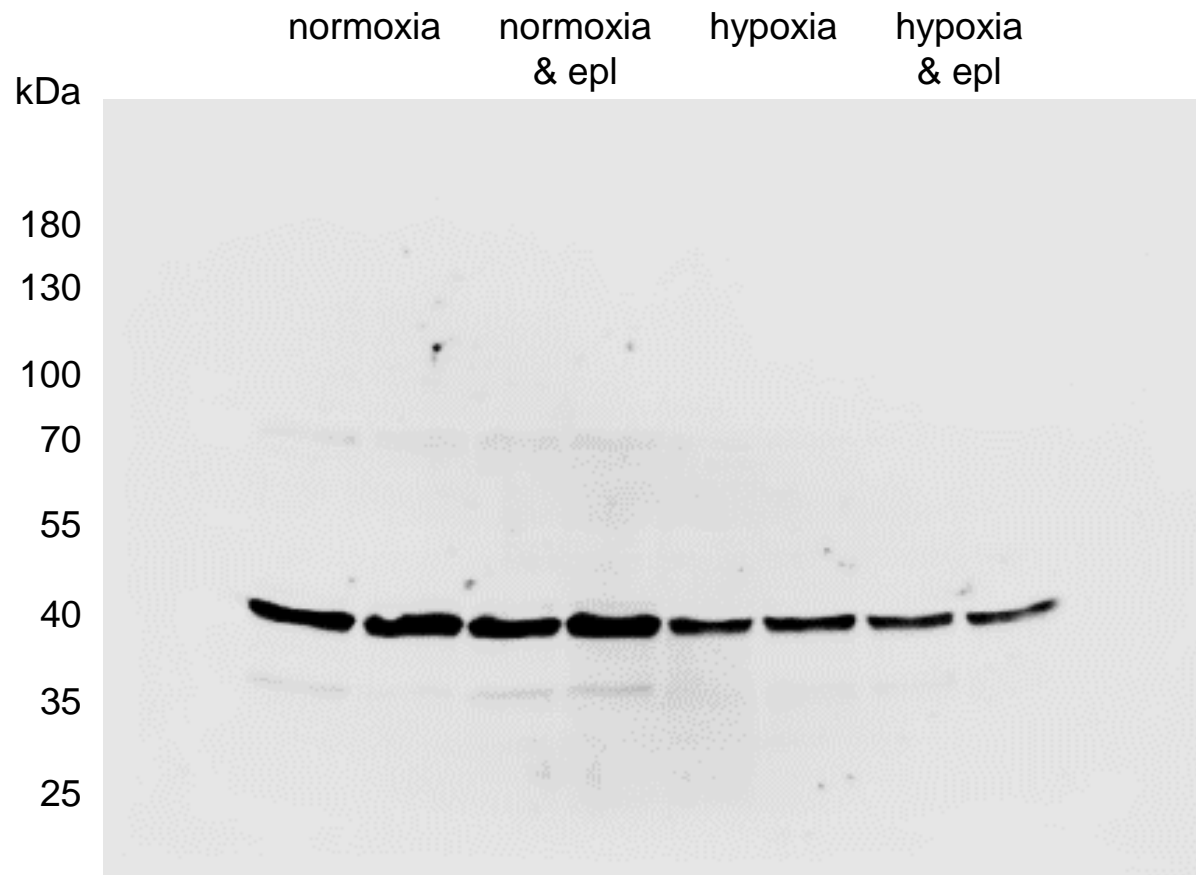

1. AB:AMACR (1:2000) #3207, Cell Signaling Technology  
2. AB: anti-Mouse(CellSignaling) 1:2000

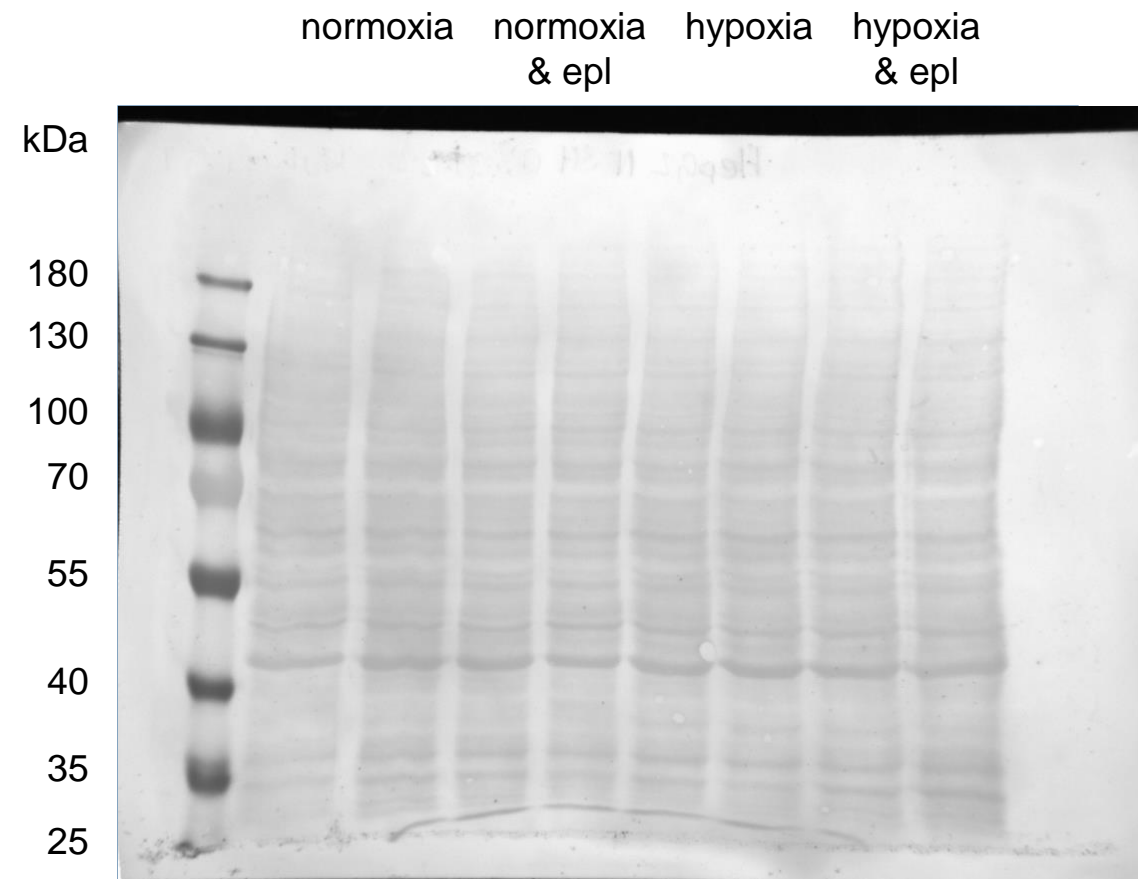

Ponceau

**cell type:** HepG2, passage x+8

**target protein:** AMACR

**WB date:** 05.01.2023

**incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**date of experiment:** 16.12.2022

**MW:** ~42 kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

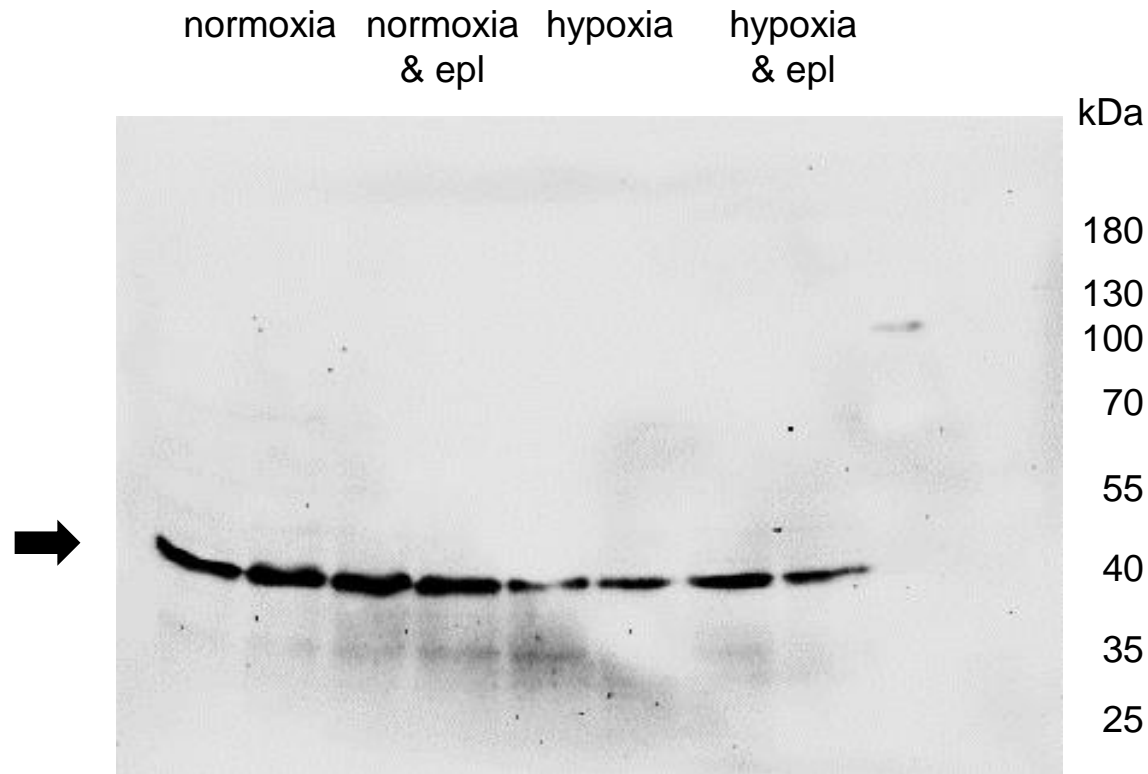

1. AB: AMACR (1:2000) #3207, Cell Signaling Technology
2. AB: anti-Mouse(CellSignaling) 1:2000

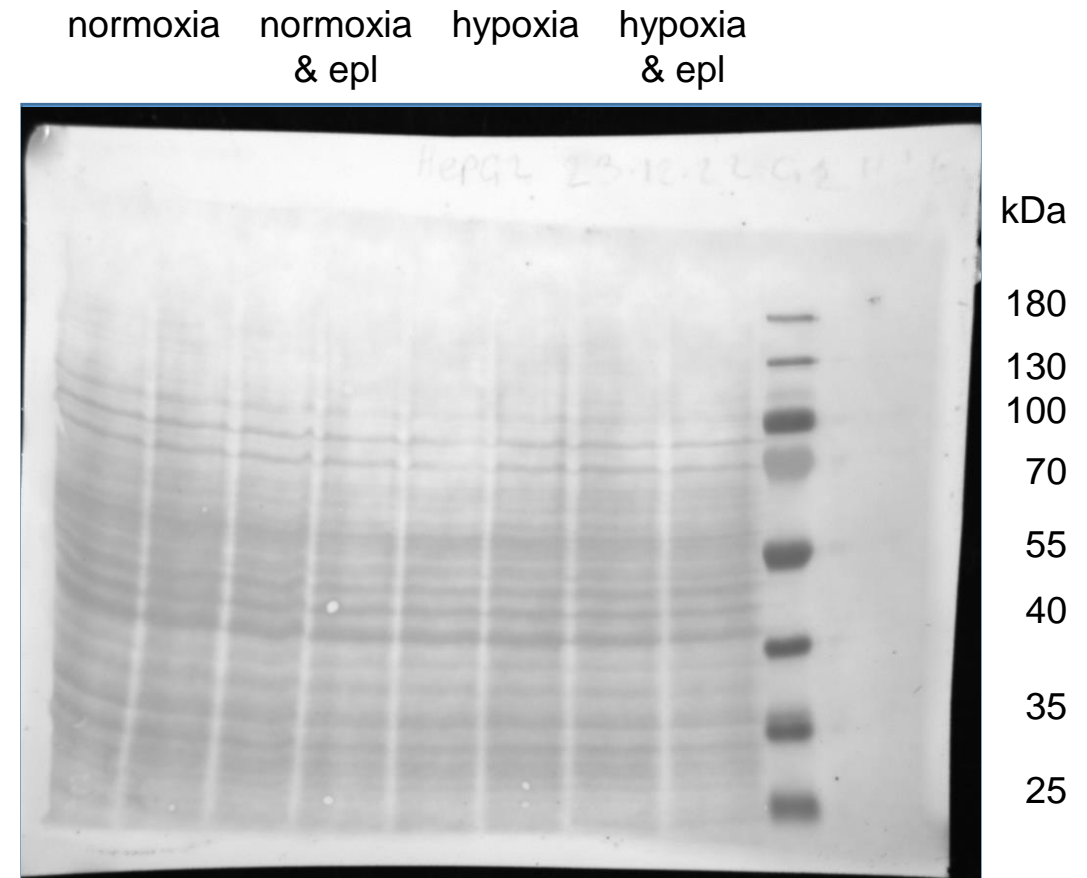

**Cell type:** HepG2, passage x+11

**target protein:** AMACR

**WB date:** 04.01.2023

**Incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**date of experiment:** 22.12.2022

**MW:** ~42kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

normoxia    normoxia & epl    hypoxia    hypoxia & epl

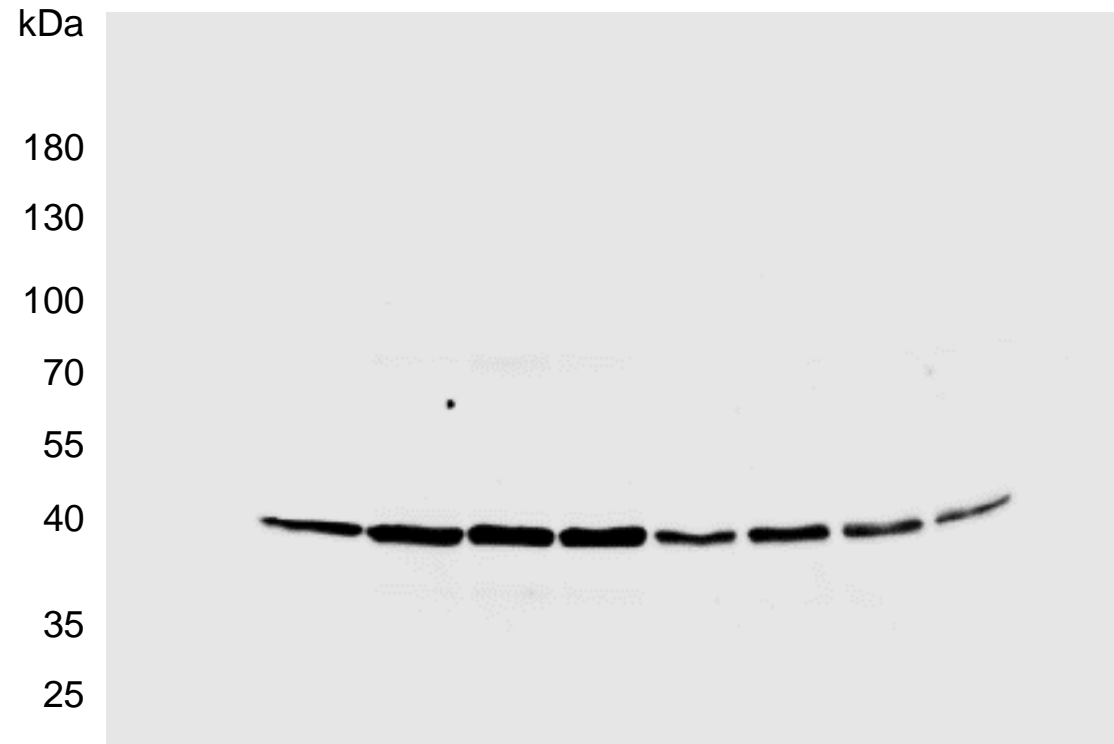

1. AB:AMACR (1:2000) #3207, Cell Signaling Technology  
2. AB: anti-Mouse(CellSignaling) 1:2000

normoxia    normoxia & epl    hypoxia    hypoxia & epl

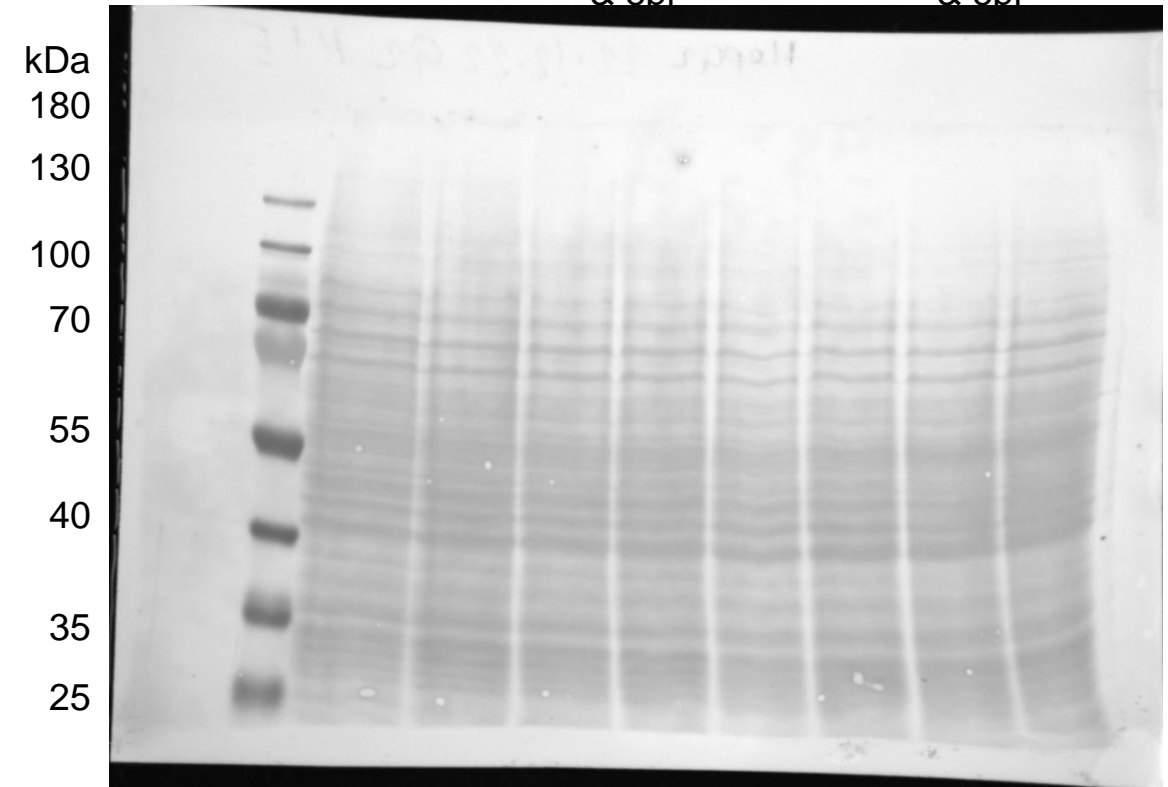

Ponceau

**cell type:** HepG2, passage x+12

**target protein:** AMACR

**WB date:** 05.01.2023

**Incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**date of experiment:** 23.12.2023

**MW:** ~42 kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

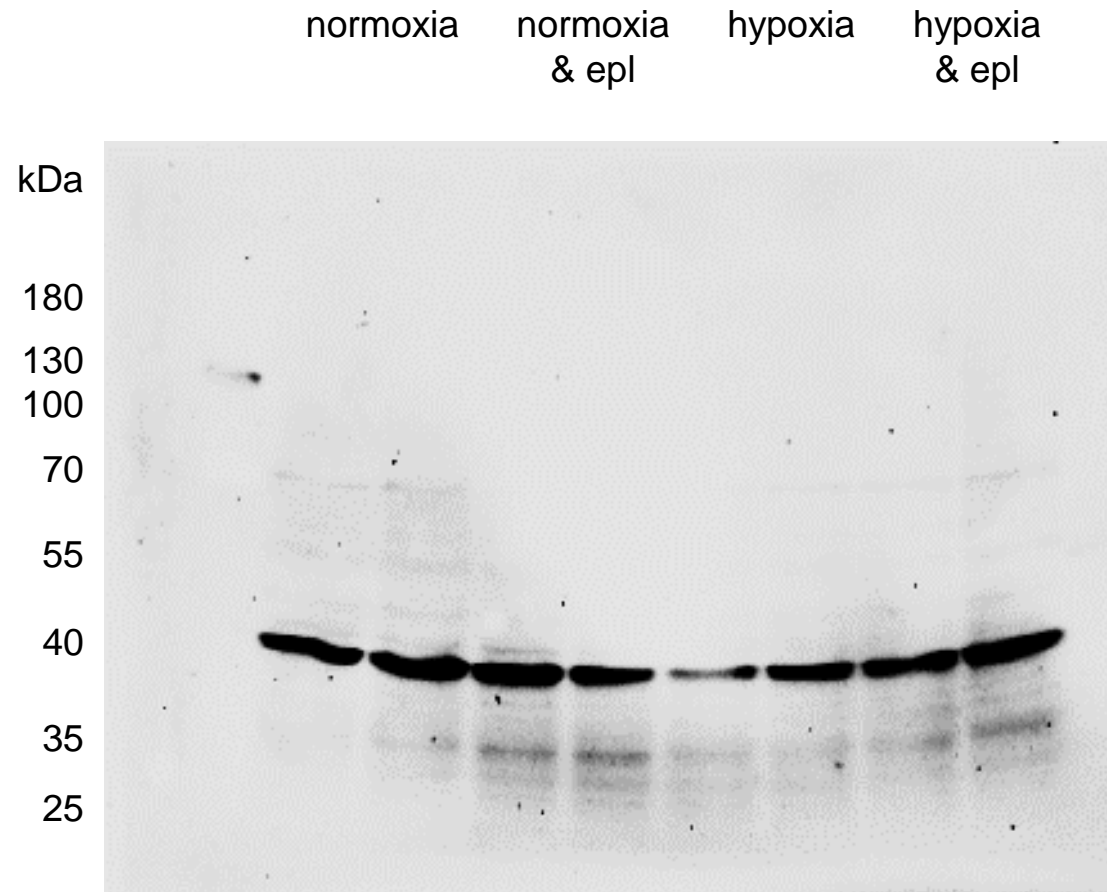

1. AB: AMACR (1:2000) #3207, Cell Signaling Technology  
2. AB: anti-Mouse(CellSignaling) 1:2000

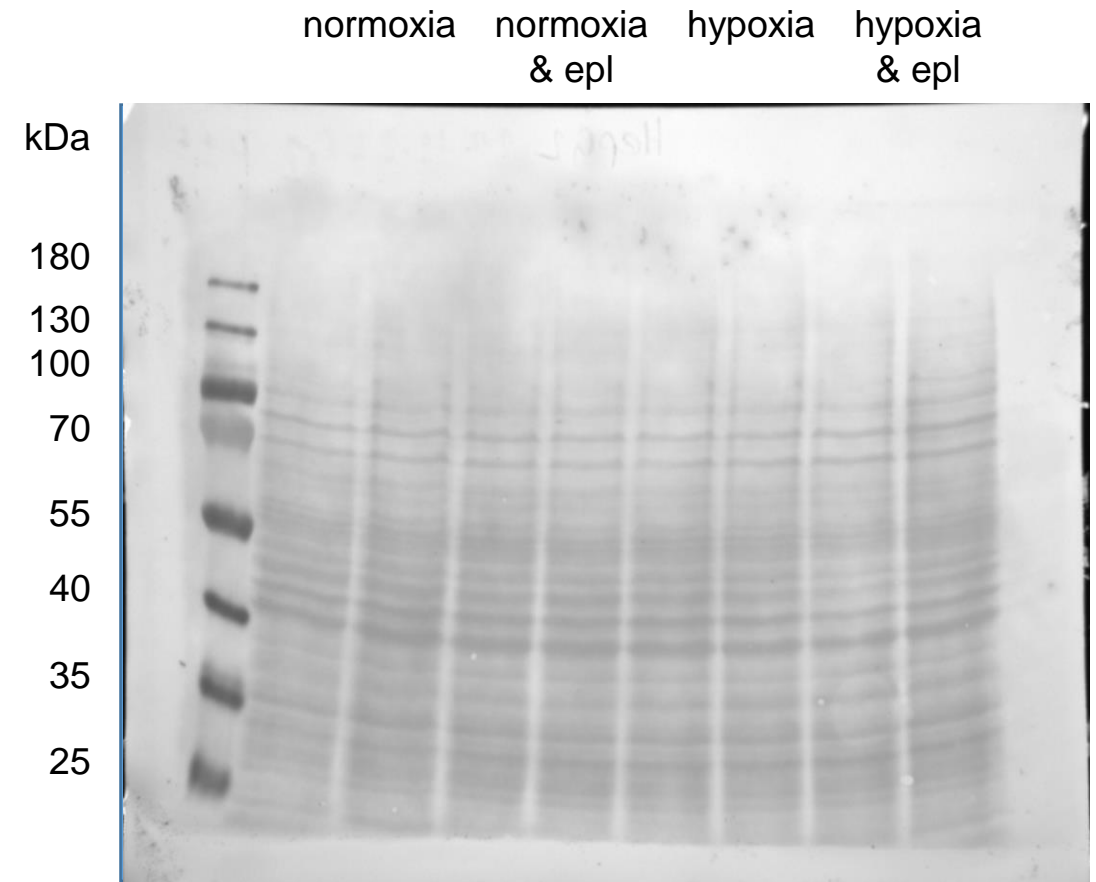

Ponceau

**cell type:** HepG2, passage x+6

**target protein:** AMACR

**WB date:** 06.03.2023

**incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**date of experiment:** 25.01.2023

**MW:** ~42kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

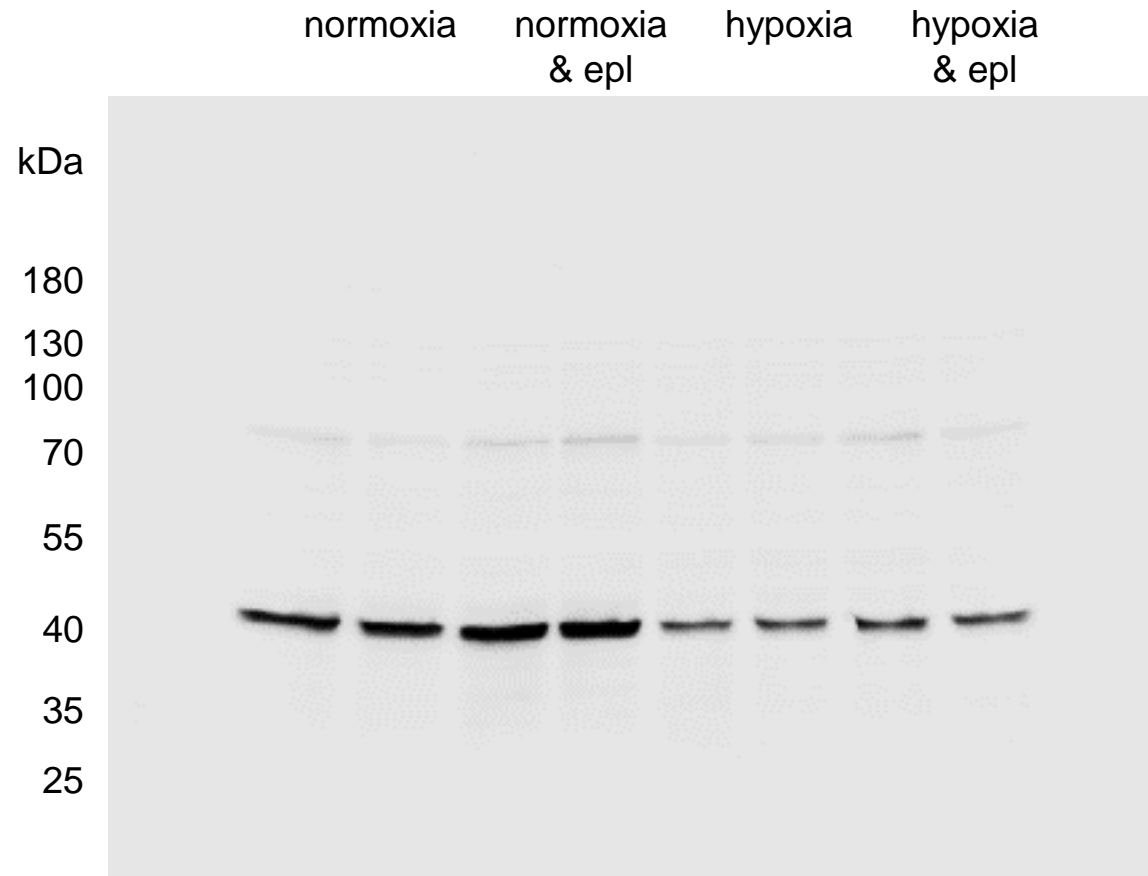

1. AB: AMACR (1:2000) #3207, Cell Signaling Technology  
2. AB: anti-Mouse(CellSignaling) 1:2000

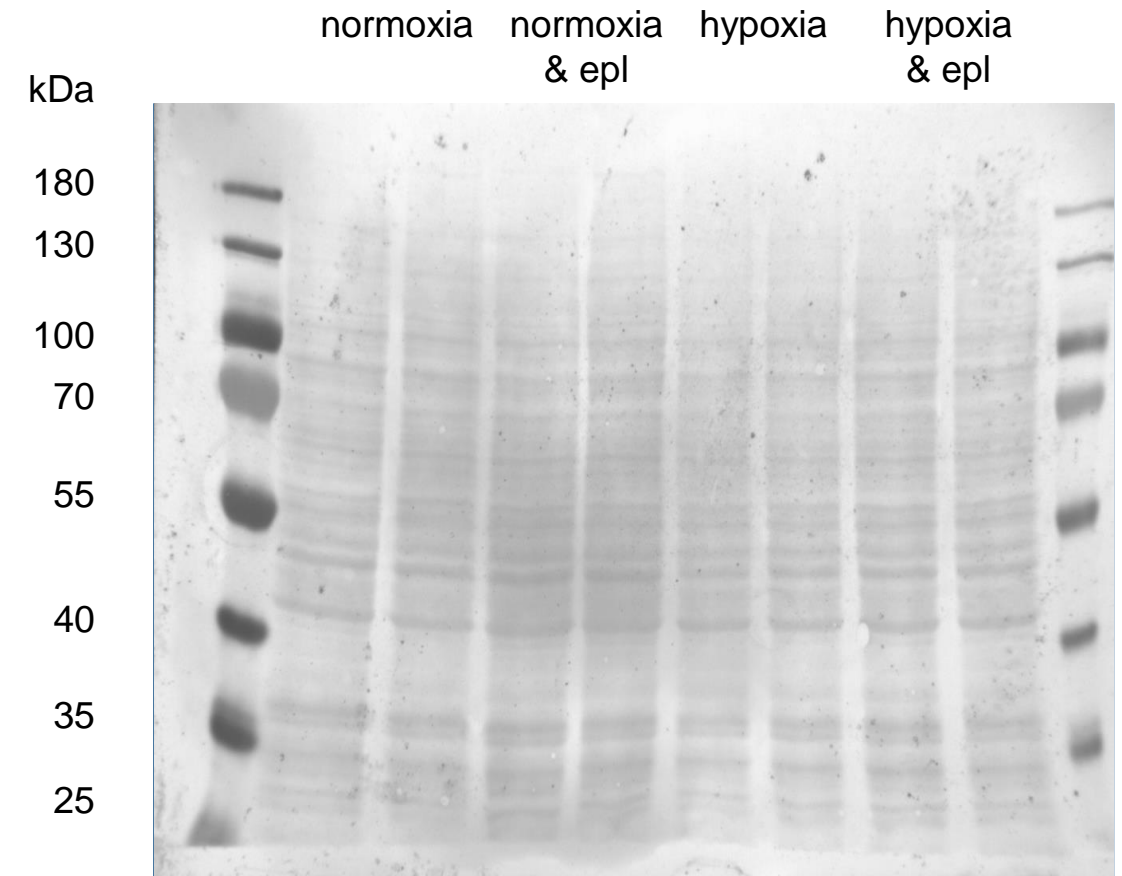

Ponceau

**Cell type:** HepG2, passage x+9

**target protein:** Lipin 1

**WB date:** 13.12.2022

**Incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**date of experiment:** 25.11.2022

**MW:** ~130 kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

normoxia    normoxia & epl    hypoxia    hypoxia & epl

kDa  
180  
130  
100  
70  
55  
40  
35  
25

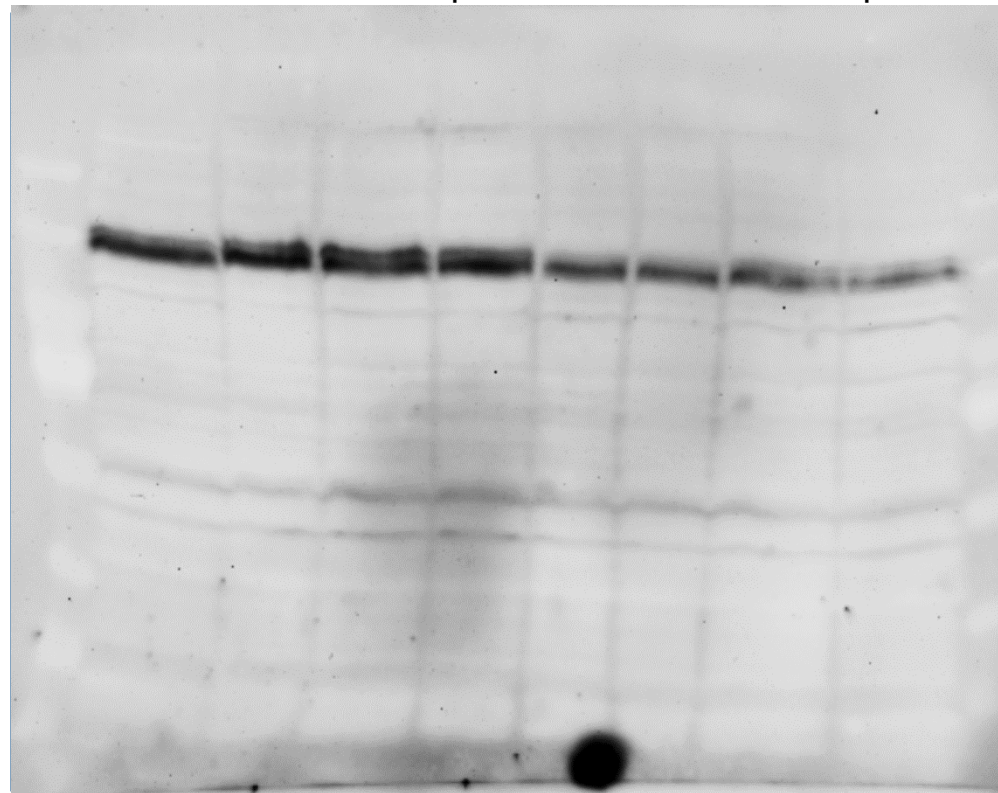

1. AB: Lipin (1:1000) ; #5195; Cell Signaling Technology  
2. AB: anti-Rabbit (CellSignaling) 1:2000

normoxia    normoxia & epl    hypoxia    hypoxia & epl

kDa  
180  
130  
100  
70  
55  
40  
35  
25

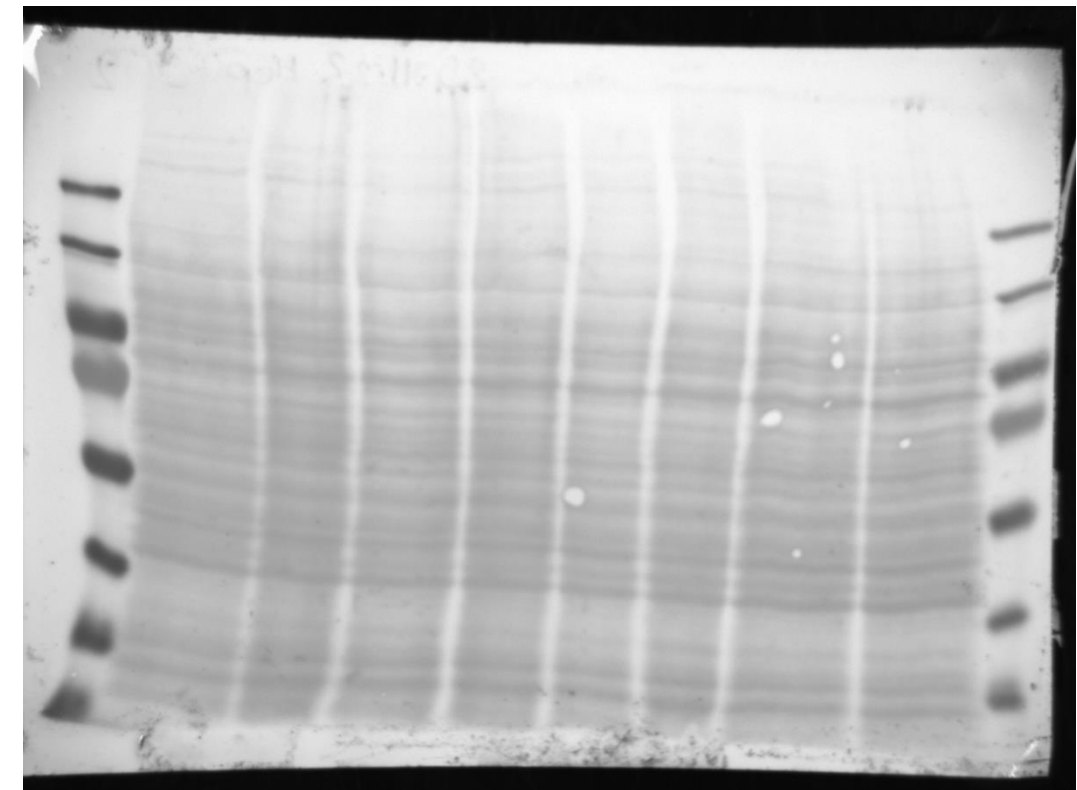

Ponceau

**Cell type:** HepG2, passage x+11

**target protein:** Lipin1

**WB date:** 15.11.2022

**Incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**date of experiment:** 14.10.22

**MW:** ~130 kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

normoxia    normoxia & epl    hypoxia    hypoxia & epl

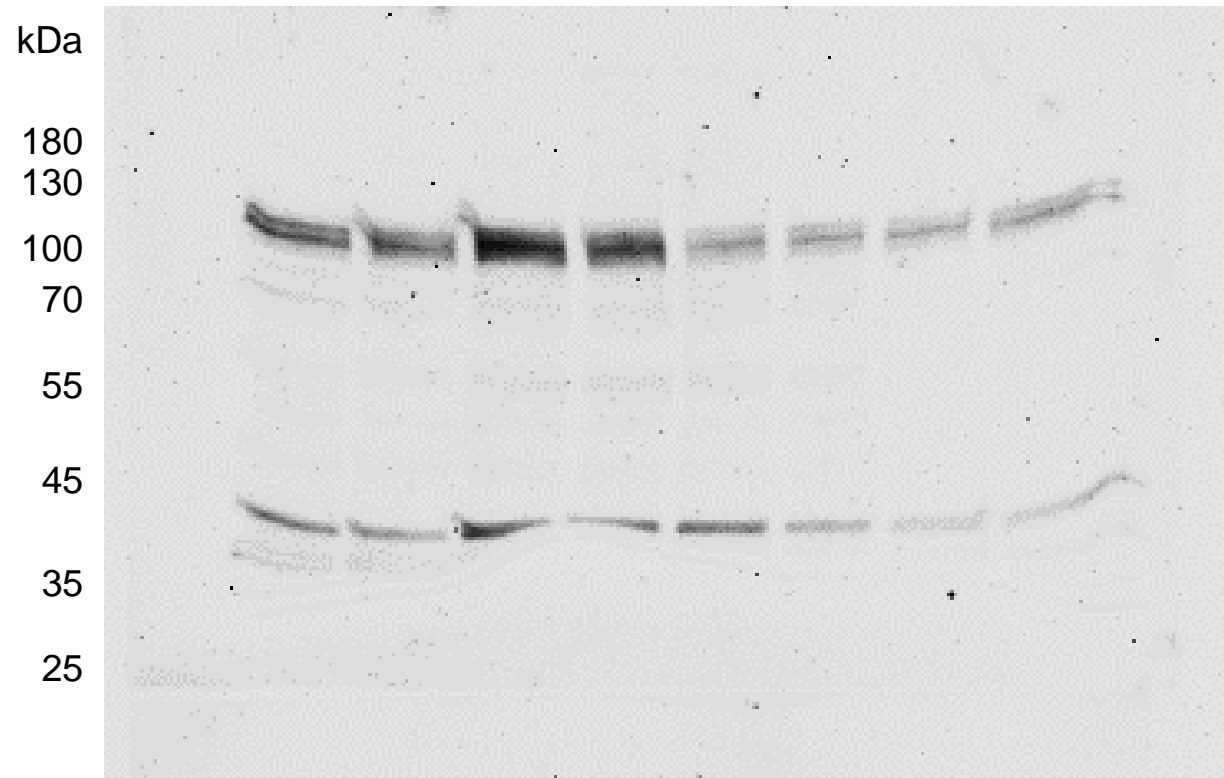

1. AB: Lipin (1:1000) ; #5195; Cell Signaling Technology  
2. AB: anti-Rabbit (CellSignaling) 1:2000

normoxia    normoxia & epl    hypoxia    hypoxia & epl

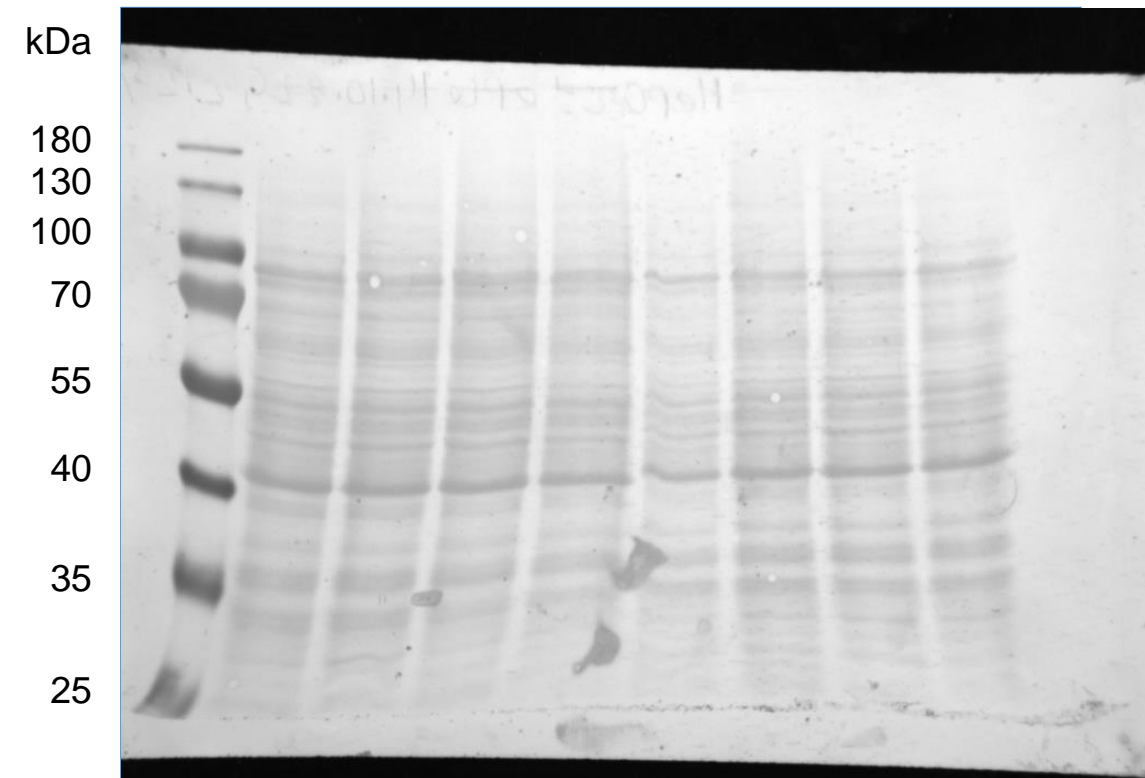

Ponceau

**Cell type:** HepG2, passage x+10

**target protein:** Lipin1

**WB date:** 23.09.2022

**Incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**date of experiment:** 14.09.2020

**MW:** ~130kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

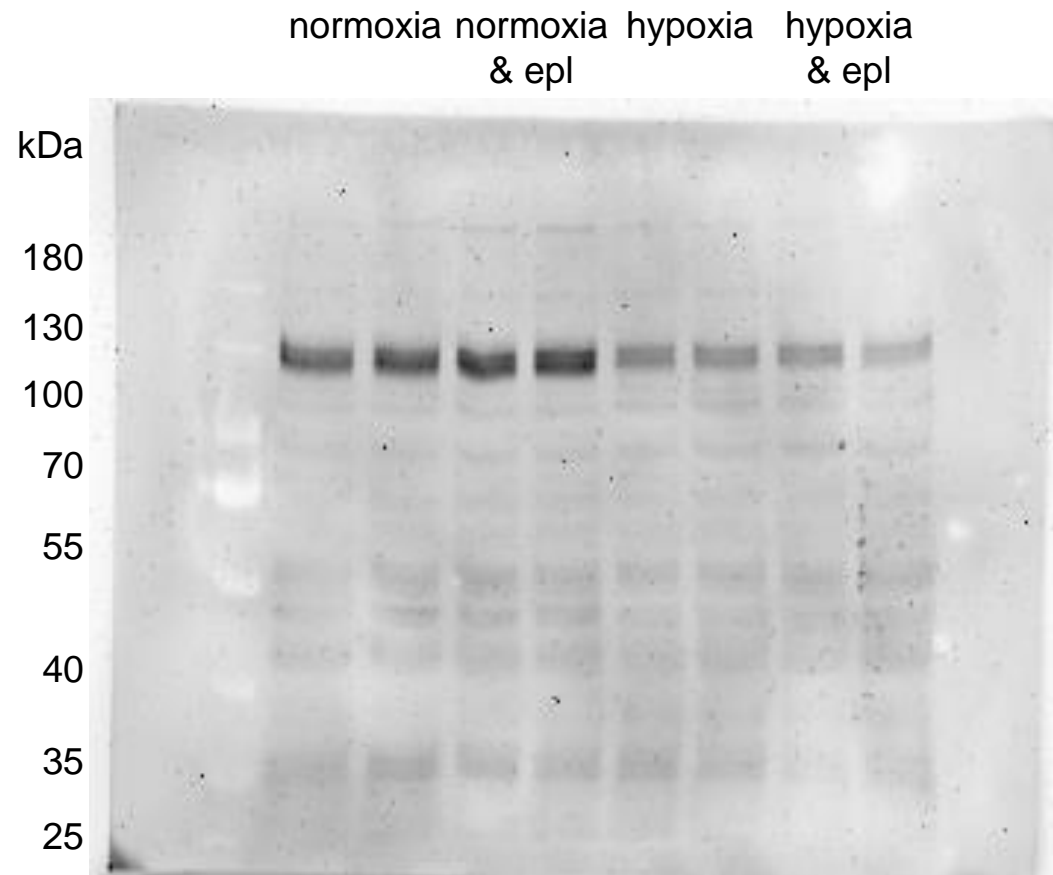

1. AB: Lipin (1:1000) ; #5195; Cell Signaling Technology  
2. AB: anti-Rabbit (CellSignaling) 1:2000

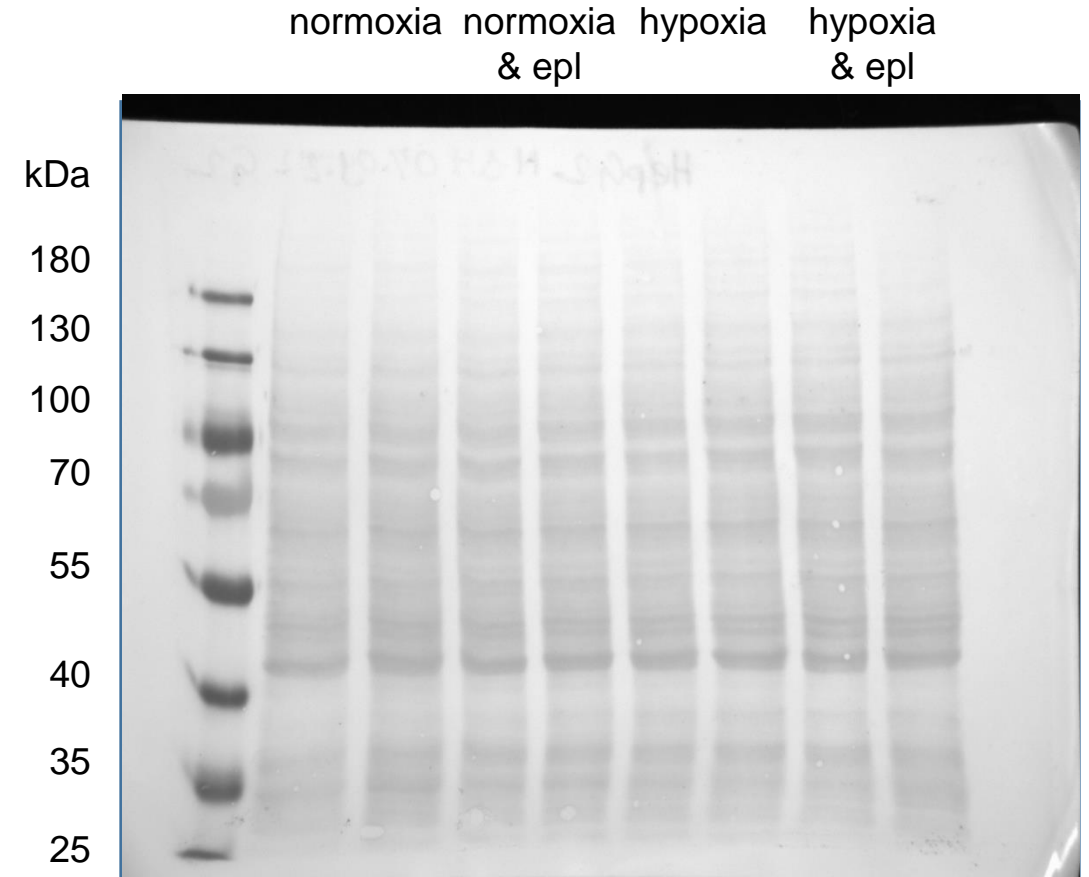

Ponceau

**cell type:** HepG2, passage x+11

**target protein:** Lipin1

**WB date:** 23.09.2022

**Incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**date of experiment:** 07.09.2022

**MW:** ~107kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

normoxia    normoxia    hypoxia    hypoxia  
                 & epl                    & epl

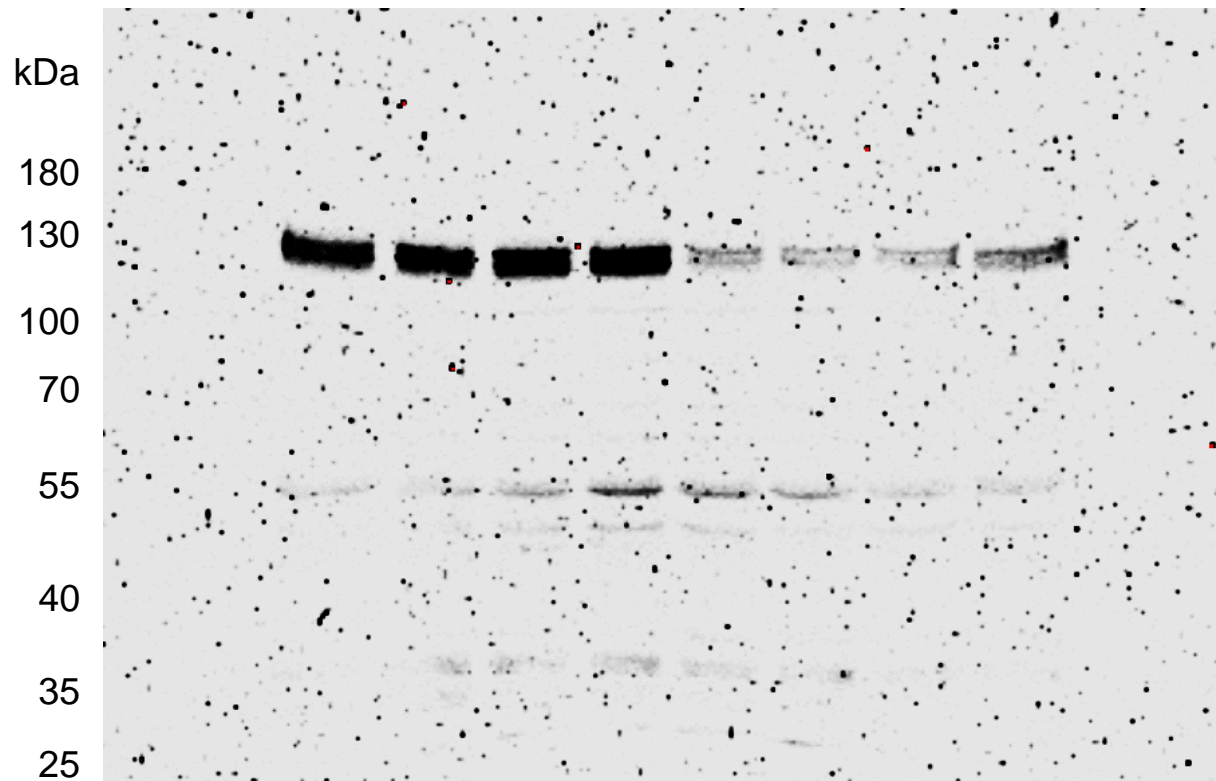

1. AB: Lipin (1:1000) ; #5195; Cell Signaling Technology  
2. AB: anti-Rabbit (CellSignaling) 1:2000

normoxia    normoxia    hypoxia    hypoxia  
                 & epl                    & epl

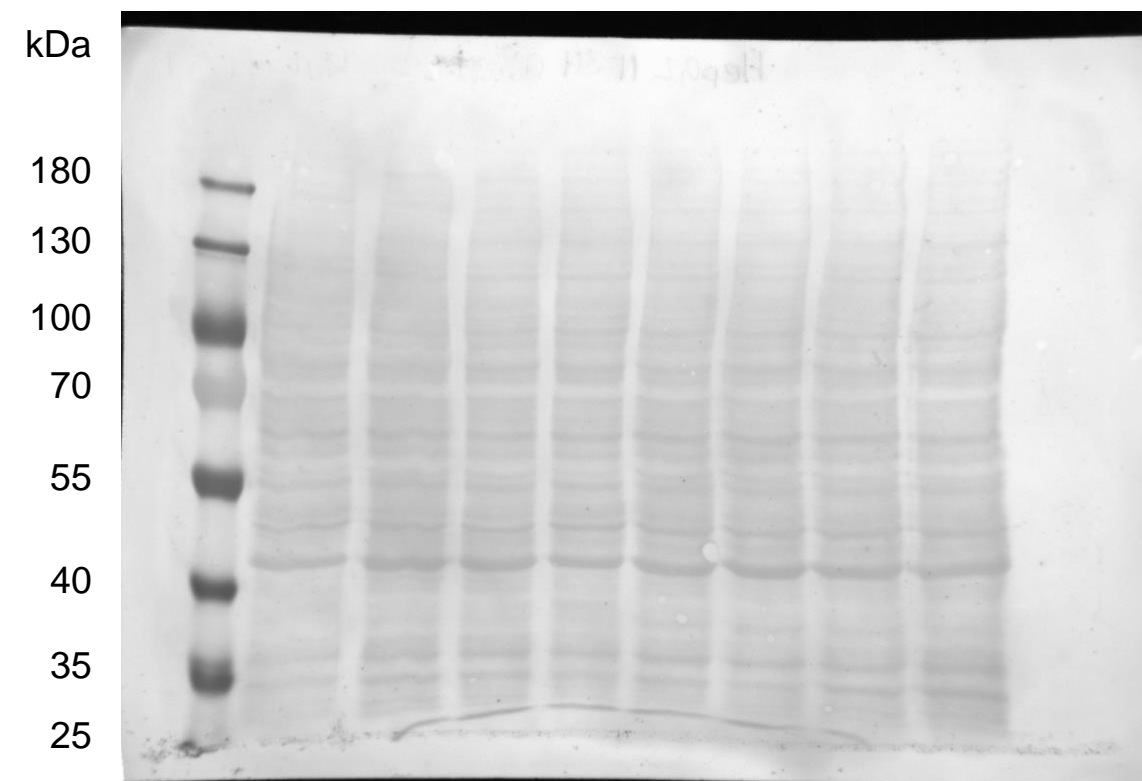

Ponceau

**cell type:** HepG2, passage x+14

**target protein:** Lipin1

**WB date:** 13.12.2022

**Incubation:** normoxia, normoxia & epl, hypoxia, hypoxia & epl

**date of experiment:** 14.10.2022

**MW:** ~130 kDa

**Marker :** PageRuler (Thermo Fisher Scientific)

**duration:** 24h

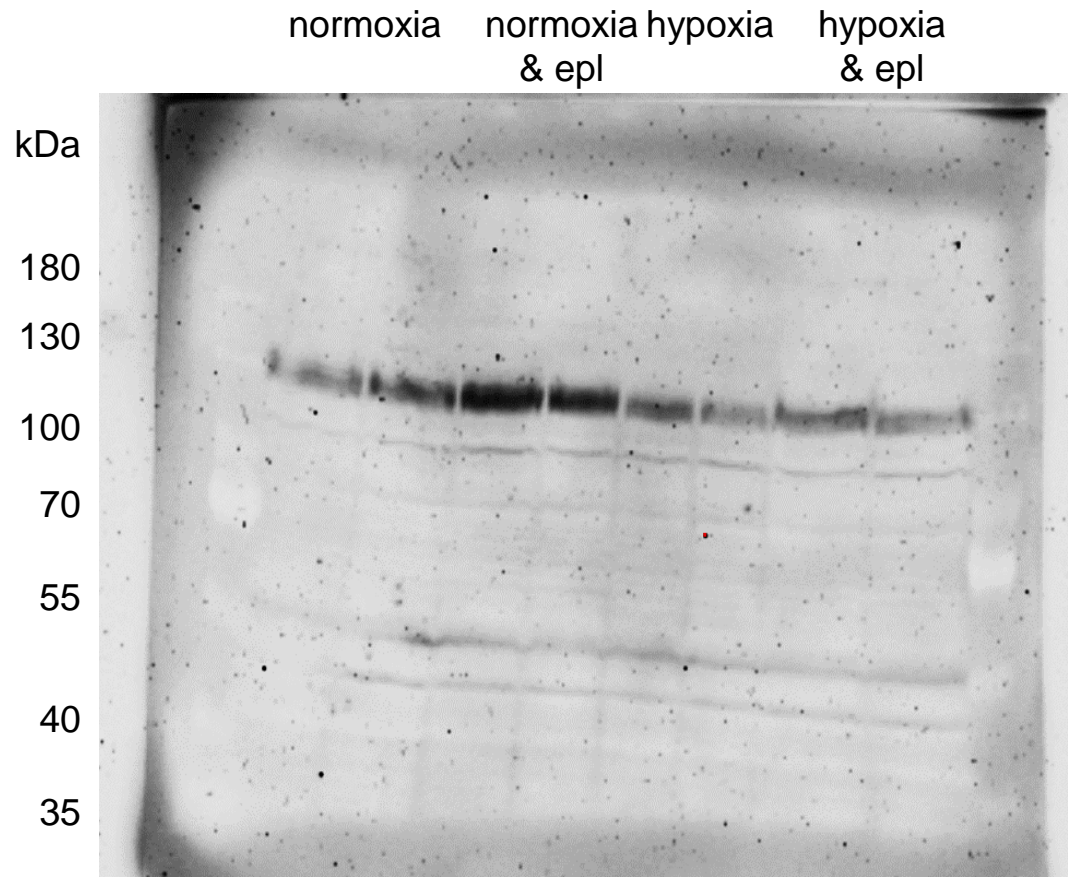

1. AB: Lipin (1:1000) ; #5195; Cell Signaling Technology  
2. AB: anti-Rabbit (CellSignaling) 1:2000

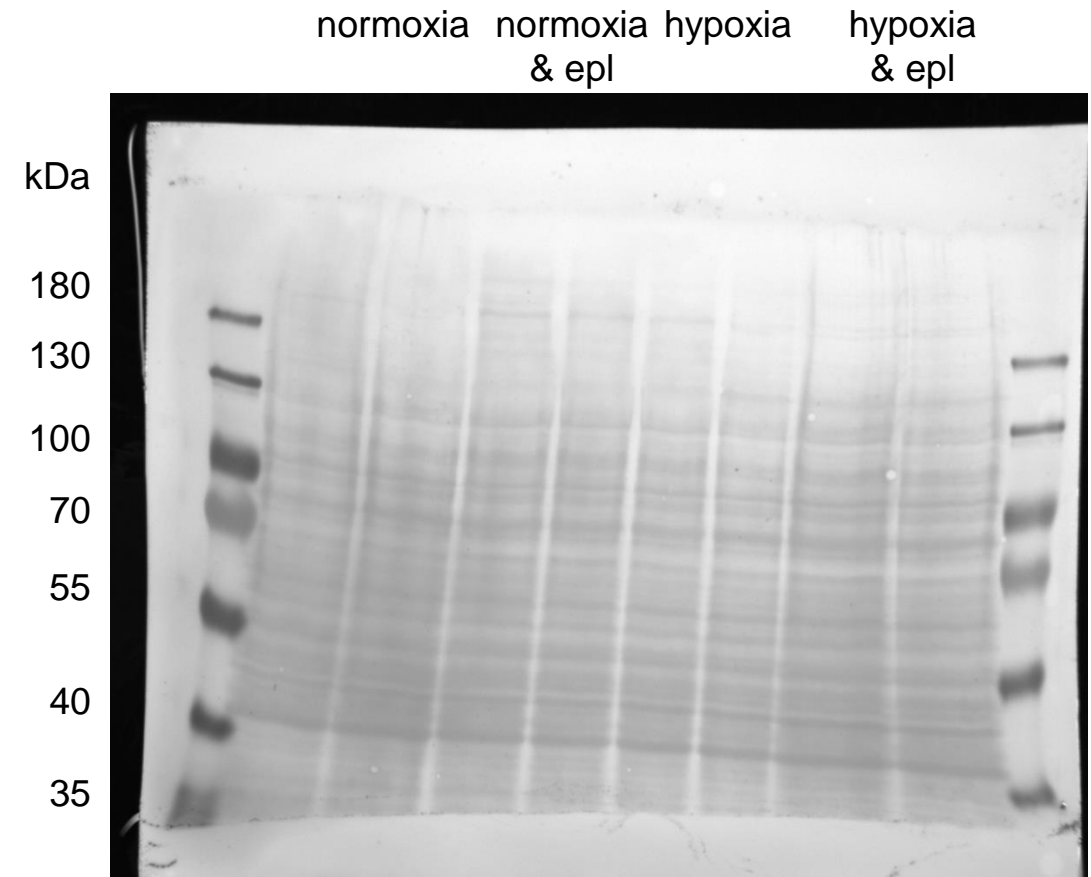

Ponceau

# Supplementary material for: Eplerenone, a mineralocorticoid receptor inhibitor, reduces cirrhosis associated changes of hepatocyte glucose and lipid metabolism
**Source:** Cell Commun Signal. 2024 Dec 20;22:614. doi: 10.1186/s12964-024-01991-2
**Supplement:** Supplementary file 2 — Supplementary Material 2

**SUPPLEMENTARY MATERIAL**

**EPLERENONE, A MINERALOCORTICOID RECEPTOR INHIBITOR, REDUCES  
CIRRHOSIS ASSOCIATED CHANGES OF HEPATOCYTE GLUCOSE AND LIPID  
METABOLISM**

Mohammad Mohabbulla Mohib<sup>1</sup>, Sindy Rabe<sup>1</sup>, Alexander Nolze<sup>1</sup>, Michael Rooney<sup>2</sup>, Quratul Ain<sup>2</sup>, Alexander Zipprich<sup>2</sup>, Michael Gekle<sup>1</sup>, Barbara Schreier<sup>1</sup>

26 **Supplementary figures:**

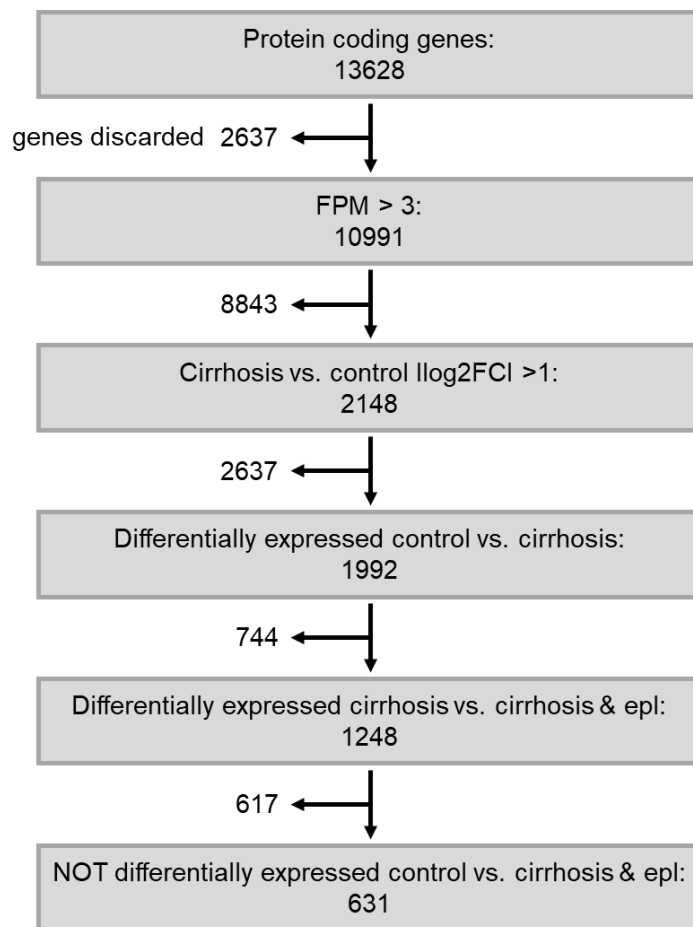

27

28 **Supplementary figure S1:** Flow chart describing the identification of eplerenone-sensitive genes by  
 29 comparing the confidence intervals of the different groups.

30

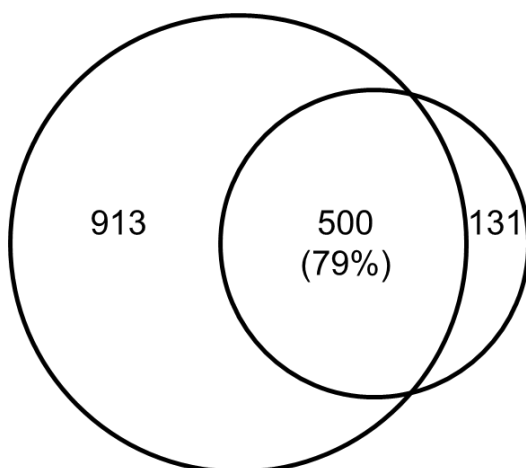

31

32 **Supplementary figure S2:** Venn diagram showing the overlap of the differentially expressed genes  
 33 identified by either DESeq2 & EdgeR or comparing the confidence intervals of the three groups.

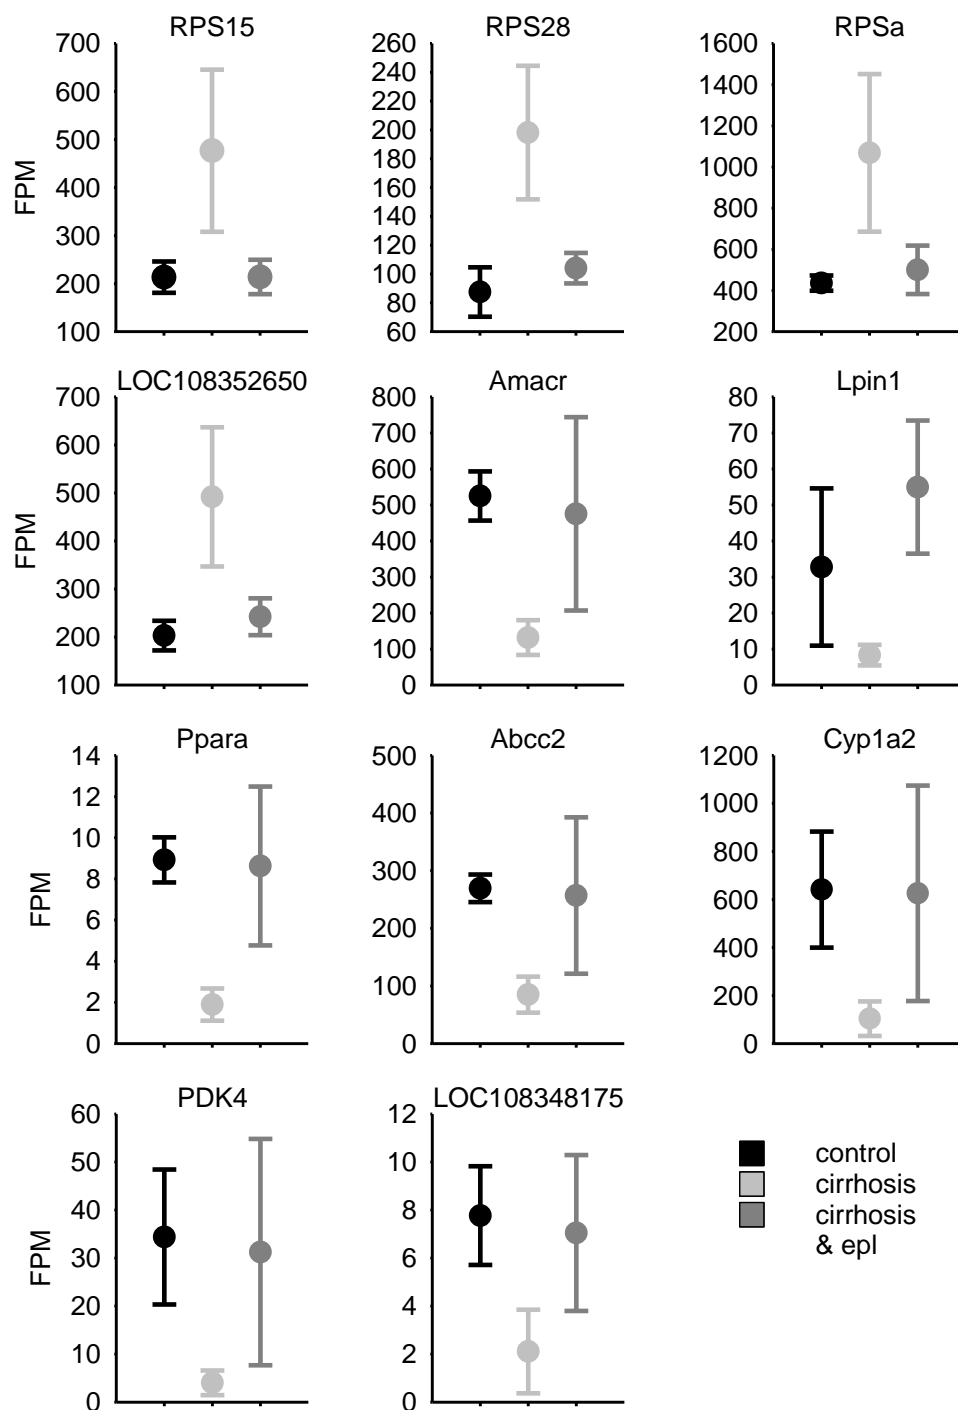

**Supplementary figure S3: Mean and confidence intervals for selected genes identified as eplerenone sensitive by RNA sequencing.** Black: control group (N =4), light grey: animals treated for 12 weeks with CCl<sub>4</sub> and phenobarbital (cirrhosis, N= 4), dark grey: animals treated for 12 weeks with CCl<sub>4</sub> and phenobarbital and additionally starting after eight weeks with eplerenone (cirrhosis & epl, N = 4).

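Supplementary excel file 2 prints a mean and an interval for each gene and group. Its half-widths for control and cirrhosis were those of a 95% interval, the normal quantile times the standard error with the SD taken over n. For cirrhosis & eplerenone the half-widths were those of a 90% interval, which is narrower. The paper's text gives no reason for this difference or for leaving out 1 cirrhosis and 1 cirrhosis & eplerenone sample. Of the paper's 631 genes, 147 had intervals of cirrhosis and cirrhosis & eplerenone that did not overlap when all 14 samples were used. In the direct comparison of both groups over 14 samples, 362 of these genes had an unadjusted p under 0.05 and 2 had an FDR below 0.05 by edgeR's quasi-likelihood test. Cirrhosis replicate 5, left out of the printed means, lay closer to the control mean than to the mean of the other cirrhosis samples for 76.5% of the genes. Cirrhosis & eplerenone replicate 3, also left out, lay closer to the mean of cirrhosis replicates 1 to 4 than to the control mean for 74.3%. The genes were chosen on means without these samples, so a poorer match of both to their groups may follow in part from that choice.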

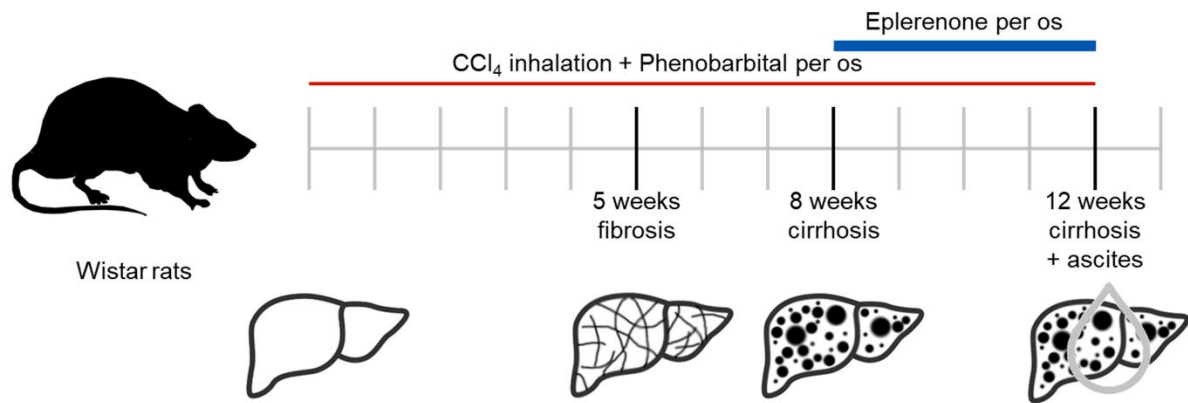

**Supplementary Figure S4: Graphical presentation of the treatment protocol for the rats.** Rats were treated for 12 weeks with CCl<sub>4</sub> inhalation and phenobarbital per os twice per week. During this time the animals develop decompensated liver cirrhosis. After five weeks usually fibrotic remodeling of the liver can be observed, while after eight weeks cirrhotic nodules without ascites are visible. After eight weeks the animals received a daily dose of eplerenone per os. One week after cessation of treatment the animals were sacrificed and liver tissue was snap frozen for further analysis.

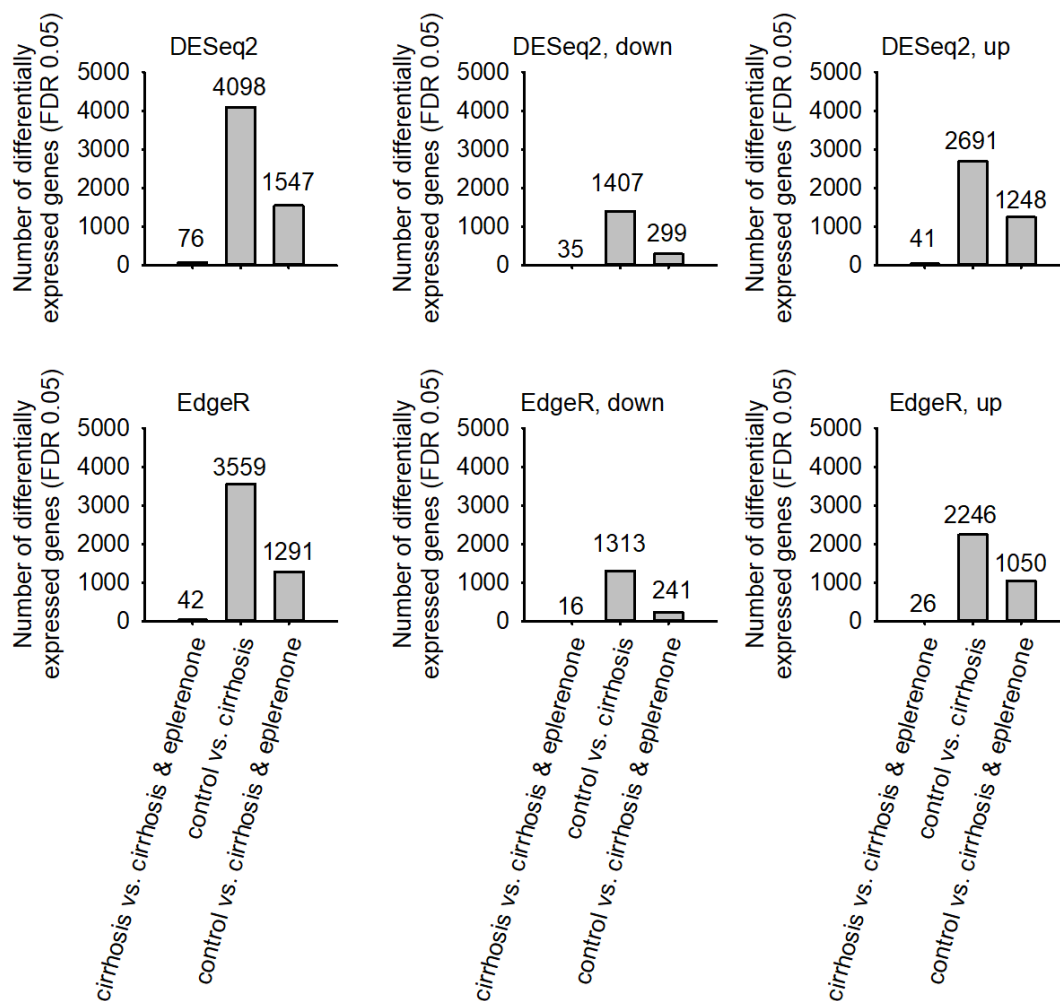

**Supplementary Figure S5: Graphical representation of the number of differentially expressed genes obtained by RNA sequencing** from rat livers either not treated (control), after 12 weeks of CCl<sub>4</sub> & phenobarbital treatment (cirrhosis) or after 12 weeks of CCl<sub>4</sub> & phenobarbital treatment accompanied by eplerenone treatment for the last four weeks (cirrhosis & eplerenone)

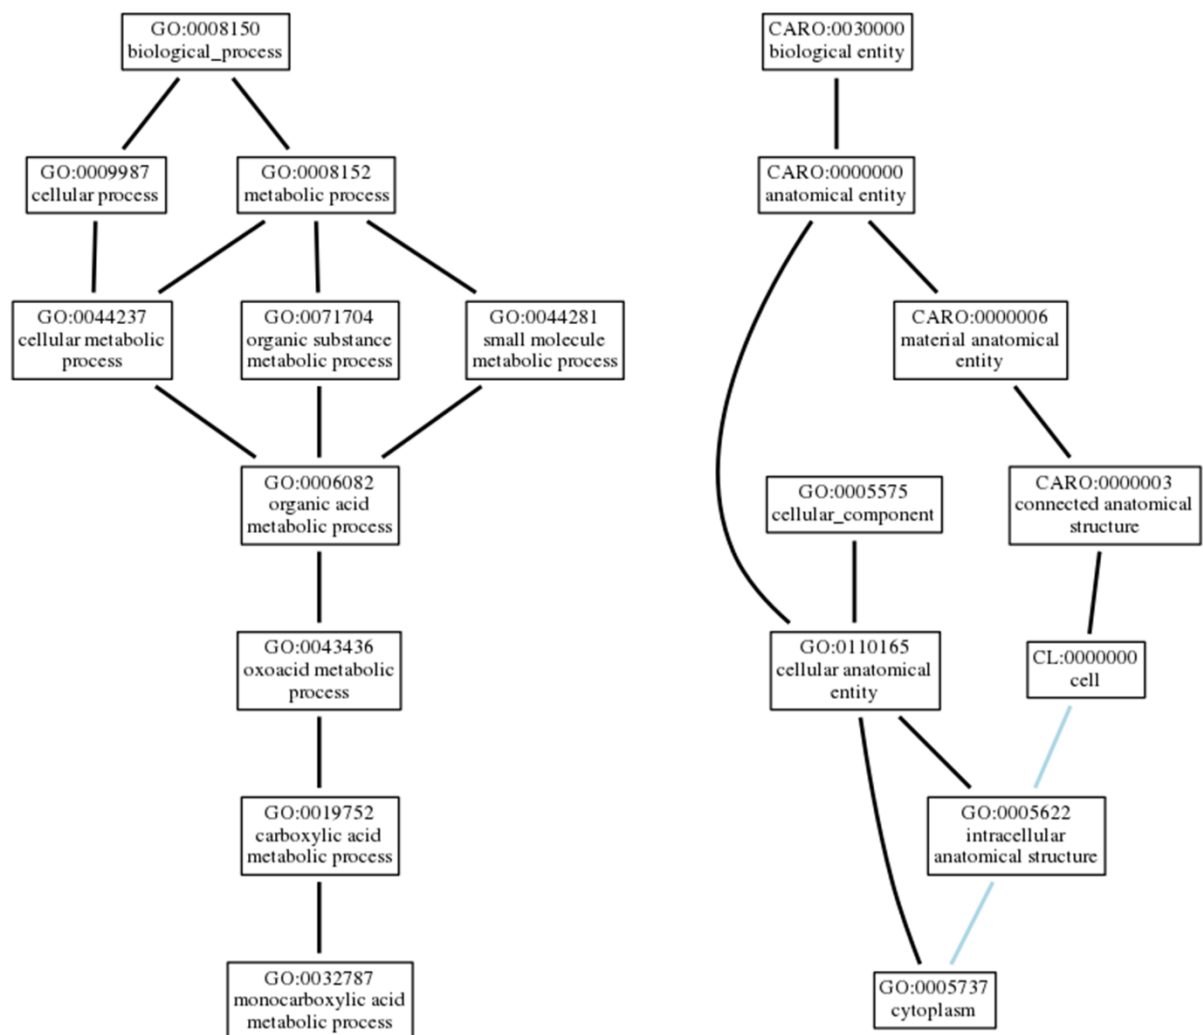

**Supplementary figure S7: Ontology tree for GO terms retrieved by GO term enrichment analysis with eplerenone sensitive downregulated genes with an adjusted p-value  $\leq 0.05$ .** The ontology tree indicates that the changes observed for the downregulated eplerenone sensitive genes cumulate in either the GO term “monocarboxylic acid metabolic process” or “cytoplasm”. As the enrichment score for the first indicated that a higher portion of the genes annotated to this GO term are altered than for the latter, further analysis was carried out for differentially expressed genes annotated to the GO term “monocarboxylic acid metabolic process”.

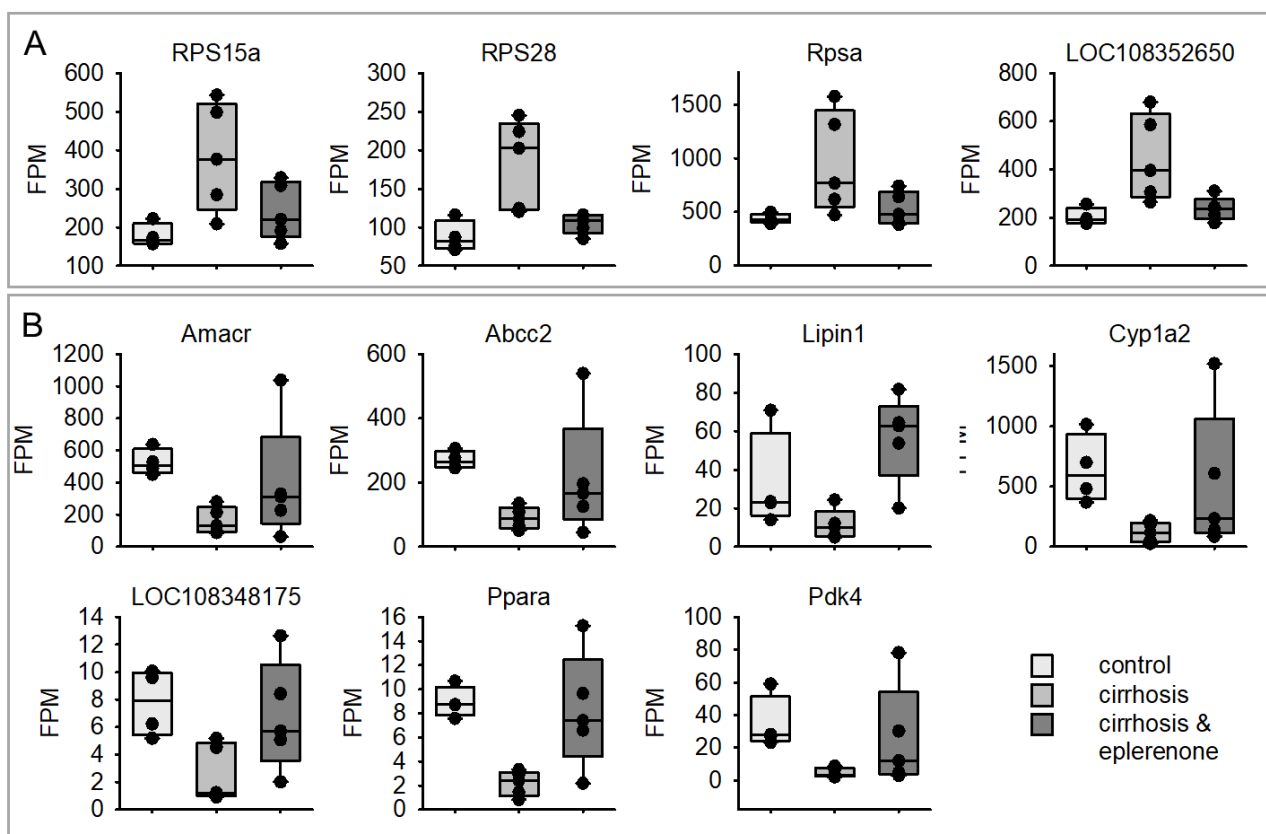

**Supplementary figure S8: Representative results from RNA sequencing for differentially expressed eplerenone sensitive genes. A) Upregulated genes annotated to the GO term “cytosolic small ribosomal subunit”. B) downregulated genes annotated to the GO term “monocarboxylic acid metabolic process”.** RNA sequencing was performed on whole liver RNA either from not treated (control) rats or from animals after 12 weeks of CCl<sub>4</sub> & phenobarbital treatment (cirrhosis) or after 12 weeks of CCl<sub>4</sub> & phenobarbital treatment accompanied by eplerenone treatment for the last four weeks (cirrhosis & eplerenone). N = 4-5 animals per group. FPM = fragments per million

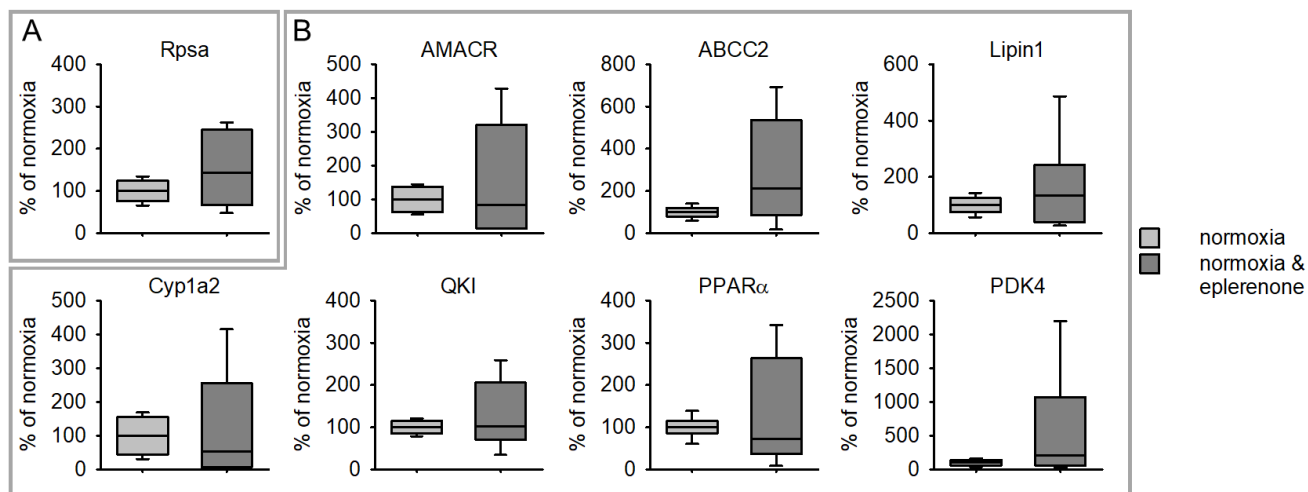

**Supplementary figure S9: Change of expression of representative, differentially expressed genes identified by RNA sequencing from cirrhotic rat livers in human HepG2 cell line upon treatment with eplerenone.** A) Rpsa belongs to the GO term "cytosolic small ribosomal subunit" B) Genes annotated to the GO term "monocarboxylic acid metabolic process". HepG2 cells were treated for 24h under normoxic (16% oxygen) conditions with or without eplerenone (5 $\mu$ M). N = 5 experiments, n= 9-10 petri dishes/group, p-values are given when below 0.05.

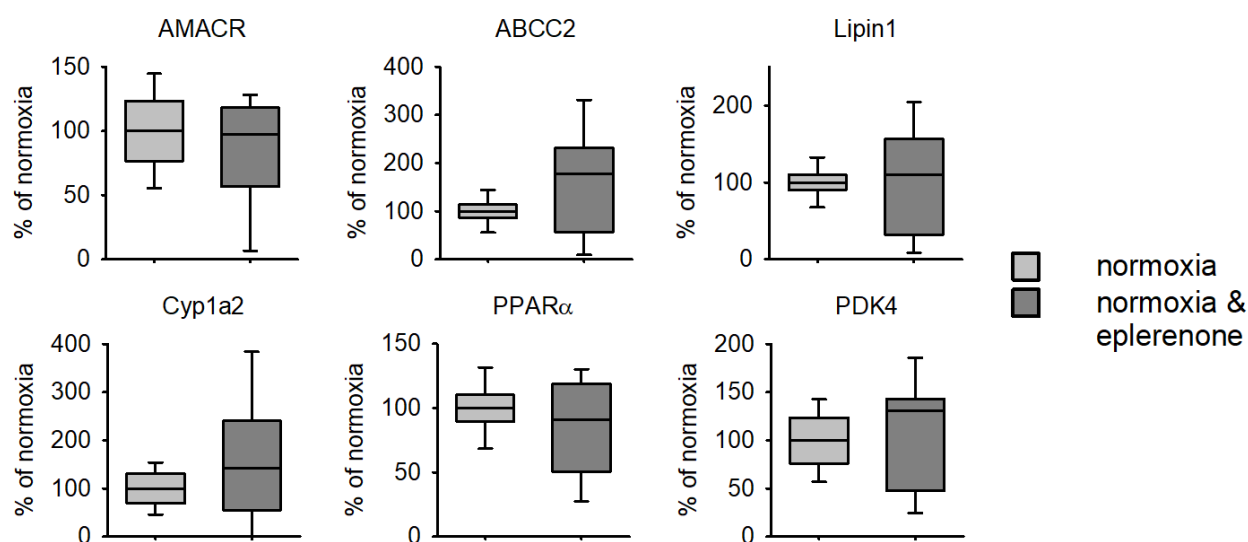

**Supplementary figure S10: Change of expression of representative, differentially expressed genes identified by RNA sequencing from cirrhotic rat livers in primary rat hepatocytes upon treatment with eplerenone.** pRH were treated for 24h either under normoxic (16% oxygen) conditions with or without eplerenone (5 $\mu$ M). N = 5 experiments, n= 9-10 petri dishes/group, \* p  $\leq$  0.05 vs. control, p-values are given when below 0.05.

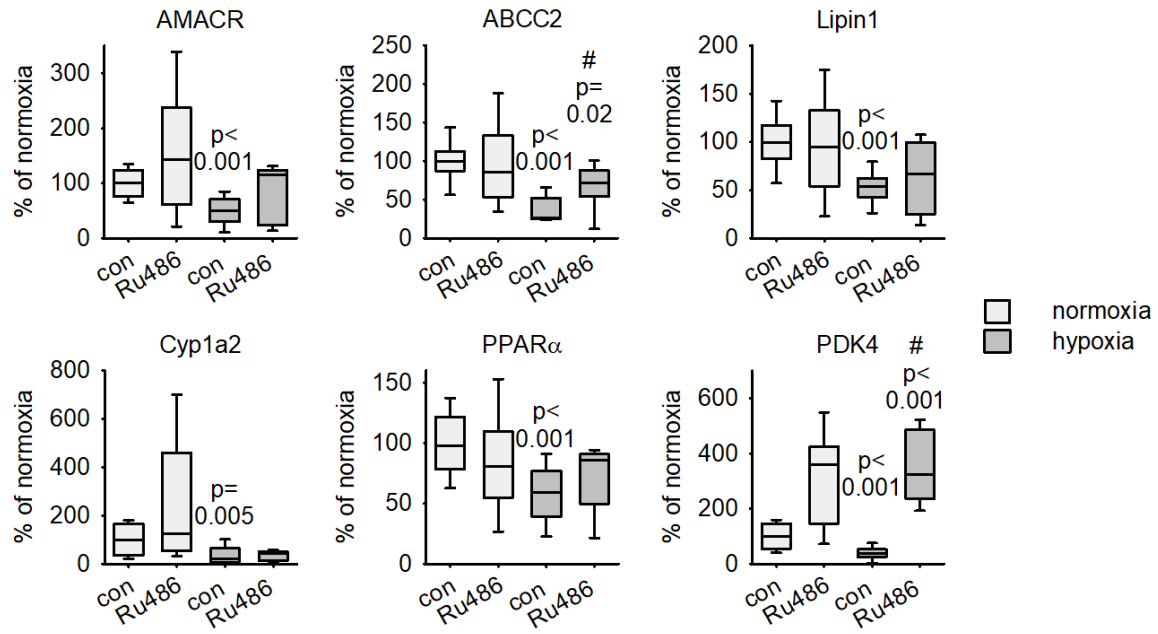

**Supplementary figure S11: Impact of RU486 (1 $\mu$ M) and hypoxia (0.2 % O<sub>2</sub>) on the expression of representative genes annotated in the GO term “monocarboxylic acid metabolism”. N = 3-11 experiments, n= 6-22 petri dishes/group, p-values are given when below 0.05. # indicates the comparison vs. hypoxia, control**

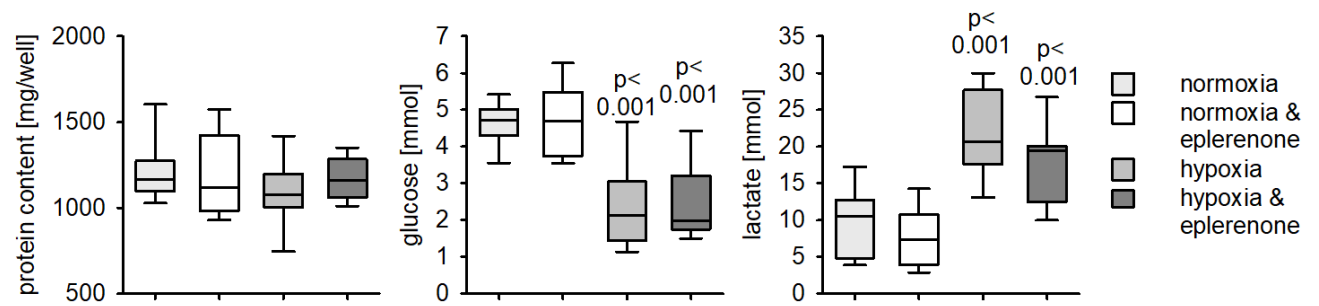

**Supplementary figure S12: Protein content, glucose concentration and lactate concentration in cell culture media from HepG2 cells treated for 24h at hypoxic (0.2 % oxygen) or normoxic (16% oxygen) conditions with or without eplerenone (5  $\mu$ M). N = 7 experiments, n= 13-14 petri dishes/group, p-values are given when below 0.05 for the comparison vs. normoxia, control.**

**Supplementary tables**

**Supplementary table S1: Primer for qRT-PCR on cells or tissue from rats**

| Target                   | Genebank No.   | Sequence sense              | Sequence anti         | Aneal-<br>ing<br>(°C) | Aneal-<br>ing<br>time<br>(sec) | Frag-<br>ment<br>length | In-<br>tron-<br>span-<br>ning |
|--------------------------|----------------|-----------------------------|-----------------------|-----------------------|--------------------------------|-------------------------|-------------------------------|
| SGK1                     | NM_019232      | GGACAACGTCCACCTTCTGT        | GGTTTCAGCTGGAGAGGCTT  | 64                    | 30                             | 199                     | Yes                           |
| PAI-1 (SERPINE1)         | NM_012620      | GGCCACCAACTTCGGAGTAA        | TGTTCCATGACCCCATGAGC  | 62                    | 30                             | 230                     | Yes                           |
| COL1A1                   | NM_053304.1    | CGGCTCCTGCTCCTCTTAG         | GCCATTGTGGCAGATACAGA  | 58                    | 30                             | 155                     | Yes                           |
| TGFβ                     | NM_021578      | TCCATGACATGAACCGACCC        | GAAGTTGGCATGGTAGCCCT  | 62                    | 30                             | 215                     | Yes                           |
| MCP1                     | NM_031530.1    | CCCAGAAACCAGCCAACT          | TGCTGCTGGTGATTCTCTTG  | 60                    | 20                             | 223                     | Yes                           |
| Fn-1                     | NM_019143      | CACCGAAACCGGGAAGAG          | TTGCCTAGGTAGGTCCGTTT  | 58                    | 30                             | 204                     | Yes                           |
| TNFα                     | NM_012675.3    | CCACCACGCTCTTCTGTCTACTGAACT | CCATTGGCCAGGAGGGCGTT  | 60                    | 20                             | 226                     | Yes                           |
| Rps15                    | NM_053982.1    | TCATCAGGCCGTGTTCCAAA        | CCGTGATGGGAGCAGATTGT  | 62                    | 30                             | 215                     | Yes                           |
| Rps28                    | NM_001105730.1 | GTGACTCCTCTCCGCTAGAT        | TCCTGCCCAGCACTTTAGTTA | 60                    | 30                             | 91                      | Yes                           |
| Rps29<br>(LOC108352650 ) | NM_012876.1    | CGTCTGAAGGCAAGATGGGT        | CGTACTGACGGAAGCACTGT  | 60                    | 30                             | 157                     | Yes                           |
| Rpsa                     | NM_017138.2    | ACTTACACAATGTCCGGAGGC       | CCTGAAGGCTGCTTGGATCT  | 62                    | 30                             | 360                     | Yes                           |
| PPARα                    | NM_013196.2    | CGCTACTTCGAGTCCCCTTG        | GTCAGTTCACAGGGAAGGCA  | 60                    | 30                             | 285                     | Yes                           |
| AMACR                    | NM_012816.2    | AGATGCATGTGTGACCCAG         | TATCCGAGTGCAGCTGATGG  | 60                    | 30                             | 242                     | No                            |
| ABCC2                    | NM_012833.2    | TGCCCATTATCCGTGCCTTT        | GAACAAAGCCCACAACGTCC  | 60                    | 30                             | 216                     | Yes                           |
| Lipin 1                  | NM_001012111.1 | TAGGAGGTCGGAAGATGGCT        | CCATTGTTGGGGACTGGTCA  | 64                    | 30                             | 90                      | No                            |
| PKD4                     | NM_053551.2    | TCCCGTCTCTACGCCAAGTA        | ACTGCCGTAGACCCACTTTG  | 60                    | 30                             | 280                     | Yes                           |
| Cyp1a2                   | NM_012541.3    | GAGCGAGGAGATGCTCAACC        | CTGCCGATCTCTGCCAATCA  | 59                    | 30                             | 430                     | Yes                           |
| QKI (LOC108348175)       | NM_001115021.2 | TGCCAAACGGAACCTCTCAC        | AGGAGTCAACAGCAGGCACA  | 64                    | 30                             | 369                     | No                            |

**Suppelementary table S2: Primer for qRT-PCR on HepG2 cells**

| Target                   | Genebank No.   | Sequence sense                 | Sequence anti                     | Anealing (°C) | Anealing time (sec) | Frag-ment length | Intron-span-nimg |
|--------------------------|----------------|--------------------------------|-----------------------------------|---------------|---------------------|------------------|------------------|
| SGK1                     | NM_005627.4    | GAGCGGAATGTTCTGTT-<br>GAAGA    | CTGGAGAGGCTTGTTTCAGAAT            | 60            | 30                  | 510              | Yes              |
| PAI-1<br>(SER-<br>PINE1) | NM_000602.3    | CAGACCAAGAGCCTCTCC             | ATCACTTGGCCCATGAAAAG              | 56            | 20                  | 202              | Yes              |
| COL1A1                   | NM_000088.3    | TTCTGTACGCAGGTGATTGG           | CATGTTTCAGCTTTGTGGACC             | 60            | 45                  | 129              | Yes              |
| TGFβ                     | NM_000660.6    | AAGTTGGCATGGTAGCCCTT           | CCCTGGACACCAACTATTGC              | 60            | 45                  | 127              | Yes              |
| α-SMA                    | NM_001141945.1 | CGAGATCTCACTGACTAC-<br>CTCATGA | AGAGCTACATAACACAG-<br>TTTCTCCTTGA | 59            | 30                  | 116              | Yes              |
| CTGF                     | NM_001901.3    | GAAATGCTGCGAGGAGTGG            | CGGATGCACTTTTTGCCCTTC             | 60            | 30                  | 300              | Yes              |
| Rpsa                     | NM_001304288.2 | GGCCAGGTTTGTGGAACAGT           | GCGCAGAGGAGAATCTGTGT              | 62            | 30                  | 234              | Yes              |
| PPARα                    | NM_005036.6    | CATCGGCGAGGATAGTTCTG           | GACCACAGGATAAGTCACCG              | 60            | 20                  | 139              | Yes              |
| AMACR                    | NM_014324.6    | GGCTCTTTTTGACCGCACA            | AAATTCAC TTGAGCCGTGGG             | 64            | 45                  | 680              | Yes              |
| ABCC2                    | NM_000392.5    | TGCATCTAGGCAAGGTTAACGA         | AGGAGCCATAGGTAGCCCAA              | 64            | 30                  | 300              | Yes              |
| Lipin 1                  | NM_001261427.3 | GGCTAGGAGTTGGGTGCATT           | GCCAAAAACCGTGACATCT               | 65            | 30                  | 225              | No               |
| PDK4                     | NM_002612.4    | TCAAGGAGATCTGAATCTC-<br>TACTC  | GCTCATCTGATAATGTTTGAAGGC          | 60            | 30                  | 136              | Yes              |
| Cyp1a2                   | NM_000761.5    | CTTCGGACAGCACTTCCCTG           | CTCTAGGCCCTTCTTGCTG               | 62            | 30                  | 278              | Yes              |
| QKI                      | NM_206855.3    | AGCTGGCCCTACCATAATGC           | TTCGGTCTTCCCTAATGCAAAC            | 59            | 30                  | 320              | Yes              |

**Supplementary table S3: Effect of aldosterone and eplerenone under normoxic conditions as well as under hypoxic conditions on the expression of mineralocorticoid receptor target genes in primary rat hepatocytes (pRH).** pRH were incubated for 24h either with aldosterone (10 nM), eplerenone (5  $\mu$ M) or both under normoxic or hypoxic (1% oxygen) conditions. N= 3 experiments, n = 4-8 petri dishes/group; p-values vs. respective control are given. a: vs. aldosterone, b: vs. eplerenone, n.d. – not determined, due to the fact that the impact of the different factors was not great enough to exclude the possibility that the difference is just due to random sampling variability.

| % of normoxia control | Normoxia         |                   |         |                  |         |                          |                    | Hypoxia           |         |                   |         |                   |         |
|-----------------------|------------------|-------------------|---------|------------------|---------|--------------------------|--------------------|-------------------|---------|-------------------|---------|-------------------|---------|
| gene of interest      | control          | aldosterone       |         | eplerenone       |         | aldosterone & eplerenone |                    | control           |         | aldosterone       |         | eplerenone        |         |
|                       | mean $\pm$ SD    | mean $\pm$ SD     | p-value | mean $\pm$ SD    | p-value | mean $\pm$ SD            | p-value            | mean $\pm$ SD     | p-value | mean $\pm$ SD     | p-value | mean $\pm$ SD     | p-value |
| SGK-1                 | 100.0 $\pm$ 18.1 | 169.1 $\pm$ 57.8  | 0.06    | 142.0 $\pm$ 77.4 | 0.36    | 81.3 $\pm$ 56.9          | a:0.02<br>b:0.09   | 189.5 $\pm$ 43.4  | 0.002   | 249.2 $\pm$ 190.6 | n.d.    | 125.3 $\pm$ 85.0  | n.d.    |
| PAI-1                 | 100.0 $\pm$ 27.5 | 173.8 $\pm$ 56.2  | 0.003   | 88.8 $\pm$ 11.4  | 0.63    | 71.1 $\pm$ 24.1          | a:<0.001<br>b:0.44 | 259.2 $\pm$ 143.2 | 0.151   | 230.5 $\pm$ 59.9  | 0.9     | 364.8 $\pm$ 361.9 | 0.62    |
| MCP-1                 | 100.0 $\pm$ 5.0  | 158.5 $\pm$ 23.7  | 0.01    | 82.9 $\pm$ 30.0  | 0.4     | 87.8 $\pm$ 40.5          | a:0.001<br>b:0.8   | 85.5 $\pm$ 84.3   | 0.75    | 58.5 $\pm$ 3.8    | n.d.    | 44.9 $\pm$ 40.1   | n.d.    |
| FN-1                  | 100.0 $\pm$ 40.3 | 306.6 $\pm$ 190.2 | 0.01    | 148.9 $\pm$ 85.4 | 0.51    | 127.7 $\pm$ 68.6         | a:0.02<br>b:0.76   | 161.3 $\pm$ 45.7  | 0.04    | 111.5 $\pm$ 56.3  | n.d.    | 148.2 $\pm$ 80.2  | n.d.    |
| TGF- $\beta$          | 100.0 $\pm$ 23.9 | 99.1 $\pm$ 46.4   | 0.98    | 161.4 $\pm$ 82.2 | 0.06    | 72.2 $\pm$ 18.0          | a:0.35<br>b:0.01   | 62.0 $\pm$ 15.6   | 0.01    | 61.4 $\pm$ 18.8   | n.d.    | 45.7 $\pm$ 15.7   | n.d.    |
| $\alpha$ -SMA         | 100.0 $\pm$ 23.3 | 237.4 $\pm$ 140.8 | 0.01    | 160.9 $\pm$ 47.0 | 0.34    | 106.5 $\pm$ 54.9         | a:0.01<br>b:0.3    | 159.4 $\pm$ 31.7  | 0.01    | 143.6 $\pm$ 43.3  | 0.6     | 110.2 $\pm$ 26.6  | 0.03    |

**Supplementary table S4: Effect of aldosterone and eplerenone under normoxic conditions as well as under hypoxic conditions on the expression of mineralocorticoid receptor target genes in a human hepatocyte cell line (HepG2).** HepG2 cells were incubated for 24h either with aldosterone (10 nM), eplerenone (5  $\mu$ M) or both under normoxic or hypoxic (0.2% oxygen) conditions. P-values vs. respective control are given. a: vs. aldosterone, b: vs. eplerenone, n.d. – not determined, due to the fact that the impact of the different factors was not great enough to exclude the possibility that the difference is just due to random sampling variability.

| % of normoxia control         | Normoxia         |                   |         |                  |         |                          |                    | Hypoxia             |         |                     |         |                     |         |
|-------------------------------|------------------|-------------------|---------|------------------|---------|--------------------------|--------------------|---------------------|---------|---------------------|---------|---------------------|---------|
| Gene of interest              | control          | aldosterone       |         | eplerenone       |         | aldosterone & eplerenone |                    | control             |         | aldosterone         |         | eplerenone          |         |
|                               | mean $\pm$ SD    | mean $\pm$ SD     | p-value | mean $\pm$ SD    | p-value | mean $\pm$ SD            | p-value            | mean $\pm$ SD       | p-value | mean $\pm$ SD       | p-value | mean $\pm$ SD       | p-value |
| <b>SGK-1</b>                  | 100 $\pm$ 51.3   | 170.9 $\pm$ 100.4 | < 0.001 | 120.0 $\pm$ 64.1 | 0.31    | 79.1 $\pm$ 55.6          | a:<0.001<br>b:0.05 | 47.6 $\pm$ 29.5     | 0.005   | 24.8 $\pm$ 15.5     | 0.03    | 17.3 $\pm$ 10.7     | 0.007   |
| <b>PAI-1</b>                  | 100 $\pm$ 25.7   | 133.7 $\pm$ 42.2  | 0.004   | 93.9 $\pm$ 40.7  | 0.60    | 98.2 $\pm$ 48.7          | a:0.002<br>b:0.71  | 7376.2 $\pm$ 2285.7 | < 0.001 | 5712.8 $\pm$ 3032.0 | 0.13    | 4744.2 $\pm$ 1837.7 | 0.02    |
| <b>TGF-<math>\beta</math></b> | 100.0 $\pm$ 30.4 | 157.6 $\pm$ 91.9  | 0.001   | 116.3 $\pm$ 56.1 | 0.36    | 89.7 $\pm$ 50.1          | a:<0.001<br>b:0.13 | 376.8 $\pm$ 290.6   | < 0.001 | 218.4 $\pm$ 91.0    | n.d.    | 188.9 $\pm$ 89.0    | n.d.    |

**Supplementary table S5: Effect of dexamethasone (100 nM) under normoxic conditions on the expression of eplerenone sensitive genes in a human hepatocyte cell line (HepG2; N= 3-11 experiments, n = 5-24 petri dishes per group)**

| <b>% of normoxia control</b> | <b>Normoxia</b>                           |                                                 |                |
|------------------------------|-------------------------------------------|-------------------------------------------------|----------------|
| <b>Gene of interest</b>      | <b>control (mean <math>\pm</math> SD)</b> | <b>dexamethasone (mean <math>\pm</math> SD)</b> | <b>p-value</b> |
| AMACR                        | 100.0 $\pm$ 28.5                          | 167.2 $\pm$ 198.4                               | 1.0            |
| ABCC2                        | 100.0 $\pm$ 25.5                          | 203.1 $\pm$ 178.0                               | 0.33           |
| Lipin1                       | 100.0 $\pm$ 25.8                          | 138.2 $\pm$ 89.9                                | 0.50           |
| Cyp1a2                       | 100.0 $\pm$ 58.1                          | 380.1 $\pm$ 439.1                               | 0.14           |
| PPAR $\alpha$                | 100.0 $\pm$ 26.4                          | 110.6 $\pm$ 33.6                                | 0.42           |
| PDK4                         | 100.0 $\pm$ 45.0                          | 134.1 $\pm$ 91.2                                | 0.45           |

## References

1. McGrath JC, Drummond GB, McLachlan EM, et al. Guidelines for reporting experiments involving animals: the ARRIVE guidelines. *Br J Pharmacol* 2010;160:1573–1576.
2. Schreier B, Wolf A, Hammer S, et al. The selective mineralocorticoid receptor antagonist eplerenone prevents decompensation of the liver in cirrhosis. *Br J Pharmacol* 2018;175:2956–2967.
3. Zipprich A, Loureiro-Silva MR, Jain D, et al. Nitric oxide and vascular remodeling modulate hepatic arterial vascular resistance in the isolated perfused cirrhotic rat liver. *J Hepatol* 2008;49:739–745.
4. Friedman SL, Roll FJ. Isolation and culture of hepatic lipocytes, Kupffer cells, and sinusoidal endothelial cells by density gradient centrifugation with Stractan. *Anal Biochem* 1987;161:207–218.
5. Graupera M, March S, Engel P, et al. Sinusoidal endothelial COX-1-derived prostanoids modulate the hepatic vascular tone of cirrhotic rat livers. *Am J Physiol Gastrointest Liver Physiol* 2005;288:G763-70.
6. Aurich H, Koenig S, Schneider C, et al. Functional characterization of serum-free cultured rat hepatocytes for downstream transplantation applications. *Cell Transplant* 2005;14:497–506.
7. Dubourg V, Schreier B, Schwerdt G, et al. The Functional Interaction of EGFR with AT1R or TP in Primary Vascular Smooth Muscle Cells Triggers a Synergistic Regulation of Gene Expression. *Cells* 2022;11.
8. Kim D, Paggi JM, Park C, et al. Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. *Nat Biotechnol* 2019;37:907–915.
9. Liao Y, Smyth GK, Shi W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* 2014;30:923–930.
10. Durinck S, Spellman PT, Birney E, et al. Mapping identifiers for the integration of genomic datasets with the R/Bioconductor package biomaRt. *Nat Protoc* 2009;4:1184–1191.
11. Robinson MD, McCarthy DJ, Smyth GK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 2010;26:139–140.
12. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* 2014;15:550.

13. Reimand J, Arak T, Adler P, et al. g:Profiler-a web server for functional interpretation of gene lists (2016 update). *Nucleic Acids Res* 2016;44:W83-9.
14. Carbon S, Ireland A, Mungall CJ, et al. AmiGO: online access to ontology and annotation data. *Bioinformatics* 2009;25:288–289.
15. Gomez-Sanchez CE, Warden M, Gomez-Sanchez MT, et al. Diverse immunostaining patterns of Mineralocorticoid Receptor monoclonal antibodies. *Steroids* 2011;76:1541–1545.
16. Schwerdt G, Kopf M, Gekle M. The nephrotoxin ochratoxin a impairs resilience of energy homeostasis of human proximal tubule cells. *Mycotoxin Research* 2023.
17. Kraus NA, Ehebauer F, Zapp B, et al. Quantitative assessment of adipocyte differentiation in cell culture. *Adipocyte* 2016;5:351–358.
18. Sadick JS, Boutin ME, Hoffman-Kim D, et al. Protein characterization of intracellular target-sorted, formalin-fixed cell subpopulations. *Sci Rep* 2016;6:33999.
19. Addis MF, Tanca A, Pagnozzi D, et al. Generation of high-quality protein extracts from formalin-fixed, paraffin-embedded tissues. *Proteomics* 2009;9:3815–3823.
20. Ikeda K, Monden T, Kanoh T, et al. Extraction and analysis of diagnostically useful proteins from formalin-fixed, paraffin-embedded tissue sections. *J Histochem Cytochem* 1998;46:397–403.
21. Jiang X, Jiang X, Feng S, et al. Development of efficient protein extraction methods for shotgun proteome analysis of formalin-fixed tissues. *J Proteome Res* 2007;6:1038–1047.

How the deposited data were processed for this re-analysis (not part of the article)

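Liver RNA of control rats, rats with cirrhosis after CCl4, and rats with cirrhosis that also received eplerenone was sequenced by the authors. The authors selected poly(A) RNA, read 150 bp from both ends, mapped the reads to rn6 with HISAT2 and counted them per gene over exons with featureCounts, with reads that map to several places counted at each. The deposited table holds the raw count of reads per gene, with no normalization and no filter on low counts, together with gene symbol, chromosome and biotype. It has 32623 genes, of which 11341 had no count in any sample, and 14 sample columns, 4 for control, 5 for cirrhosis and 5 for cirrhosis & eplerenone. The sample labels list 5 controls. Control replicate 1 has no column and was not analysed here, so its distance from the other controls was not computed.

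Samples were grouped by treatment as given in the sample labels. The paper states that rats were picked for sequencing by the success of cirrhosis induction and/or eplerenone treatment. Tests between the groups therefore cannot separate an effect of treatment from this choice of rats. The controls used are those whose mean FPM over TMM library sizes matches the control means printed in Supplementary excel file 2. Counted reads per sample and the smallest amount that 3 counts stand for are given with the treatment plan.

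Counts were filtered with filterByExpr of edgeR at its default smallest count of 10, which kept 14417 genes, 13628 of them protein coding. Library sizes were scaled by TMM. The 3 groups were fitted in 1 model with R 4.3.3 and edgeR 4.0.16 (quasi-likelihood test) and in 1 model with DESeq2 1.42.0 (Wald test). P-values were adjusted by Benjamini-Hochberg over all genes tested, and a protein coding gene with an FDR below 0.05 in both tools was called DEG. DESeq2 gave no p for 15 protein coding genes with an outlying count, and these were treated as not called. Cirrhosis sensitive genes were DEG with an absolute log2FC of at least 1 between control and cirrhosis. Eplerenone sensitive genes were those that were not DEG, with an absolute log2FC of at most 1, between control and cirrhosis & eplerenone. Principal components used log2 FPM (prior count 2) of the 500 most variable genes. The confidence interval strategy took the steps that the paper's text gives, with a mean above 3 FPM, FPM over counted reads and 95% intervals in every group. The list in Supplementary excel file 2 was matched more closely by another setting, given with the differences from the paper. Genes of the small ribosomal subunit were tested with camera of limma 3.58.1 at a preset correlation of 0.01 between genes, and their mean per rat with exact permutation tests. Cell composition was scored from 44 marker genes listed from general knowledge, of which 41 were tested.

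Genes are named by a rule written earlier than any value was seen. It takes every gene the paper names for these data or as a gene or target of the MR, and in each comparison the 3 largest rises and the 3 largest falls among DEG of edgeR whose groups do not overlap and whose mean is at least 1 FPM in both groups. A gene that the rule includes is not reported here. Col6a2 was named after its values were seen.

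The replicate numbers come from the sample titles. The samples of a group are different rats, and neither the paper nor the labels pair them across groups, so no pairing was used, and the replicate number as a block was tried as an alternative. Other alternatives changed the samples, the normalization, the filter, the test, the biotypes, the definition of a normalized gene and the form of the intervals. Each sample was also left out in turn. For each comparison, 100 splits of the samples, the real one among them, were refitted. The steps were tested on simulated data with 200 changed genes and 4-fold changes.

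The ontology enrichment of the paper was not rerun, and the cell culture experiments of the paper have no values here. Gene length was not corrected for.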

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

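All tests in this part were chosen only after the results were seen. A sample was singled out when its gap to the nearest sample, divided by the range of its group, was above Dixon's 95% critical value. Of 129 groups of samples 16 had such a sample, against 6.45 by chance.

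Cirrhosis replicate 5 lay far from the other cirrhosis samples on the first principal component, with a ratio of 0.840. Its position was 13.0, and the others lay between -47.7 and -38.0. Library depth does not explain this, since its total of 17129099 counts lay among those of the other cirrhosis samples (16157491 to 21574767). A few genes taking most of the counts do not explain it either, with 27.1% in its 10 top genes against 24.8% to 27.4%. The other cirrhosis sample with the same label prefix lay at -47.704, so the prefix does not explain it. Its score of non-parenchymal minus hepatocyte markers was -0.284, below the -0.0797 to 1.24 of the others. That gap is small, with a ratio to the range of the group of 0.265, and replicate 2 at -0.0797 lay at -40.8 on the component with the others. The direction of the score goes with a lower share of non-parenchymal cell RNA. With so small a gap and 1 other sample to compare, the score does not decide how much of the distance this accounts for. Cirrhosis replicate 5 also had the lowest FPM of its group for Acta2 (2.26 against 14.6 to 30.0) and Col1a1 (10.6 against 37.6 to 94.8). Milder disease or a lower share of non-parenchymal cell RNA could give such values, which were looked up after the sample stood out. A mislabelled sample was not tested, and the cause remains open.

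Cirrhosis & eplerenone replicate 3 had a hepatocyte marker score of -1.455, far below its group, with a ratio of 0.725. Its total of 17605049 counts is the median of its group, and its 10 top genes held 22.5% of the counts. Depth and a few top genes therefore do not explain the score. Over total counts in place of TMM the score was -0.588. It stayed the lowest of the group, but its ratio fell to 0.662, under the critical value. The TMM factor of 1.40 may thus account for much of the distance. No biological explanation was tested.

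Single samples far from the rest in FPM of a named gene were found in 14 of 102 groups, with 5.1 by chance. The ratios in control were 0.834 for Lpin1 (replicate 3), 0.866 for Pdk4 (replicate 5) and 0.899 for Ccn2 (replicate 3). In cirrhosis they were 0.795 for Ccn2 (replicate 4), 0.971 for Cyp2b1 (replicate 4), and, all in replicate 5, 0.792 for Bok, 0.952 for Stac3, 0.957 for Aox3 and 1 for AABR07048487.2. In cirrhosis & eplerenone they were 0.728 for Amacr (replicate 2), 0.821 for Ccn2 and 0.771 for Lcn2 (both in replicate 3), 0.952 for Cyp2b1 (replicate 1) and 0.884 for Cyp4a2 (replicate 2). On the log2 scale 7 groups had such a sample, close to the 5.1 by chance. This count is too near chance to decide whether skew of FPM on a linear scale accounts for all of them. As 5 of the 7 were among the 14, skew may account for the other groups of the 14. The limit for this second reading, fewer than 7 of the 14 on both scales, was reworded after the 5 was known. The most frequent odd sample, cirrhosis replicate 5, was the odd one in 4 groups on the linear scale and in 4 of the 7 on the log2 scale. No biological explanation was tested.

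The paper analysed protein coding genes only. Among 789 other genes tested, 97 had an FDR below 0.05 between control and cirrhosis, 51 higher and 46 lower in cirrhosis. There were 24 between control and cirrhosis & eplerenone, and 0 between cirrhosis and cirrhosis & eplerenone, where 105 had an unadjusted p under 0.05. Of 255 lincRNA 48 were among the 97. Of 100 splits of the control and cirrhosis samples, 2 gave as many, the real one included. Reads shared with parent genes would raise the share of pseudogenes, but 9.97% of pseudogenes (30 of 301) and 13.7% of the others (67 of 488) were among the 97. As controls share 0 label prefixes with the CCl4-treated rats, the pattern cannot be told apart from a batch that follows the prefix.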

How the results depend on the processing

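The processing choices and 28 alternatives to them were fixed before the data were examined, and 6 settings were added after values had been seen. The added settings were edgeR's exact test, the exact test without the limit on the log2FC, and 4 versions of the confidence interval strategy: the SD over n - 1, TMM library sizes with edgeR's log2FC and the printed interval widths, the same with 95% intervals, and TMM over all 14 samples throughout. For the main results, 156 values under other settings stayed on the same side of the threshold, within 1.5 times for counts or within 1 SD of the leave-one-out fits for shares, 69 moved and 2 became weaker. The cause of these changes was not tested except where a value is given for it. Not run were the settings with all 5 controls (for differential expression and for the confidence intervals), the distance of the excluded control over all genes, and a correction for gene length, since control replicate 1 was not analysed here and the gene lengths at hand are of another genome build.

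With 4 samples per group as in Supplementary excel file 2, edgeR gave 4642 DEG for control against cirrhosis against 2809 with 14 samples, and 1236 against 2 for cirrhosis against cirrhosis & eplerenone. With both tools there were 4634 and 1235, and 4792 DEG in at least 1 comparison. The upregulated share of cirrhosis sensitive genes fell to 65.3%. Eplerenone sensitive genes rose to 1687 (55.6%), with 40.9% of the upregulated and 83.4% of the downregulated genes, and 605 of them had an FDR below 0.05 in the direct comparison. The median log2FC of monocarboxylic acid genes with eplerenone was 1.21 against 0.82. The log2FC of Sgk1 with eplerenone, 0.05 with 14 samples, reversed to -0.19.

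DESeq2 alone gave 67 DEG for cirrhosis against cirrhosis & eplerenone and 1476 for control against cirrhosis & eplerenone, where edgeR's quasi-likelihood test gave 2 and 729. The likelihood ratio test of edgeR gave 49 and 1338, or 42 and 1305 in the overlap with DESeq2, and 29 eplerenone sensitive genes with an FDR below 0.05 in the direct comparison. The exact test, added later, gave 36 and 1247, or 35 and 1237 in the overlap, and 24 such genes. Of the 854 eplerenone sensitive genes by the exact test, 627 were among the 666. Simulated 4-fold changes with the spread of the real samples were called by the quasi-likelihood test for 91 of 100 genes between cirrhosis and cirrhosis & eplerenone, with 2 false calls, and by the exact test for 95 of 100, with 15 false calls.

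With at least 10 counts in every sample, 371 DEG were found for control against cirrhosis & eplerenone, by edgeR and by both tools. There were 1224 cirrhosis sensitive genes, and the eplerenone sensitive share was 46.0% in all and 36.9% of the upregulated genes.

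Without the limit on the log2FC there were 1403 eplerenone sensitive genes (69.3%), with 63.6% of the upregulated and 88% of the downregulated genes. With an FDR below 0.05 also required in the direct comparison there were 2 (0.0988%), with 0% of the upregulated and 0.421% of the downregulated genes, while 359 of the 666 had an unadjusted p under 0.05 there. The exact test without the limit on the log2FC, added later, gave 1408 (58.0%), with 48.1% and 84.1%, and 26 with an FDR below 0.05 in the direct comparison. In each of the settings named so far except the one that requires an FDR below 0.05 directly, the share was larger for downregulated than for upregulated genes, and in that one it rested on 2 genes.

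The eplerenone sensitive share of the 11 upregulated collagen genes, 1 gene or 9.09%, was 20% with at least 10 counts in every sample, where it was 1 of 5, and 27.3%, or 3 of 11, without the limit on the log2FC. It was 0% of 9 to 11 genes with the likelihood ratio test, with DESeq2 alone, with each comparison fitted on its own groups, with genes that were not DEG by either tool, with an FDR of 0.1 in control against cirrhosis & eplerenone, and with the exact test.

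The small ribosomal subunit genes kept their median log2FC of 0.80 in cirrhosis and -0.66 with eplerenone when the correlation between genes was estimated from the samples, but the camera p rose to 0.208 and 0.0892. Over the other settings the median lay between 0.76 and 0.94 in cirrhosis and between -0.91 and -0.64 with eplerenone.

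The confidence interval strategy gave 753 genes with 4 samples per group, 93 with all 14 samples, 267 with the t quantile and 143 with TMM over all 14 samples. The share also eplerenone sensitive by DEG, 32.9%, was 53.8% with all 14 samples, 38.4% over TMM library sizes, 27.2% with a mean above 1 FPM, 25.5% with the t quantile, 54.3% with TMM, edgeR's log2FC and the printed widths, 52.8% with the same and 95% intervals, and 72.0% with TMM over all 14 samples. Scaling changed the split, with 560 up- and 193 downregulated genes over counted reads and 390 and 425 over TMM library sizes. For the DEG of control against cirrhosis, 67.2% were higher with TMM and 69.9% with DESeq2's size factors.

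With each sample left out in turn, the DEG by edgeR ranged from 1320 to 4427 for control against cirrhosis, from 0 to 25 for cirrhosis against cirrhosis & eplerenone (947 to 3545 at an unadjusted p under 0.05) and from 208 to 1239 for control against cirrhosis & eplerenone. By both tools they ranged from 1317 to 4415, from 0 to 25 and from 208 to 1235, with 1333 to 4479 in at least 1 comparison. Cirrhosis sensitive genes ranged from 1171 to 2981, with 64.3% to 83.4% upregulated. Eplerenone sensitive genes ranged from 276 to 1347, a share of 22.0% to 45.2% in all, 14.6% to 35.0% of upregulated and 54.5% to 79.5% of downregulated genes, and 0 to 11 of them had an FDR below 0.05 in the direct comparison. The share of upregulated collagen genes ranged from 0% to 11.1%, which is 0 or 1 of 9 to 11 genes. The median log2FC of the ribosomal genes ranged from 0.65 to 0.92 in cirrhosis and from -0.81 to -0.51 with eplerenone, and that of the monocarboxylic acid genes with eplerenone from 0.62 to 1.09. The confidence interval strategy ranged from 434 to 1329 genes over 12 such fits, with 24.5% to 35.1% also eplerenone sensitive by DEG.

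Of the values for single genes, 492 under other settings kept their direction and side of the threshold, 25 became weaker, 25 stronger and 2 reversed. With a sample left out, 924 kept both, 119 became weaker, 7 stronger and 10 reversed. Genes named as the largest changes of a comparison were followed in that comparison only. Outside these values, the log2FC of Cyp2b1 with eplerenone, -0.45 with all samples, ranged from -2.88 to 2.57 with a sample left out. With eplerenone against cirrhosis, the log2FC of Sgk1 ranged from -0.11 to 0.16 and was below 0, at -0.02, -0.04, -0.02 and -0.11, without cirrhosis replicates 3 and 5 and cirrhosis & eplerenone replicates 2 and 3. That of Tnf ranged from -0.37 to 0.0704 and was above 0, at 0.0704 and 0.04, without cirrhosis & eplerenone replicates 1 and 2. In cirrhosis & eplerenone against control, LOC108348175 ranged from -0.55 to 0.0344, Ppara from -0.47 to 0.12 and Nr3c2, the gene of the MR, from -0.54 to 0.13, with 0.13 and 0.02 in the fits above 0. Depth limits Nr3c2, which had 0.589 FPM in control and 0.158 in cirrhosis, and Tnf, with 0.103 FPM in control.

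The samples of a group are different rats, and same-numbered rats did not deviate together, with a mean correlation of -0.052 for 13 same-numbered pairs and 0.012 for 52 pairs with different numbers. With the replicate number as a block, edgeR gave 1688, 0 and 261 DEG for control against cirrhosis, cirrhosis against cirrhosis & eplerenone and control against cirrhosis & eplerenone, with 1550 genes at an unadjusted p under 0.05 for the second. Both tools gave 1688, 0 and 260, with 1695 in at least 1 comparison. There were 420 eplerenone sensitive genes, 0 of them with an FDR below 0.05 in the direct comparison, and the log2FC of Nr3c2 in cirrhosis & eplerenone against control was 0.0103.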

Differences from the paper's values

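The exact test, and the confidence interval settings with TMM over all 14 samples or with edgeR's log2FC, were chosen only after the values were seen, and the other settings compared here were set earlier.

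The paper's Fig. 2A shows about 35 DEG between cirrhosis and cirrhosis & eplerenone, read by eye, and the overlap of edgeR's quasi-likelihood test and DESeq2 gave 2. Of the alternatives set before the data were examined, edgeR's likelihood ratio test, with 42, came within 1.5 times of the paper's value. DESeq2's size factors, both other filters, all biotypes, separate fits and the prefix covariate gave 2, the replicate block gave 0, and 4 samples per group gave 1235. The exact test, chosen after seeing the values, gave 35.

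Between control and cirrhosis & eplerenone Fig. 2A shows about 1200 DEG, read by eye, against 726 here. The likelihood ratio test gave 1305, and the exact test, chosen after seeing the values, gave 1237. The other alternatives set before the data were examined gave between 260 and 752.

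The paper's share of eplerenone sensitive genes among cirrhosis sensitive genes is 58%, and 32.9% were found here. Of the alternatives set before the data were examined, 4 samples per group (55.6%), at least 10 counts in every sample (46.0%) and no limit on the log2FC in control against cirrhosis & eplerenone (69.3%) came within 1.5 times, and the others did not. The exact test without that limit, chosen after seeing the values, gave 58.0%. In that set, 554 of the 1408 genes had an absolute log2FC above 1 in control against cirrhosis & eplerenone. The paper's criteria state a limit of 1.

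Fig. 2B gives about 1400 eplerenone sensitive genes, read by eye, against 666 here. Without the limit on the log2FC there were 1403, with 4 samples per group 1687, and the other alternatives set before the data were examined gave between 2 and 890. The exact test without the limit, chosen after seeing the values, gave 1408.

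For upregulated genes Fig. 2B gives about 870 eplerenone sensitive genes and a share of about 48%, read by eye, against 324 genes and 20.9% here. The number was 810 with 4 samples per group, 985 without the limit on the log2FC and 843 with the exact test without the limit, the last chosen after seeing the values. The share was 40.9%, 63.6% and 48.1% in these settings and 36.9% with at least 10 counts in every sample. The other alternatives set before the data were examined did not close either gap.

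For downregulated genes the paper's number of eplerenone sensitive genes is 547, against 342 here. DESeq2 alone (481), the likelihood ratio test (498) and no limit on the log2FC (418) came within 1.5 times, and of the settings chosen after seeing the values so did the exact test with the limit (486) and without it (565). The paper's share of downregulated genes that were not eplerenone sensitive is 16%, against 28.0% here. It was 16.6% with 4 samples per group and 12% without the limit on the log2FC, and 15.9% with the exact test without the limit, chosen after seeing the values. The other alternatives set before the data were examined did not close these gaps.

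For eplerenone sensitive genes Fig. 2B gives a mean fold change of about 3.6 in cirrhosis and about 2.0 in cirrhosis & eplerenone, read by eye, against 1.50 and 1.14 here. For the upregulated ones it gives about 5.6 and about 2.8, against 2.68 and 1.60 here. Without the limit on the log2FC, the alternative set before the data were examined for which these means were computed, they were 6.81 and 3.21 for all and 9.55 and 4.30 for the upregulated genes, and did not close the gaps. The exact test without the limit, chosen after seeing the values, gave 3.70 and 2.02, and 5.94 and 2.92.

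By the confidence interval strategy the paper's numbers are 337 downregulated and 294 upregulated genes, against 193 and 560 here. Of the alternatives set before the data were examined, TMM library sizes gave 425 and 390, a mean above 1 FPM gave 232 downregulated genes and the t quantile gave 250 upregulated genes, each within 1.5 times of the paper's number. A mean above 1 FPM gave 758 upregulated and the t quantile 17 downregulated genes, and all 14 samples gave 40 and 53, which did not close the gap. TMM library sizes with edgeR's log2FC of 14 samples and the interval widths printed in Supplementary excel file 2, chosen after seeing the values, gave 337 and 293, and 629 of these 630 genes are in that file. With 95% intervals in every group, also chosen after seeing the values, there were 277 and 320.

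The paper's overlap between the confidence interval strategy and the DEG strategy is about 80%, and 32.9% was found here. All 14 samples (53.8%) came within 1.5 times, and TMM library sizes, a mean above 1 FPM and the t quantile did not. Of the settings chosen after seeing the values, TMM over all 14 samples gave 72.0% and TMM with edgeR's log2FC and the printed widths 54.3%. When the genes of the last setting were compared with the exact test without the limit on the log2FC, both chosen after seeing the values, the overlap was 81.7%.

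The paper shows LOC108348175 among the downregulated eplerenone sensitive genes of Supplementary figure S8. Its log2FC in cirrhosis was -1.58 here with an FDR of 0.0561 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (0.0217 to 0.136 over the other settings and the fits without a sample), so it was not a DEG. The FDR was 0.0298 with 4 samples per group, 0.0217 with DESeq2 alone and 0.0272 with the exact test, the last chosen after seeing the values. The paper's list for monocarboxylic acid metabolic process holds 21 readable genes, of which 12 were eplerenone sensitive here.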

Other observations

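The tests of the samples left out of Supplementary excel file 2, of the correlation between ribosomal genes, of the ribosomal score with composition as a covariate or within label prefixes, and of the control label prefixes were chosen only after the results were seen. The wider windows of the matched comparison, and its reading as undecided, were settled after its first value was seen.

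Other splits of the same samples were refitted for each comparison. For control against cirrhosis, 2 of 100 splits drawn of the 126 possible gave as many DEG by edgeR as the real one, itself included, and the highest other had 4320. Among 16 splits that part as many same-numbered samples, 1 did, the real one. For control against cirrhosis & eplerenone these numbers were 2 of 100, with 1213 as the highest other, and 1 of 16. For cirrhosis against cirrhosis & eplerenone, 8 of 100 splits gave at least the 2 DEG found, with up to 2272, and so did 2 of 16, with up to 1634. With 16 splits the smallest possible share is too large to decide. The DEG of the direct comparison cannot be told apart from those of a random grouping.

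The number of eplerenone sensitive genes was matched or exceeded in 16 of 200 arrangements of the CCl4-treated rats, where the others had a median of 68 and a maximum of 1770. A number of 666 therefore could arise from a random grouping. The difference in share between down- and upregulated genes, 51.1 percentage points, was reached in 5 of 200, with a median of 18.7 in the others. Downregulated genes changed less in cirrhosis, with a median absolute log2FC of 1.40 against 2.15. Among pairs matched on the absolute log2FC and on mean expression the difference was 25.7 points, and over 5 windows 25.0 to 26.3 points or 48.9% to 51.4% of the original. A smaller change may thus account for about 1/2 of the difference, and the rest remained after matching. The limit written before the test was less than 1/2 left, which the first value (50.3%) missed narrowly and 2 of the 5 windows met, so the test was read as undecided.

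The median log2FC of the small ribosomal subunit genes with eplerenone came closest to 0 at -0.51 when single rats were left out, so it does not rest on 1 animal. Over the 10 CCl4-treated rats, the ribosomal score rose with the score of non-parenchymal minus hepatocyte markers (Spearman rho 0.6, permutation p = 0.0727; Pearson r 0.527, permutation p = 0.117; 0.610 without the 2 farthest samples). These are 2 correlations of 1 pair of scores, and their p-values are not adjusted. The composition score averaged -1.07 in control, 0.457 in cirrhosis and 0.396 in cirrhosis & eplerenone. With this score as a covariate, the difference in the ribosomal score between both CCl4-treated groups was -0.607, or 97.0% of its value without it. The near-equal scores rest on cirrhosis & eplerenone replicate 3 (2.07), without which its group averaged -0.0236 and the covariate changed the difference from -0.702 to -0.489, or 69.6% of it. Composition therefore may account for a part of the change with eplerenone but, by these fits, not for most of it. Correlation between ribosomal genes across rats remains a candidate explanation for the small preset camera p, which became 0.0892 with it. Within label prefixes the difference with eplerenone averaged -0.619, so a shift between prefixes does not account for it, but it was uneven between them. Gene length and RNA degradation were not tested. The change cannot be called biological on these data.

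The 10 CCl4-treated rats carry the label prefixes 15 and 20, with 3 and 2 rats in cirrhosis and 2 and 3 in cirrhosis & eplerenone. Splitting them by prefix gave 27 DEG, against 2 by treatment and 2 by treatment with the prefix as a covariate. The prefix therefore does not explain why few DEG were found, but it separates the rats at least as well as the treatment does. Controls carry the prefixes 13 and 16 and share 0 with the others, so in both comparisons with controls a batch and the condition cannot be told apart.

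The median biological coefficient of variation was 0.231 among controls, 0.379 in cirrhosis and 0.345 in cirrhosis & eplerenone. Within the CCl4-treated groups together it was 1.53 times that of controls, which is consistent with fewer DEG between them. Of 93 protein coding genes with an absolute log2FC of at least 2 between these groups, 1 had an FDR below 0.05 by edgeR's quasi-likelihood test and 80 an unadjusted p under 0.05. In simulated data 91 of 100 changes of 4-fold were called, so the simulation, which draws each gene by itself and with 1 dispersion for all groups, may not carry over to the real samples. Large log2FC of genes with a wide spread may also overstate the true change, so how many real changes of 4-fold were missed is not known.

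Leaving out 1 cirrhosis and 1 cirrhosis & eplerenone sample is possible in 25 ways. The pair left out in Supplementary excel file 2 gave 1236 DEG by edgeR between these groups, where the other pairs had a median of 0 and at most 138. By the confidence interval strategy it gave 753 genes, where the others had a median of 118.5 and at most 591. With TMM library sizes and edgeR's log2FC of 14 samples it gave 597, close to the 567 of another pair, against a median of 143.5. In each count 1 of the 25 pairs, that of the supplement, reached its number, in the last by a small margin. The choice of the samples left out is thus a candidate explanation for the size of the first 2 counts.

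Tested on simulated 4-fold changes with the spread of the real samples, edgeR's quasi-likelihood test found 187 of 200 changed genes between control and cirrhosis with 6 false calls, and 89 of 100 between control and cirrhosis & eplerenone with 3. Of 100 simulated eplerenone sensitive genes 94 were found, and by confidence intervals 91 of 100 with 12 false calls. The simulated intervals used TMM library sizes and all 14 samples. Their numbers therefore do not carry over to the strategy with FPM over counted reads and 4 samples per group. A simulated ribosomal log2FC of -0.80 was measured as -0.76.

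Genes that the paper names as targets of the MR or as markers of fibrosis and inflammation belong to no claim on these data. In cirrhosis against control the log2FC was -0.44 for Sgk1, 3.74 for Ccl2, -0.62 for Fn1, 2.84 for Acta2, 1.88 for Tgfb1, 4.63 for Ccn2, 2.20 for Tnf and -1.84 for Nr3c2. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the FDR was below 0.05 for Ccl2, Fn1, Acta2, Tgfb1 and Ccn2 in this comparison. With eplerenone against cirrhosis it was -0.88 for Ccl2, 0.35 for Fn1, -0.80 for Acta2, -0.81 for Tgfb1, -1.18 for Ccn2 and 1.60 for Nr3c2, and the FDR was above 0.05 for each of these genes. Single samples moved some of these values strongly. With a sample left out, the log2FC ranged from -1.74 to -0.59 for Ccl2, from -1.68 to -0.52 for Acta2 and from -2.39 to -0.11 for Ccn2.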
